# Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in *Drosophila*

**DOI:** 10.1371/journal.pone.0028985

**Published:** 2011-12-22

**Authors:** Barbara Rotstein, David Molnar, Boris Adryan, Marta Llimargas

## Abstract

The *Drosophila* transcription factor Tramtrack (Ttk) is involved in a wide range of developmental decisions, ranging from early embryonic patterning to differentiation processes in organogenesis. Given the wide spectrum of functions and pleiotropic effects that hinder a comprehensive characterisation, many of the tissue specific functions of this transcription factor are only poorly understood. We recently discovered multiple roles of Ttk in the development of the tracheal system on the morphogenetic level. Here, we sought to identify some of the underlying genetic components that are responsible for the tracheal phenotypes of Ttk mutants. We therefore profiled gene expression changes after Ttk loss- and gain-of-function in whole embryos and cell populations enriched for tracheal cells. The analysis of the transcriptomes revealed widespread changes in gene expression. Interestingly, one of the most prominent gene classes that showed significant opposing responses to loss- and gain-of-function was annotated with functions in chitin metabolism, along with additional genes that are linked to cellular responses, which are impaired in *ttk* mutants. The expression changes of these genes were validated by quantitative real-time PCR and further functional analysis of these candidate genes and other genes also expected to control tracheal tube size revealed at least a partial explanation of Ttk's role in tube size regulation. The computational analysis of our tissue-specific gene expression data highlighted the sensitivity of the approach and revealed an interesting set of novel putatively tracheal genes.

## Introduction

Transcription factors play critical roles in all aspects of development. They control the gene batteries that lead to cellular events such as proliferation, cell fate specification and differentiation, cell migration, cell morphological changes and apoptosis. Given this wide spectrum of functions, very often transcription factors exhibit a high degree of pleiotropy that hinders a comprehensive functional characterisation in a given tissue or developmental stage. Thus, identifying the plethora of target genes regulated by transcription factors is key to disentangling their multiple and complex activities. Nowadays, the combination of genome-wide approaches with cell type- or stage-specific isolation provides a powerful strategy to understand how the function of transcription factors is mediated.

Our previous work indicated that the transcription factor Ttk plays multiple relevant roles in the formation of the *Drosophila* tracheal system [1]. For a more mechanistic view, in the present work we aimed to map the downstream mediator targets of *ttk* during embryogenesis with a particular emphasis in the developing tracheal system. Ttk is a zinc-finger transcription factor widely used during the development of a number of different organ systems [2]–[15], with a pivotal role in many different morphogenetic events. In the trachea, we observed that Ttk is not only required for tracheal cell identity specification, but in addition it enables several morphogenetic changes, including the cell rearrangements of tube formation, and the proper setting of tube sizes [1]. Thus Ttk may govern a complex hierarchy of downstream mediators that execute cellular changes in tracheal development. We aimed to identify these downstream targets using microarray transcriptome profiling. This enabled us to find direct and indirect transcriptional targets, including those which are difficult to identify in traditional mutant screens due to pleiotropy and/or functional redundancy. To identify targets specific to the tracheal system, and to separate the specifically tracheal action of Ttk from action on other target systems, we combined whole-embryo expression profiles with transcription profiles of embryonic cell isolates, which were enriched for tracheal cells by fluorescence-activated cell sorting (FACS).

In this work we compared microarray expression profiles of wild-type embryos with different *ttk* mutant conditions, as well as expression profiles of tracheal cell isolates from both wild-type and mutant embryos. This analysis provided an *in vivo* census of genes whose transcription responds to Ttk loss-of-function or over-expression. Several of these genes have predicted Ttk binding sites in their regulatory regions, which make them candidates for direct regulation. To validate our experimental approach, we further analysed effects on the mechanism of tube size regulation, as we established the role of Ttk in this process before [1]. The size control of tracheal tubes is complex and involves several molecular mechanisms. It has been shown earlier that the transient assembly of a chitin filament inside the tracheal tubes, and epithelial septate junctions (SJs) play critical roles in the process (reviewed in [16]–[18]). Our current analysis of microarray data from whole embryos and isolated cells pointed to changes in the expression of chitin metabolism and SJ-related genes in *ttk* mutants, which were confirmed by quantitative real-time PCR (qPCR) profiling. In further tests we found that several of these targets are functionally required in tube size control. Thus we could confirm the involvement of Ttk in tube size regulation, and connect Ttk regulation to several downstream genes, which are involved in the control of tube size.

Our results provide entry points for the investigation of the targets of Ttk regulation in further processes. The results also show that our method of cell enrichment is a powerful tool in the search for transcription factor targets.

## Results

### Microarray analysis of ttk mis-expression mutants

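The ttk mutant experiment was analysed from 9 arrays: 2 of whole embryos of the control, 2 of whole embryos labelled ttk mutant, 3 of sorted cells of the control and 2 of sorted cells labelled ttk mutant. The deposited values are the authors' log2 expression values, 1 per array for each of 12679 genes named by FlyBase numbers and for 182 control features of the array, which were left out of the tests. Each material was fitted apart with limma, and every difference is the labelled mutant minus its control, tested two-sided. The median log2 expression over all genes was 7.43 and 7.44 on the control embryo arrays and 7.59 and 7.69 on the mutant embryo arrays. In sorted cells it was 6.84, 6.97 and 6.85 on the control arrays and 6.24 and 6.17 on the mutant arrays. No measure of signal over background was among the values used, so the precision was taken from the spread between replicates. The median SD of a gene was 0.41 in control embryos, 0.15 in mutant embryos, 0.24 in control cells and 0.19 in mutant cells. Within each group, some genes had exactly the same value on different arrays, which narrows their spread. There were 158 such genes on the control embryo arrays, 119 on the mutant embryo arrays, 316 on the mutant cell arrays and between 1654 and 2132 on pairs of control cell arrays, of which 1165 had the same value on all 3. Between arrays of different groups of this experiment the number was 0. The transcript of ttk (FBgn0003870) had a log2 expression of 11.27 and 8.83 in control embryos and of 11.44 and 11.19 in embryos labelled mutant. The log2 fold change was 1.26 (standard error 0.92, adjusted p = 0.505 from limma), and it was 0.04 without control embryo replicate 2 and 2.49 without control embryo replicate 1. In sorted cells, ttk had 10.33, 10.35 and 10.23 in the control and 10.49 and 10.42 in the mutant, a log2 fold change of 0.15 (standard error 0.10, adjusted p = 0.241 from limma). Relative to the median of all genes, the log2 fold change of ttk was 1.08 in embryos and 0.82 in cells, so that its size in cells depends on the scaling. The mean of ttk RNA was therefore not lower on the arrays labelled mutant, in embryos or in cells. In embryos the replicates of the groups overlap and the change rests on control embryo replicate 2, so a fall there is not excluded.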

In order to identify direct or indirect Ttk target genes that could explain the diverse tracheal phenotypes seen in mutant embryos, we pursued RNA profiling experiments on embryos that are homozygous for the mutant *ttk* ^D2-50^ allele and control embryos at developmental stages 11 to 16. Furthermore we profiled embryos of the same age range that over-express *ttk* in the domain of the *btl*-GAL4 driver line, which includes the tracheal system and the midline, together with controls. 

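The over-expression experiment was analysed from 10 arrays: 3 of whole embryos of the control, 3 of whole embryos labelled ttk over-expression, 2 of sorted cells of the control and 2 of sorted cells labelled ttk over-expression. Differences are the labelled over-expression minus its control, from the same kind of limma fit. The median log2 expression over all genes was 9.20, 9.24 and 9.23 on the control embryo arrays and 9.29, 9.26 and 9.20 on the over-expression embryo arrays. It was 8.19 and 8.16 on the control cell arrays and 8.30 and 8.23 on the over-expression cell arrays. The median SD of a gene was 0.08 in control embryos, 0.24 in over-expression embryos, 0.10 in control cells and 0.18 in over-expression cells. Between 0 and 9 genes had exactly the same value on a pair of embryo arrays, and between 9 and 19 on a pair of cell arrays, with pairs of a control and a treated array included. The log2 expression of ttk (FBgn0003870) was 12.39, 12.39 and 12.38 in control embryos and 12.06, 11.57 and 12.19 in embryos labelled over-expression, a log2 fold change of −0.45 (standard error 0.17, adjusted p = 0.280 from limma), which was −0.26 without over-expression embryo replicate 2. In sorted cells it was 11.89 and 11.99 in the control and 11.19 and 11.32 in cells labelled over-expression, a log2 fold change of −0.69 (standard error 0.13, adjusted p = 0.276 from limma). Every array labelled over-expression had less ttk RNA than every control array of its material.

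**Figure D1:**
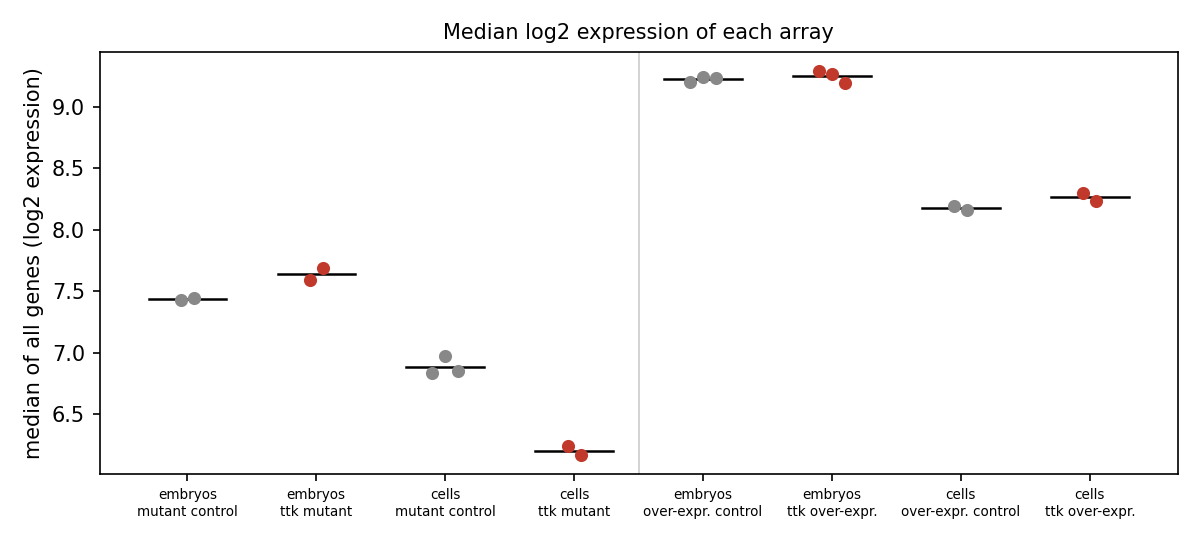
Median log2 expression over all genes of each of the 19 arrays, by group. Points are arrays, bars are group means, controls are grey and groups with altered ttk are red, and a line parts the experiments. In the mutant experiment the groups lie apart, with control cells between 6.84 and 6.97 and mutant cells at 6.24 and 6.17.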

All embryos, mutants and controls, expressed a membrane tethered RFP under the control of the *btl* enhancer from the Red Fluorescent Protein-moesin (btl-enh-RFP-moe) construct. This enabled a FACS strategy, which enabled us to obtain a cell population that was enriched for tracheal cells that were then subject to microarray gene expression analysis. The genotypes of these embryos and cells are detailed in Figure 1.

**Figure 1:**
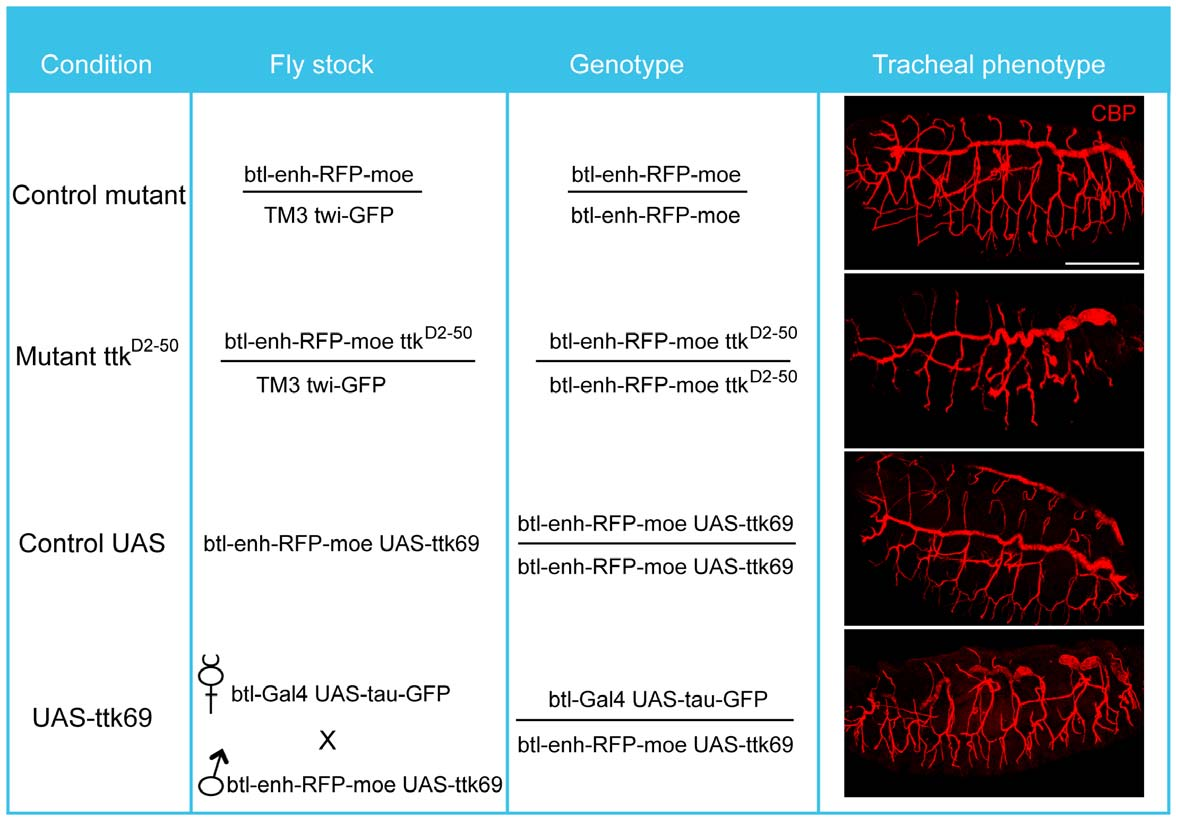
Experimental conditions, fly stocks and genotypes analysed in this study. The sample genotype and tracheal phenotype refer to the experimental condition that was analysed by microarray gene expression profiling. The tracheal pattern was visualised by the accumulation of chitin in the lumen using CBP. Immunostainings show projections of confocal sections of embryos of the indicated genotypes at embryonic stage 16 in lateral or dorsolateral views. In this and all figures anterior is to the left and dorsal is up. Scale bar 100 µm.

RNA was extracted in three biological replicates from each experimental group, with the exception of the experiments on the sorted cell populations in the over-expression group, where only two replicates were performed. The samples were hybridised to Affymetrix *Drosophila* Genome 2.0 Arrays. Following a rigorous protocol for quality control (see Text S1 and Figure S1), we decided to exclude one experiment from the embryo control for the mutant situation, one from embryo mutant, one from cell mutant. 

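Among the arrays analysed here, Pearson's r across the 12679 genes was 0.900 between the control embryo arrays of the mutant experiment and 0.985 between the mutant embryo arrays. It was 0.960 to 0.983 between pairs of control cell arrays of that experiment and 0.987 between the mutant cell arrays. In the over-expression experiment it was 0.996 to 0.999 in control embryos, 0.957 to 0.997 in over-expression embryos, 0.988 in control cells and 0.973 in over-expression cells. Genes are not independent replicates, so no p was attached to these values. The difference between control embryo replicate 2 and replicate 1 of the mutant experiment had an SD of 1.32 over genes and exceeded 1 on the log2 scale, in either direction, for 4157 genes. With 2 arrays in this group, the fold changes of the mutant embryos and of the mutant control enrichment rest on both of them.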

All experiments for the over-expression situation could be used. The microarray dataset is available from the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) database under accession code GSE30239.

Two parameters primarily determine the number of candidate genes that can be obtained from a microarray experiment: the expected expression change (as indicated by the fold change in signal) and the reliability for this observation (implied in the p-value in the comparison between two different groups, under consideration of the noise structure within each of these groups). We therefore explored the parameter space from log_2_ fold change (logFC) 0.7 to 4 in increments of 0.1 between 0.7 and 1.5, and larger increments above 1.5, along with the p-value at 0.001, 0.005, 0.01 and 0.05 (Supplementary Table S1). For further analysis, we opted to define primary candidate genes as those with a logFC> = 1 (translating to an at least two-fold expression change) at a p-value< = 0.05. This parameter set identified 761 candidates in the mutant cell experiment and 676 genes in the mutant embryo experiment, with an overlap of 182 genes (24%). 

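With an absolute log2 fold change of 1 or above and an unadjusted p of 0.05 or below from limma, 2840 genes were candidates in cells labelled ttk mutant, 293 higher and 2547 lower than in control cells. In embryos labelled ttk mutant 1246 genes were candidates, 1070 higher and 176 lower. Of all genes, 5984 in cells passed a Benjamini-Hochberg adjusted p of 0.05 with limma, and 2476 of these were candidates. The number in cells was 691 with each array centred on its median and 792 after quantile normalization, 2041, 5950 and 2862 without control cell replicate 1, replicate 2 and replicate 3, and 3182 and 3468 without mutant cell replicate 1 and replicate 2. With the replicate number as a block limma called 0 in cells, with 4908 genes at an unadjusted p under 0.05. In embryos 0 genes passed it with limma, the lowest adjusted p was 0.339, and 1697 genes had an unadjusted p under 0.05. After adjustment the number in embryos was 613 with a Cyber-T style test, 485 with limma on all 4 groups in one fit, 6 with a linear model without moderation and 0 with an intensity trend in limma. With limma it was 3771 without control embryo replicate 1 and 0 without control embryo replicate 2, mutant embryo replicate 1 or mutant embryo replicate 2, where 2687, 219 and 354 genes had an unadjusted p under 0.05. The median log2 fold change of all genes was 0.19 in embryos and −0.67 in cells, so that directions depend on the scaling of the arrays. The alternative that moved the cell candidates most in their direction was quantile normalization, with 1179 candidates, 658 higher and 521 lower. With each array centred on its median there were 1235 in cells, of which 53.1% were higher instead of 10.3%, and 1111 in embryos, of which 63.5% were higher instead of 85.9%. The embryo count was 4648 without control embryo replicate 1, 219 without mutant embryo replicate 1 and 354 without mutant embryo replicate 2. Of the 1246 candidates, 873 were also candidates without control embryo replicate 2. The equal values within groups narrow the spread of the genes concerned in the values as deposited.

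The lists of cells and embryos shared 312 genes, 11.0% of the cell candidates and 25.0% of the embryo candidates, where 279 would be shared by chance (one-sided Fisher's exact test, p = 0.0108). With each array centred on its median 322 were shared, 26.1% of the cell candidates and 29.0% of the embryo candidates (108 by chance, one-sided Fisher's exact test, p = 7.73e-83), and after quantile normalization 294 (93.5 by chance, p = 3.70e-81). Without genes below the 25th percentile 250 were shared (244 by chance, one-sided Fisher's exact test, p = 0.321), without those below the median 92 (116 by chance, p = 0.997) and with an intensity trend 290 (280 by chance, p = 0.251), so that the excess over chance depends on the processing. Of the 312, 242 changed in the same direction and 70 in opposite directions. The shared count was 1227 without control embryo replicate 1, 76 without mutant embryo replicate 1 and 136 without mutant embryo replicate 2. In simulated data 200 genes changed by 2 on the log2 scale, with a spread pooled over the groups and noise independent between genes. Of these genes, 89% were found in embryos and 97% in cells. With no change simulated, 441 genes were candidates in embryos and 129 in cells, which leaves out deviations that genes share on an array.

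Among candidates whose groups did not overlap, the largest rises in cells were those of FBgn0033108, with a log2 fold change of 5.04 (adjusted p = 0.0142 from limma), and FBgn0038846, with 4.90 (adjusted p = 0.00775 from limma). The largest falls were FBgn0028940, with −5.54 (adjusted p = 0.00664 from limma), and FBgn0035742, with −5.29 (adjusted p = 0.0439 from limma). In embryos FBgn0039316 and FBgn0002645 rose by 5.00 and 4.93, and CG33272, FBgn0020639 and FBgn0040393 changed by −5.49, −4.49 and −4.21 (adjusted p from limma between 0.339 and 0.362). With each array left out in turn, the rises ranged from 4.77 to 5.23 for FBgn0039316 and from 3.64 to 6.22 for FBgn0002645. The falls ranged from −6.45 to −4.52 for CG33272, from −6.39 to −2.60 for FBgn0020639 and from −5.71 to −2.71 for FBgn0040393.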

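In the over-expression experiment the thresholds on log2 fold change and unadjusted p gave 321 candidates in cells, 234 higher and 87 lower on the arrays labelled ttk over-expression, and 396 in embryos, 315 higher and 81 lower. After Benjamini-Hochberg adjustment limma called 44 genes in embryos, 39 of them candidates. With single arrays left out this number ranged from 8, without control embryo replicate 3, to 1330, without over-expression embryo replicate 2. It was 565 with the Cyber-T style test, 107 with all 4 groups in one fit and 7 with the replicate number as a block. In cells limma called 0 genes at an adjusted p of 0.05, with a lowest adjusted p of 0.173 and 1485 genes at an unadjusted p under 0.05. There, the Cyber-T style test called 585 genes after adjustment and the fit of all 4 groups called 188, while the linear model without moderation and limma with an intensity trend each called 0. The median log2 fold change of all genes was −0.07 in embryos and 0.01 in cells. Centring each array on its median left 409 candidates in embryos and 319 in cells, of which 59.9% were higher in cells instead of 72.9%. In embryos the count was 251 without control replicate 3 and 687 without over-expression replicate 3. In cells it was 953 without over-expression replicate 2.

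Cells and embryos shared 71 candidates, 22.1% of those in cells and 17.9% of those in embryos, against 10.0 by chance (one-sided Fisher's exact test, p = 7.42e-41), and 135 without over-expression cell replicate 2. The direction was the same for 69 and opposite for 2 of the 71. In data simulated in the same way, 99% of 200 genes changed by 2 on the log2 scale were found in embryos. With no change simulated 69 genes were candidates in embryos and 110 in cells.

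The largest rises in embryos among candidates with groups that did not overlap were those of FBgn0035789, with a log2 fold change of 4.25 (adjusted p = 0.0133 from limma), and FBgn0040736, with 4.10 (adjusted p = 0.0725 from limma). FBgn0052301 had −5.70 (adjusted p = 0.00139 from limma) and FBgn0039307 had −5.63 (adjusted p = 4.45e-05 from limma). In cells FBgn0038681 and FBgn0032025 rose by 3.89 and 3.75, and FBgn0010241 and FBgn0052301 changed by −3.62 and −3.09, none with an adjusted p below 0.173 from limma.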

The identical parameter set was used for the over-expression experiments, identifying 322 genes in cells and 397 genes in embryos, with an overlap of 72 genes (22%).

The *btl* gene is expressed both in the tracheal system and in the ventral midline [19]. Manual inspection of the btl-enh-RFP-moe construct further confirmed detectable levels of expression in various other cell types (e.g. lateral ectoderm, endoderm, amnioserosa, others) (data not shown). The employed cell sorting strategy relied on the appropriate expression of marker fluorescence, and furthermore, cell sorting can be highly subjective to choosing appropriate gate settings (Figure S2). It was therefore unclear whether the sorted cell population was enriched for tracheal cells. We assessed the merit of the cell sorting strategy using a computational approach, making use of the high-throughput *in situ* hybridisation database at the BDGP [20]. We binned the signal intensity data from the control cell population in steps of approximately 0.5 (covering the dynamic range of 0 to16 of the microarray), and for each bin determined from the genes with BDGP information what fraction was known to be expressed in the tracheal system or midline, ubiquitously expressed, expressed elsewhere in the embryo, or not expressed (Figure S3). Surprisingly, we found a large number of genes that are supposedly not expressed in embryogenesis, accounting for almost half of the genes detected in the sorted cell population. While signal amplification issues in the pre-processing and detection of our microarray data are possible and may lead to considerable signals also for non-existent mRNA, it cannot be ruled out that a good proportion of the *in situ*-negative genes are indeed expressed. Of the group of genes known to be expressed during the relevant stages of embryogenesis, about half are expressed in the midline and/or trachea (and probably elsewhere), while the other half should not be present if our preparations were pure. Using two different normalization strategies to account for the differences in the RNA sources and microarray experiments, we found that the tracheal marker gene *trachealess* shows a two-fold enrichment in the sorted cell population in comparison to whole embryos, while e.g. a marker for mesoderm (*twist*) is reduced to about one third (Table S2 and Table S3). These results also hold for the over-expression experiments. 

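Control cells were compared with control embryos of the mutant experiment, 3 arrays against 2, on the values as deposited. The log2 expression of trachealess (trh) was 9.90 ± 1.10 (SD, n = 3) in cells and 8.84 ± 0.86 (SD, n = 2) in embryos. Its log2 fold change was 1.06 (standard error 0.79, adjusted p = 0.411 from limma), or 1.43 relative to the median of all genes, which was −0.38. The log2 expression of twist (twi) was 7.07 ± 1.01 (SD, n = 3) in cells and 8.43 ± 0.72 (SD, n = 2) in embryos, a log2 fold change of −1.36 (standard error 0.71, adjusted p = 0.276 from limma), or −0.98 relative to that median. Neither difference was larger than the spread between replicates allows to be called. With each array left out in turn, trh stayed between 0.45 and 1.69 and twi between −1.94 and −0.85. Mef2, also listed in Table S2, had −0.73 (standard error 0.49, adjusted p = 0.366 from limma), and between −1.34 and −0.12 with each array left out in turn. For Adp the value was −0.30 as deposited, 0.24 with each array centred on its median, 0.14 after quantile normalization and 0.06 without control embryo replicate 2, so that its direction depends on the scaling. Over all genes limma called 256 at an adjusted p of 0.05, 43 higher and 213 lower in cells, of 3733 with an unadjusted p under 0.05. Without control cell replicate 1, replicate 2 or replicate 3 limma called 0, with 1979, 2530 and 2768 genes at an unadjusted p under 0.05, and without control embryo replicate 1 or replicate 2 it called 3777 or 2074. Centred arrays gave 74. Among the called genes, FBgn0034126 and FBgn0053465 had the largest rises, 4.74 and 4.66, and FBgn0041337 and FBgn0039200 the largest falls, −5.87 and −5.83 (adjusted p = 0.0232, 0.0232, 0.0232 and 0.0238 from limma). FBgn0041337 had the same value, 3.38, on all 3 control cell arrays.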

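In the controls of the over-expression experiment, 2 cell arrays were compared with 3 embryo arrays. The log2 expression of trh was 12.43 ± 0.02 (SD, n = 2) in cells and 11.38 ± 0.07 (SD, n = 3) in embryos, a log2 fold change of 1.05 (standard error 0.07, adjusted p = 0.000107 from limma), or 1.68 relative to the median of all genes, which was −0.62. For twi it was 6.53 ± 0.26 (SD, n = 2) in cells and 9.43 ± 0.08 (SD, n = 3) in embryos, a log2 fold change of −2.90 (standard error 0.13, adjusted p = 3.92e-05 from limma), or −2.27 relative to that median. Both differences were larger than the spread between replicates, and with each array left out in turn trh stayed between 1.01 and 1.08 and twi between −3.08 and −2.71. Mef2 had −1.97 (adjusted p = 5.14e-05 from limma). Adp had −0.26 (adjusted p = 0.0215 from limma), which became 0.79 with centred arrays and 0.59 after quantile normalization. The log2 fold change of ttk, −0.45 as deposited, became 0.60 with centred arrays. Of all genes, 9955 passed an adjusted p of 0.05 from limma, 1566 higher and 8389 lower in cells. With centred arrays 9827 passed, 7047 higher and 2780 lower, and after quantile normalization 8783 passed, 4343 higher and 4440 lower, so that the directions depend on the scaling of the arrays. FBgn0029167 and FBgn0031389 rose most, by 6.39 and 6.27, and FBgn0050272 and FBgn0034168 had the largest falls, −6.22 and −6.04 (adjusted p from limma between 1.41e-05 and 2.73e-05).

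**Figure D2:**
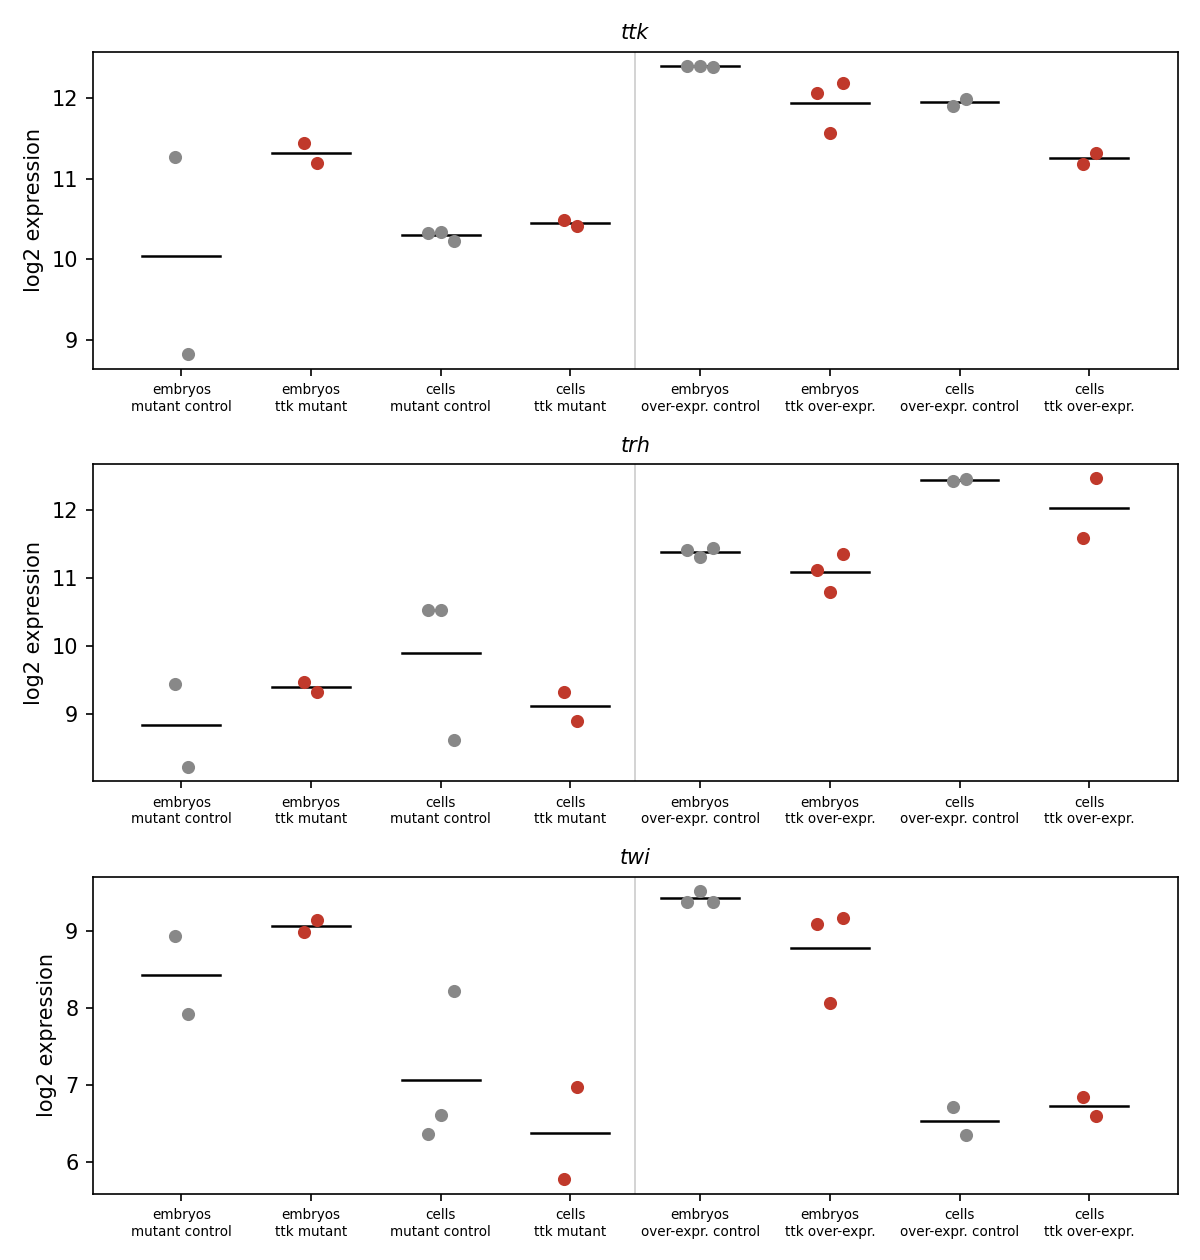
Log2 expression of ttk, trh and twi on each of the 19 arrays, by group. Points are arrays, bars are group means, controls are grey and groups with altered ttk are red. In the over-expression controls trh lies higher in cells (12.43) than in embryos (11.38) and twi lower (6.53 and 9.43), while in the mutant controls the replicates of both genes overlap between the materials.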

In summary, while it was not possible to isolate a pure population of tracheal cells, we were confident that these experiments still provide valuable information for candidate gene prioritisation.

### The *in vivo* transcriptome confirms in vitro results and is backed by known biology

Recently, Reddy et al. published an expression profile of the S2 *Drosophila* cell line after *ttk* knockdown by RNA interference [21]. Using our criteria for candidate genes, their screen yielded 1,380 candidate genes. Although the absolute overlap between their candidate gene list and our lists is small, the degree of overlap between these experiments is statistically significant (Table 1) indicating that similar trends were detected in both datasets (see Discussion for a more detailed comparison).

**Table 1:** Overlap in candidate gene lists from different transcriptomes.

		S2 mutant		UAS, cells		UAS, embryos		mutant, cells		mutant, embryos	
		down	up	down	up	down	up	down	up	down	up
	FlyMine genes	620	760	96	246	73	326	254	515	220	422
**S2 cells**	**down**	-	1	1	22 **(9.7×10^−4^)**	3	7	21 **(3.3×10^−3^)**	14	16 **(2.5×10^−2^)**	18
	**up**	-	-	5	12	2	9	10	79 **(<10^−16^)**	13	35 **(8.4×10^−3^)**
**UAS, cells**	**down**	-	-	-	0 **(<10^−16^)**	21 **(<10^−16^)**	2	7 **(4.5×10^−4^)**	13 **(1.6×10^−5^)**	4 **(2.0×10^−2^)**	7 **(1.0×10^−2^)**
	**up**	-	-	-	-	0	51 **(<10^−16^)**	17 **(9.4×10^−7^)**	30 **(4.7×10^−9^)**	14 **(1.2×10^−5^)**	21 **(9.6×10^−6^)**
**UAS, embryos**	**down**	-	-	-	-	-	0	4 **(1.2×10^−2^)**	10 **(9.3×10^−5^)**	1	2
	**up**	-	-	-	-	-	-	18 **(1.3×10^−5^)**	23 **(1.6×10^−3^)**	10 **(1.8×10^−2^)**	7
**mutant, cells**	**down**	-	-	-	-	-	-	-	0	35 **(<10^−16^)**	0
	**up**	-	-	-	-	-	-	-	-	4	143 **(<10^−16^)**
**mutant, embryos**	**down**	-	-	-	-	-	-	-	-	-	0
	**up**	-	-	-	-	-	-	-	-	-	-

The table shows the number of candidate genes observed under each experimental condition. The degree of overlap is shown in absolute numbers, overlaps with statistically significant p-values are highlighted in bold. 

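The 4 candidate lists of each direction from the mutant and over-expression arrays were compared in 16 pairs by one-sided Fisher's exact tests against the 12679 genes, with Benjamini-Hochberg adjustment over the 16. In 8 pairs more genes were shared than by chance at an adjusted p of 0.05 or below, 2 of them pairs of the same direction and 6 of opposite directions. With the genes lower in cells labelled mutant, the genes higher in over-expression embryos shared 93 (63.3 by chance, adjusted p = 0.000548) and those higher in over-expression cells 66 (47.0 by chance, adjusted p = 0.00443). Of the genes higher in mutant cells, 18 were higher in over-expression embryos (7.28 by chance, adjusted p = 0.00169), 15 were higher in over-expression cells (5.41 by chance, adjusted p = 0.00169), 7 were lower in over-expression cells (2.01 by chance, adjusted p = 0.00904) and 6 were lower in over-expression embryos (1.87 by chance, adjusted p = 0.0221). Of the genes lower in mutant embryos, 11 were higher in over-expression cells (3.25 by chance, adjusted p = 0.00169) and 12 in over-expression embryos (4.37 by chance, adjusted p = 0.00443). Genes higher in both kinds of embryos numbered 20 (26.6 by chance, adjusted p = 0.932). The number of pairs past the threshold was 9 with centred arrays, 10 after quantile normalization and 4 without mutant cell replicate 2. The S2 cell experiment was not analysed here.

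Within the mutant experiment, 140 genes were higher in both cells and embryos (24.7 by chance, adjusted p = 2.62e-72) and 102 were lower in both (35.4 by chance, adjusted p = 3.31e-28). Within the over-expression experiment, 51 were higher in both (5.81 by chance) and 18 lower in both (0.556 by chance).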

Note that the FlyMine list comparison tool considers splits and merges in gene models, which explains the slight offset between Table 1 and Table S1.

We were also interested in genome-wide trends in gene expression that are probably better reflected on a functional rather than per-gene level. For each gene list in Table 1 we calculated Gene Ontology (GO) over-representation statistics. The variety of functional classes that show over-representation in these gene lists was diverse, with no clearly defined general function for Ttk action (Supplementary Table S4). While the analysis of the S2 data confirmed previously detected GO terms involved in developmental processes [21], our mutant data revealed not immediately conclusive terms such as up-regulation of genes involved in ‘oocyte axis specification’ (GO:0007309) or ‘G-protein coupled receptor protein signaling pathway’ (GO:0007186), while no GO over-representation could be identified for genes down-regulated in the mutant. 

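Table S4 gives 16 genes for 'oocyte axis specification', of which 15 have values. In embryos labelled ttk mutant, on which the study chose the list, their log2 fold changes had a median of 2.18 and ranged from 0.92 to 4.84, and 14 were candidates. With limma, 15 passed an adjusted p of 0.05 adjusted over the list alone, which is not independent evidence, and 0 of the 15 passed it over all genes, with 15 at an unadjusted p under 0.05. In cells labelled mutant, which were not used for the choice, the median relative to that of all genes was 0.67, 14 of the 15 lay above it and 3 were candidates. The value of 4 passed adjusted over the list alone and of 6 over all genes. A camera test with a preset correlation of 0.01 between genes, adjusted over the 9 tests of lists on other arrays than those they were chosen on, gave an adjusted p of 3.42e-06 (2.57e-07 to 0.120 over the alternatives). In over-expression embryos the list was higher too, by 0.23 relative to all genes and for 10 of 15 genes (camera, adjusted p = 0.00666), with an adjusted p of 0.110 without over-expression embryo replicate 3 and of 0.000764 to 0.298 over all alternatives. Relative to the median of its array, the median of the list was −0.87, −0.64 and −0.56 in the control embryos. It was −0.37, −1.17 and −0.30 in the over-expression embryos, so that over-expression embryo replicate 2 lay below every control. Over-expression cells showed no difference past the threshold (0.14 relative to all genes, camera adjusted p = 0.426). Of the camera tests of the Table S4 lists with an adjusted p of 0.05 or below, none had one under fry or with a correlation estimated from the data. For the oocyte list the adjusted p was 0.120 under fry in mutant cells and in over-expression embryos, and 0.111 and 0.298 with the estimated correlation. On centred arrays, an alternative chosen after seeing the data, fry gave 0.0301 in mutant cells and 0.286 in over-expression embryos.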

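Table S4 lists 9 genes for 'cell fate commitment' among those lower in embryos labelled ttk over-expression. On these arrays, where the list was chosen, their log2 fold changes had a median of −1.19 and ranged from −1.80 to −1.01. All 9 were candidates, 9 passed an adjusted p of 0.05 from limma adjusted over the list alone, which is not independent evidence, and 0 over all genes, with 9 at an unadjusted p under 0.05. In over-expression cells 9 of 9 lay below the median of all genes, with a median of −0.80 relative to it (camera, adjusted p = 6.77e-05, with 6.42e-06 to 0.298 over the alternatives). There, 1 gene was a candidate, 4 passed adjusted over the list alone and 0 over all genes, with 4 at an unadjusted p under 0.05. In cells labelled mutant the list was higher relative to all genes, by a median of 0.56 and for 7 of 9 genes (camera, adjusted p = 0.000741), but not past the threshold with centred arrays (adjusted p = 0.150) or after quantile normalization (adjusted p = 0.129), with a range of 6.42e-06 to 0.888 over the alternatives. In embryos labelled mutant 9 of 9 genes lay above the median of all genes, by a median of 0.92 (camera, adjusted p = 0.110). The adjusted p in mutant embryos was 0.000842 without control embryo replicate 1, and without control embryo replicate 2 the direction of the test reversed (adjusted p = 0.558). Over the other alternatives it lay between 0.0171 and 0.753. The S2 cell data were not analysed here.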

Equally remarkable, there was very little overlap in GO terms between the different experiments, ‘cell fate commitment’ (GO:0045165) being one of them that was shared between the S2 cell-based experiments and the genes down-regulated in embryos after *ttk* over-expression. Interestingly, as our work had previously implied a connection between Ttk function and cuticle formation [1], we found a range of GO terms involved in the ‘chitin metabolic process’ being over-represented amongst the genes up-regulated after Ttk over-expression in embryos.

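The 27 genes that Table S4 gives for 'chitin metabolic process' were chosen on the embryos labelled ttk over-expression. On these arrays their log2 fold changes had a median of 2.11 and ranged from 1.26 to 3.03, with 27 of 27 higher and 26 candidates. At an adjusted p of 0.05 from limma, 26 passed adjusted over the list alone, which is not independent evidence, and 1 passed over all genes. Relative to the median of its array, the median of the list was −2.40, −2.59 and −3.27 in the control embryos and −0.59, 0.93 and −0.72 in the over-expression embryos, so that the arrays of the groups did not overlap. These are arrays on which ttk itself was lower than in the control.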

### Identification of putative Ttk target genes involved in chitin metabolism

In order to prioritize target genes for further validation, we visually inspected scatter plots in which we plotted the logFC in whole embryos versus our enriched (tracheal) cell population for both mutant and over-expression experiments (Figure 2A). As can be seen, the majority of genes cluster around the origin of the plots (i.e. coordinate 0;0), indicating they are not affected by the mis-expression condition. 

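Of the 12679 genes, 75.0% in embryos and 87.4% in cells labelled ttk mutant had a log2 fold change within 1 of the median of all genes of that comparison, and 48.1% and 68.1% lay within 0.5 of it. With ttk over-expression these shares were 94.4% in embryos and 95.6% in cells within 1, and 81.2% and 82.0% within 0.5. The centre of the cloud of the mutant experiment lies below 0 in cells and above 0 in embryos, as the medians of all genes did.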

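Across all 12679 genes, which are not independent replicates, Pearson's r between the log2 fold changes in cells and in embryos was 0.490 in the mutant experiment (Spearman's rho 0.419) and 0.380 in the over-expression experiment (rho 0.337). With each array left out in turn, r stayed between 0.383 and 0.529 in the mutant experiment, and it fell to 0.107 in the over-expression experiment without over-expression cell replicate 1. Of the 3774 genes that were candidates in cells or embryos labelled mutant, 58.2% changed in the same direction in both, 75.7% when each change was taken relative to the median of all genes and 81.6% with each array centred on its median. Of 646 such genes with over-expression, 75.1% changed in the same direction as deposited and 76.2% relative to the median. The share was 61.4% without over-expression cell replicate 1. The SD of the fold changes in cells was 0.799 of that in embryos in the mutant experiment and 0.916 with over-expression.

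The difference between the change in cells and the change in embryos was itself tested with limma on all 4 groups of each experiment. In the mutant experiment 1954 genes had a difference at an adjusted p of 0.05, 59 more positive and 1895 more negative in cells, and 31 with each array centred on its median. The number was 0 without mutant embryo replicate 1, control cell replicate 1, control cell replicate 3 or mutant cell replicate 1, 5 without mutant cell replicate 2, 34 without mutant embryo replicate 2, 1119 without control cell replicate 2, 3784 without control embryo replicate 2 and 4794 without control embryo replicate 1. With over-expression 9 genes differed, 8 more positive and 1 more negative in cells, and 0 without any 1 of the 3 control embryo arrays or control cell replicate 2. It was 1 without over-expression embryo replicate 3, 5 without replicate 1 and 90 without replicate 2, and 36 and 58 without over-expression cell replicate 1 and replicate 2. Without control cell replicate 1 it was 11, 2 more positive and 9 more negative, of which 2 were among the 9. In simulated data with 200 genes whose change differed by 2 on the log2 scale, 12.5% were found in the mutant experiment and 76% in the over-expression experiment.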

Importantly, the majority of genes with clear expression changes lie on the diagonal of the plot, indicating that direction and amplitude are the same for embryos and sorted cells, though this trend is less pronounced in the over-expression situation. We restricted the display to genes that were involved in GO biological processes with at least 50 annotated genes, with a closer look at those terms previously flagged as significantly enriched, one GO term at a time (File S1). As already suggested in the gene expression analysis of cell isolates, this analysis also showed a footprint of nervous system development. A large variety of GO terms implicated in central and peripheral nervous system development displayed converse expression behaviour in mutant and over-expression conditions. However, as we were particularly interested in genes involved in the tracheal system, genes annotated for functions in chitin metabolism (known to be involved in tracheal tube size control) came to our immediate attention, because in many cases they show inverse regulation in the mutant and over-expression situation, and consistently showed significant absolute logFC values (Figure 2B).

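Of the genes annotated for chitin metabolism, the 27 of Table S4 were followed into the other arrays. In embryos labelled ttk mutant 25 of 27 lay below the median of all genes, with a median of −0.53 relative to it (camera, adjusted p = 0.000370, with 6.21e-05 to 0.622 over the alternatives). Only 1 was a candidate, and 0 passed an adjusted p of 0.05 from limma, either adjusted over the list alone or over all genes, with 1 at an unadjusted p under 0.05. Without control embryo replicate 2 the list had a median of −0.26 relative to all genes, with 20 of 27 lower and 2 candidates (camera, adjusted p = 0.0179), and without control embryo replicate 1 it had −1.06, with 25 of 27 lower and 11 candidates. In cells labelled mutant the median was −0.31 relative to all genes and 16 of 27 were lower, 5 of them candidates (camera, adjusted p = 0.941, with 0.0632 to 0.970 over the alternatives), and 7 passed adjusted over the list alone and 8 over all genes. The adjusted p from camera was 0.0632 after quantile normalization and 0.192 with centred arrays, downward in each, so that its size there depends on the scaling. Genes of the list were dim on the mutant arrays, with a median log2 expression of 3.64 and 3.68 in embryos and 2.10 and 2.43 in cells. Without genes below the 25th percentile 17 of the 27 remained, with medians relative to all genes of −1.46 in mutant embryos (camera, adjusted p = 0.000174) and −0.97 in mutant cells (camera, adjusted p = 0.821). In cells labelled over-expression the median was 0.18 and the mean −0.02 relative to all genes, and 0 genes were candidates (camera, upward, adjusted p = 0.740). There the direction turned with single arrays, upward without over-expression cell replicate 2 (adjusted p = 0.00675) and downward without over-expression cell replicate 1 (adjusted p = 0.0251) or control cell replicate 2 (adjusted p = 0.736), and the other alternatives gave 0.122 to 0.970. Under fry and with an estimated correlation the adjusted p in mutant embryos was 0.560 and 0.622. Relative to the median of all genes, the changes were opposite for 25 of 27 genes in embryos, lower with the mutant label and higher with the over-expression label, and 1 gene was a candidate in both. The list was chosen for being higher in over-expression embryos, so only the mutant side of this count was free to vary. In cells, likewise relative to the median of all genes, 11 genes were lower and higher in this order, 6 the other way and 10 changed in the same direction, with 0 candidates in both. As deposited, the log2 fold changes in mutant cells ranged from −4.36 to −0.0625, so that all 27 were lower. The directions are those of the labels, while mean ttk RNA was not lower on the arrays labelled mutant and was lower on those labelled over-expression. From the inverse response of many of these genes and their log2 fold changes, the paper states that genes of chitin metabolism came to its attention, and it picked some of them for further tests.

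**Figure D3:**
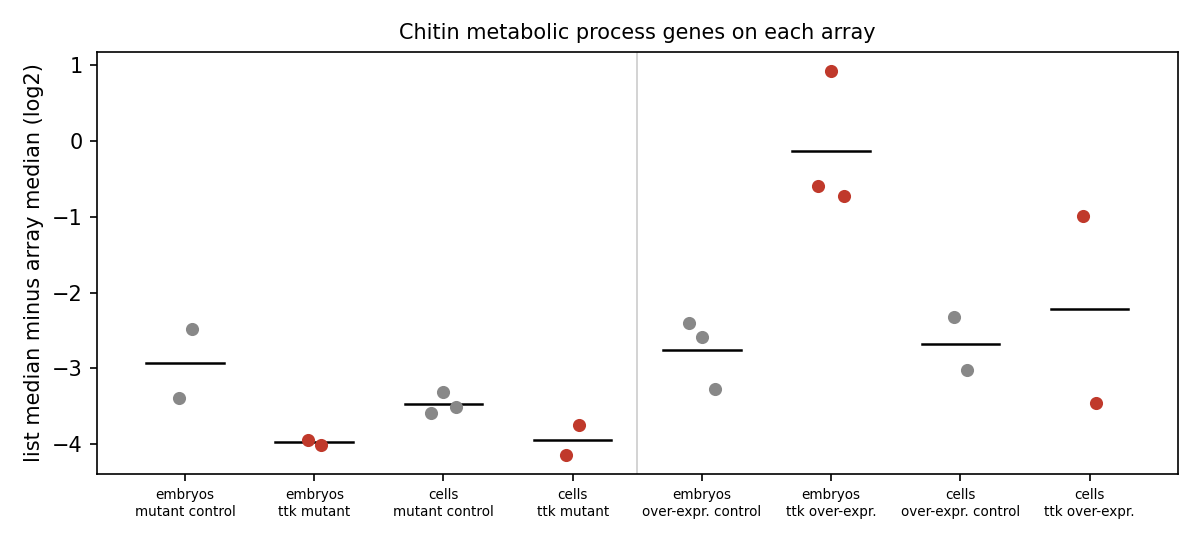
Median log2 expression of the 27 chitin genes of Table S4 minus the median of all genes, for each of the 19 arrays by group. Points are arrays, bars are group means, controls are grey and groups with altered ttk are red. In embryos the mutant arrays (−3.95 and −4.01) lie below their controls (−3.39 and −2.48) and the over-expression arrays above theirs, and in over-expression cells the replicates lie at −0.99 and −3.46.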

**Figure 2:**
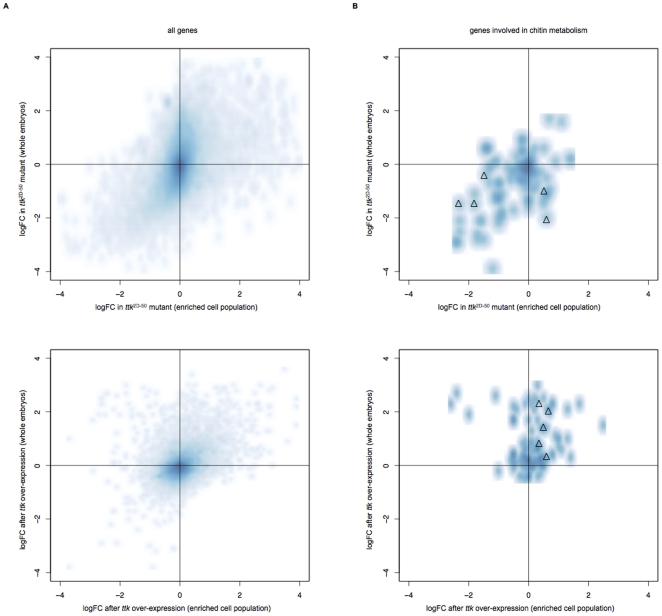
Gene expression changes in *ttk* mis-expression experiments. (A) Upper panel: *ttk* ^D2-50^ mutant; lower panel: *ttk* over-expression. The density plots show the expression changes of all genes on the microarray, in direct comparison of the enriched cell population (along the x-axis) to whole embryos (along the y-axis). Most genes do not change in expression (darker shade of blue around 0;0). If genes respond to *ttk* mutation, the change follows the same trend in embryos and sorted cells (roughly describing a diagonal), however there are outliers that behave counter-intuitively. Similar results can be observed after ttk over-expression. (B) The same plot as in (A), but restricted to genes annotated with GO term “chitin metabolism”. In contrast to all genes, the expression changes are much more pronounced and suggest a systematic response to *ttk* mis-expression. Triangles indicate genes further investigated in the course of this study.

We therefore picked a few of the genes highlighted in this process for further validation of our microarray results.

### Chitin metabolic genes show tube length phenotypes consistent with *ttk* mis-expression

We previously described that *ttk* plays a role in controlling tracheal tube size [1]. Thus, we selected genes differentially expressed in our *ttk* experimental assays that participate in chitin metabolism and SJ organization (as identified by annotation with GO:0005918, ‘septate junction’) as they are involved in tube size control (review in [16]–[18]).

To validate the expression changes of these putative *ttk* targets obtained in the microarray experiment we performed quantitative real-time PCR analysis. The results confirmed the directional change in the levels of expression of all genes we tested (Table 2). Nine genes assigned to the GO term ‘chitin metabolism’ were analyzed. We confirmed the expected gain or loss of RNA abundance in eight candidate genes in mutant embryo conditions. Furthermore, we validated the directional change of six of them in *ttk* over-expression experiments. 

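Of the chitin genes in Table 2, Idgf3 (FBgn0020414) could be paired with its values by name, and the other genes of the table were not analysed here. The log2 expression of Idgf3 was 8.91 ± 0.63 (SD, n = 2) in control embryos and 7.63 ± 0.42 (SD, n = 2) in embryos labelled ttk mutant. Its log2 fold change was −1.28 (standard error 0.45, adjusted p = 0.373 from limma), lower on both mutant arrays than on both control arrays. The change was −1.48 with each array centred on its median, −1.72 without control embryo replicate 1 and −0.84 without control embryo replicate 2. With over-expression Idgf3 had 10.56 ± 0.23 (SD, n = 3) in embryos against 10.26 ± 0.05 (SD, n = 3) in the control, a log2 fold change of 0.29 (standard error 0.13, adjusted p = 0.314 from limma).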

Remarkably, our qPCR experiments confirmed minor transcriptional changes (absolute logFC<1) for several candidate *ttk* target genes. Three genes annotated with ‘septate junction’ were also analysed by qPCR. Also here, the qPCR results confirmed the transcriptional changes and the direction in the change that were observed in the microarray analysis. This established that our microarray data can be used as a reliable platform for further downstream analysis.

**Table 2:** Validation of microarray candidates by quantitative PCR.

	*ttk* ^D2-50^ embryos				*ttk* over-expression embryos			
Gene name	Microarray log FC	p-value	qPCR FC	p-value	Microarray log FC	p-value	qPCR FC	p-value
*Cht2*	**−1.47 ↓**	1.65E^−01^	**−5.5 ↓**	**<0.05**	0.22	**2.53E^−02^**	**2.4 ↑**	**<0.05**
*Cht5*	**−1.27 ↓**	**2.64E^−02^**	**−10.0 ↓**	**<0.05**	**0.85 ↑**	**1.60E^−04^**	**2.1 ↑**	**<0.05**
*Cda4*	**−2.03 ↓**	1.59E^−01^	**−5.3 ↓**	**<0.05**	−0.02	9.36E^−01^	**−1.5 ↓**	**<0.05**
*Cpr78Cb*	**−2.08 ↓**	**3.20E^−02^**	**−15.0 ↓**	**<0.05**	0.65	3.37E^−01^	ND	
*Idgf3*	**−1.96 ↓**	**2.53E^−02^**	**−2.5 ↓**	**<0.05**	0.29	5.91E^−01^	ND	
*Cht9*	−0.61	2.58E^−01^	ND		**2.41 ↑**	**0.00E^+00^**	**4.7 ↑**	**<0.05**
*CG7715*	**−1.46 ↓**	2.68E^−01^	**−15.6 ↓**	**<0.05**	**1.42 ↑**	**4.44E^−02^**	**2.9 ↑**	**<0.05**
*CG8460*	**1.67 ↑**	**1.79E^−02^**	**5.4 ↑**	**<0.05**	0.18	8.11^−02^	ND	
*Idgf1*	−0.70	2.83E^−01^	**−9.00 ↓**	**<0.05**	**2.00 ↑**	**2.83E^−02^**	**10.0 ↑**	**<0.05**
*dlg1*	**1.57 ↑**	**9.15E^−03^**	**1.61↑**	**<0.05**	−0.015	1.03E^−01^	ND	
*Scrib*	0.50	5.00E^−01^	ND		**1.57 ↑**	**3.35E^−03^**	**1.3 ↑**	**<0.05**
*vari*	**−1.35 ↓**	**4.91E^−02^**	**−6.6 ↓**	**<0.05**	−0.015	2.32E^−01^	ND	
*Hdc*	**2.55 ↑**	**3.78E^−02^**	**10.0 ↑**	**<0.05**	0.25	1.00E^−01^	ND	
*sc*	**1.86 ↑**	**9.75E^−02^**	**1.6 ↑**	**<0.05**	**−1.29 ↓**	**4.36E^−02^**	**−2.8 ↓**	**<0.05**
*ac*	**1.21 ↑**	3.12E^−01^	**−2.6 ↓**	**<0.05**	**−1.80 ↓**	**4.88E^−02^**	**−2.0 ↓**	**<0.05**
*H*	**2.27 ↑**	**4.83E^−02^**	**1.5 ↑**	**<0.05**	−0.15	2.34E^−01^	ND	

Values obtained in the microarray and qPCR validation experiments performed on selected genes identified by microarray analysis in ttk mutant and ttk overexpression in whole embryo conditions, at developmental stages 11–16. qPCR analysis was performed using aliquots of cDNA pools prepared for microarray analysis. Note the correlation in the levels and direction of change between the two sets of experiments.

To understand whether these *ttk* targets can mediate, at least in part, the function of *ttk* in tube size regulation we performed a functional analysis. We either expressed UAS-inducible RNAi in the tracheal system using the *btl*-GAL4 driver or used available loss-of-function alleles to down-regulate the activity of eleven selected *ttk* targets. We scored the tube size phenotype by staining embryos with chitin binding probe (CBP), a marker that allows visualizing the luminal chitin filament, which can be used as a read-out for tube length. We obtained normalized measures of dorsal trunk length and compared each mutant condition to an internal control. We found that five out of the eleven genes tested exhibited a tube size phenotype. Interestingly, the mutant situations achieved by loss-of-function alleles (the cases of *vari* and *dlg1*) proved positive. 4 out of 10 candidates tested by RNAi expression produced a tube size effect (*Cda4*, *Cpr78Cb*, *Scrib*, *dlg*1) indicating expected [22] or non-previously described requirements of these genes in controlling the growth of the tracheal tubes (Figure 3). The tracheal expression of RNAi lines of another 6 candidates did not result in tube size defects, indicating that either the gene is not involved in tube size regulation or that the strength of the interfering lines are not sufficient to generate a visible effect.

**Figure 3:**
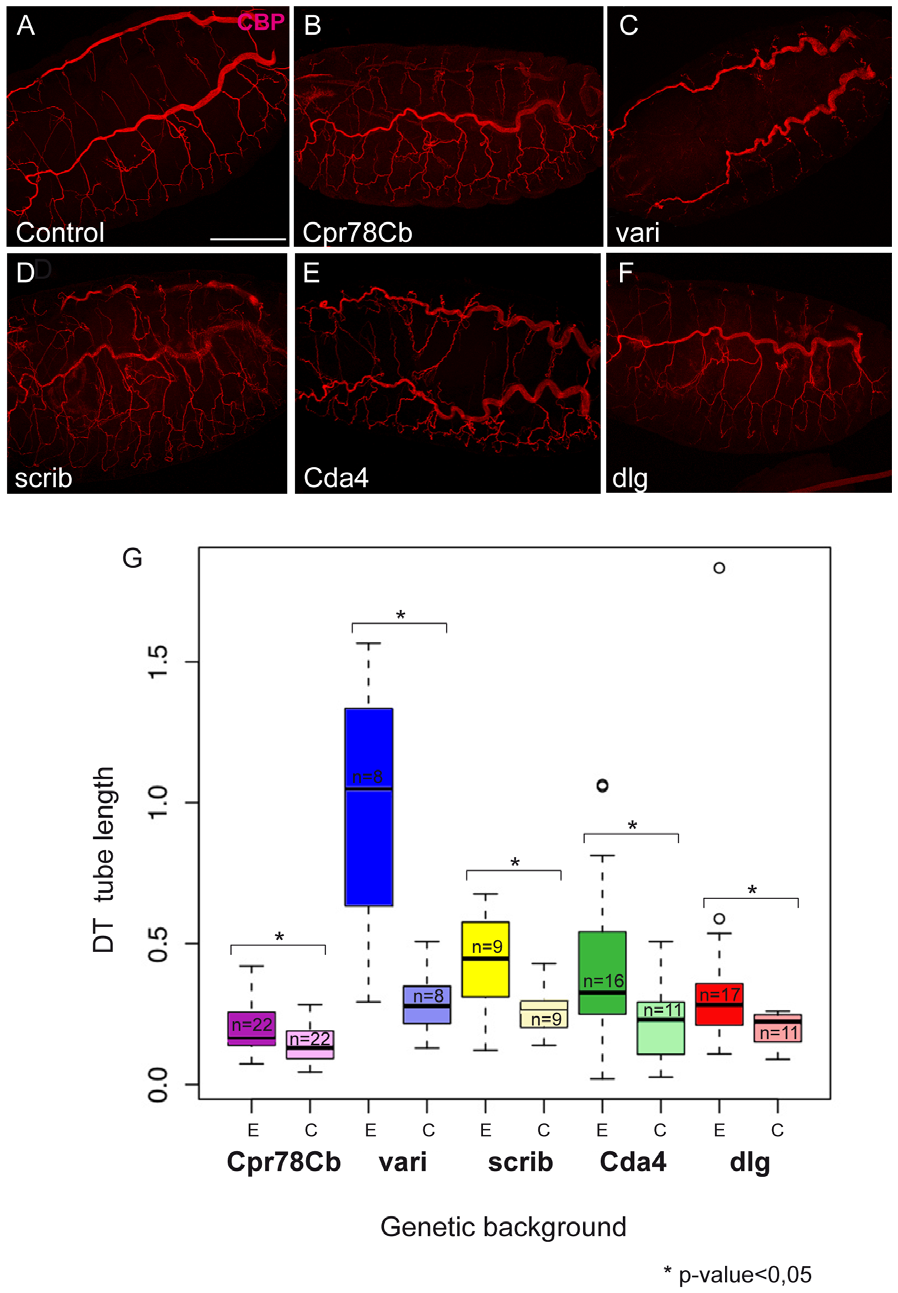
Analysis of the effect of putative *ttk* targets on tube length. (A–F) Projections of confocal sections showing dorso-lateral views of embryos at embryonic stage 16, labelled to visualise the chitin filament with CBP. Anterior is to the left and dorsal is up in all panels. The RNAi lines or loss-of-function alleles used were the following: (B) Cpr78Cb: RNAi 107767; (C) vari^3953^; (D) Scrib RNAi; (E) Cda4: RNAi 36106; (F) dlg1: RNAi 1076. RNAi lines were driven with *btl*-GAL4 UAS-tau-GFP. Note the enlarged DTs in embryos from B to F as compared to A (control). (G) Histogram showing tracheal tube lengths. For each gene we compared the experimental situation that we called E to its internal control that we called C. E corresponds to the loss-of-function situation, either RNAi expressed with *btl*-GAL4 UAS-tau-GFP, or the homozygote mutant in the case of loss-of-function alleles. C corresponds to heterozygote embryos in the case of loss-of-function alleles or to the RNAi line alone. n indicates the number of embryos that were measured. The differences in length between the experimental and control conditions are significant at p<0.05. Scale bar 100 µm.

Together these results identify several direct or indirect target genes for *ttk* involved in chitin metabolism or SJ organization that mediate Ttk activity during tube size regulation.

### Tramtrack feeds into various developmental programmes in the tracheal system

Our previous work further found an involvement of Ttk in the fusion cell fate and a potential interaction with the Notch signaling cascade [1]. We examined genes with described functions in the fusion process (branch fusion, open tracheal system; GO:0035147) and the Dysfusion target gene CG15252 [23] for transcriptional changes in our microarray dataset (Supplementary Table S6). A key transcription factor gene (*escargot*) and *headcase* and CG15252 showed a significant transcriptional response in the enriched cell population after *ttk* over-expression (logFCs of −1.2, 1.1 and 2.3, respectively; all at p<0.02 or less). We observed changes in the same direction in mutant embryos (logFC>2.5 for *hdc*) that we could positively validate by qPCR (Table 2).

In a computational analysis of the genetic interaction network in *Drosophila*, we were searching for interacting gene pairs where both partners show a transcriptional response in either our or the S2 microarray datasets (data not shown). Interestingly, we found a local cluster of genes that are either targets of the Notch downstream effector Su(H) (*HLHmdelta*, *scute*, *achaete*, *E(spl)*, *HLHm4*) or known interactors of the transcription complex (Hairless), or factors downstream of H function (e.g. *Bearded*). Importantly, many of these genes show significantly decreased expression in the over-expression situation, and increased expression in the mutant situation, which could be confirmed by qPCR (Table 2). While the role and mechanism of Ttk in the regulation of these Notch target genes is not clear, this may provide a first explanation of our previous observations (see Discussion).

### Stage-specific effects of Ttk regulation

Our microarray analysis and the validations of several candidates by qPCR generated results not always easy to interpret. For instance, we previoulsy described a regulation of *branchless* (*bnl*) and *mummy* (*mmy*) by *in situ* hybridisation [1] that we could not confirm in our microarray experimental data. In addition, many genes showed unidirectional transcriptional responses (either up or down) to Ttk mis-expression conditions (either mutant or over-expression). For instance, the expression of *cda4* goes down in both mutant and over-expression conditions. Furthermore, we also found some inconsistencies in the mode of transcriptional regulation (either up or down) between the microarray data and the qPCR experiments, as in the case of *ac* (see Table 2). 

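Over the 16 pairs of candidate lists from the arrays labelled mutant and those labelled over-expression, 117 shared genes were counted in pairs of the same direction and 216 in pairs of opposite directions, a gene counting in each pair of lists that it was in, where 95.1 and 136 would be counted by chance. With each array centred on its median the counts were 111 and 146 (71.7 and 63.1 by chance), and after quantile normalization 110 and 133 (64.4 and 57.2 by chance). All 4 groups in one fit gave 119 and 244 (122 and 145 by chance) and the Cyber-T style test 207 and 661 (212 and 297 by chance), with no more of the same direction than by chance. Among genes that were candidates in cells of both experiments, 21 were lower in both (17.5 by chance, one-sided Fisher's exact test, adjusted p = 0.299) and 15 were higher in both (5.41 by chance, adjusted p = 0.00169). For the genes lower in cells of both, centred arrays gave 11 shared (one-sided Fisher's exact test, adjusted p = 0.0516). Quantile normalization gave 10 (adjusted p = 0.0374 by the same test), so that this call depends on the processing. In embryos of both experiments 1 gene was lower in both (1.12 by chance, adjusted p = 0.776) and 20 were higher in both (26.6 by chance, adjusted p = 0.932). On these arrays mean ttk RNA was not lower with the mutant label.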

While over-compensation effects of the genetic interaction network could possibly explain these counterintuitive behaviors, another possibility is that Ttk itself exhibits different time-specific roles (e.g. first activating, then repressing), which cannot be resolved in our samples. We therefore selected three genes (*bnl*, *cda4* and *ac*) and probed their expression profile by stage-resolved qPCR. We performed qPCR experiments on Ttk mutant embryos and compared to their controls at stages 11 to 13 and at stages 14 to 16 (Table S7). We observed a downregulation of *cda4* and *bnl* at the different stages tested, in agreement with our previous observations. Interestingly, we found that *ac* is regulated differently by Ttk at early or late embryonic stages, indicating that Ttk can exert different stage-specific modes of action.

### Tramtrack might directly regulate the expression of tracheal target genes

The broad range of biological functions could be either direct or indirect consequences of Ttk's role as a transcription factor. An initial step towards asserting this question is a look at genome-wide binding profiles of Ttk, and to see whether our candidate genes are positioned in the vicinity of Ttk binding sites. The modENCODE project [24] has recently published such data for *Drosophila* embryos between stages 1–15, thereby capturing a significant proportion of tracheal development. While many caveats apply in the interpretation from whole-embryo data at this broad time frame, the manual inspection of our candidate genes suggests that the majority of them possess significant Ttk binding (Figure 4). This direct input from Ttk concerns genes involved in chitin metabolism (Figure 4A), septate junction formation (Figure 4C and 4D), Notch signaling (Figure 4E and 4F) and fusion cell fate (Figure 4G and 4H). It is noteworthy that Ttk binding is not a default, and that some of our candidate genes do not show significant binding during embryonic development, e.g. *Cht9* (Figure 4B) or *m4* (data not shown). In respect to the apparent importance of Ttk in the regulation of genes involved in chitin metabolic processes, we performed a global analysis of Ttk binding using the modENCODE data (Figure S4). We found that 40 of 77 chitin metabolic genes showed Ttk ChIP enrichment> = lg2(1). Within this group of genes with Ttk enrichment, there is a higher proportion of genes with absolute logFC> = 1 as transcriptional response in at least one of the experimental conditions probed with our microarrays (70% versus 51%), although this difference is not statistically significant (χ^2^ test, p = 0.11). The observation that about half of the genes without Ttk enrichment show a transcriptional response suggests that Ttk may indirectly moderate their expression via yet unknown additional regulators. However, the result of many target genes having Ttk enrichment also suggests that Ttk mediates its function not only as a coordinator of other transcriptional regulators, but feeds in directly to the target genes immediately involved in the cellular response. It remains to be shown whether this role requires additional cofactors, or is primarily dependent on Ttk binding.

**Figure 4:**
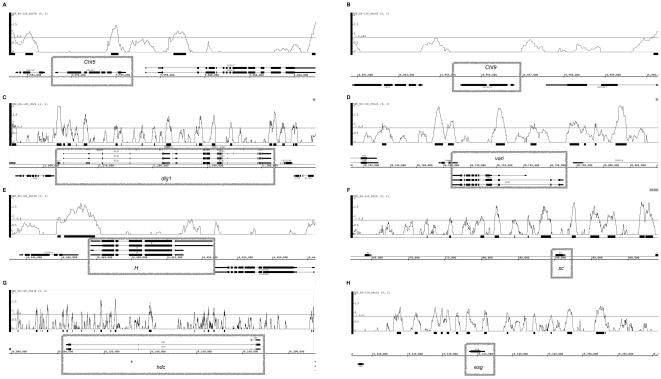
Chromatin immunoprecipitation (ChIP) enrichment for Ttk as determined by modENCODE. Panels (A–H) show ChIP profiles along the chromosomal axis for candidate genes (boxed) obtained by gene expression profiling. We assume measurable enrichment at lg2(0.8), or 1.5-fold enrichment over background levels (indicated by the gray horizontal line. Genes plotted above the coordinate line are encoded on the plus-strand, and those below the coordinate line are on the minus-strand. It is noteworthy that Ttk enrichment does not necessarily occur near the 5′-end of these genes, but can also occur in intronic regions as frequently seen also for transcription factors.

## Discussion

The study of transcriptional regulators involved in *Drosophila* tracheal development has thus far primarily focused on their characterisation on the morphological level. While tracheal phenotypes were reported for many transcription factors and their developmental role was assessed on the cellular level (see [25] for review), we still lack a deeper understanding why certain factors yield particular phenotypes, mostly for the lack of putative target genes. In the present paper, we used transcriptional profiling to show that mis-regulation of the transcription factor Ttk feeds into a variety of previously known tracheal regulatory processes. While it is not possible to infer whether this input is direct with Ttk activating or repressing the respective target genes, or indirect due to effects mediated by additional regulators, this analysis provides a first step to understand the molecular basis of the morphological abnormalities that can be seen in *ttk* mutant embryos [1]. We previously showed that Ttk has immediate impact on several tracheal morphogenetic events such as tube size regulation, cell rearrangements or intracellular lumen formation. Here, we provide first evidence that the effect on tube size is to a large degree dependent on genes we find transcriptionally downstream of Ttk (see further below).

### Microarray data quality, experimental limitations and interpretation

We used microarray gene expression profiling to identify putative targets of Ttk-dependent gene regulation. Data reproducibility in microarray experiments is typically a function of the number of replicates that are afforded. Given the number of experimental conditions we wanted to study, we compromised on a rather small number of replicates (three per condition attempted, in some cases only two were successful). Therefore, taking a rather conservative approach in the data analysis, we concentrated on genes with significant changes in gene expression as response to Ttk mis-regulation. Quite reassuringly, we found that the expression changes of most genes better our p-value cutoff (p<0.05) could be confirmed in our qPCR validation experiments. This implies that there may be many more transcriptional changes that we were not able to detect due to stringent cutoffs. There were a few counterintuitive results, which however were not statistically significant. For example, our previous *in situ* hybridization experiments showed *bnl* to go down in *ttk* mutants [1] while the microarray results could not reproduce this regulation. However, the variation for this gene between individual microarray replicates is large (resulting in a p-value≫0.5), meaning that the measurement for this gene is unreliable. Further analysis of *bnl* by stage-dependent qPCR validated the transcriptional change observed by *in situ* hybridisation. Interestingly, a stage-resolved qPCR analysis also helped to interpret contradictory results between microarray analysis and qPCR experiments, as it indicated stage-specific modes of Ttk transcriptional control.

We sought to obtain tissue-specific gene expression profiles to discern Ttk-responses that are general and those that are probably specific to the tracheal system. We therefore generated expression profiles from FACS-sorted cell populations that expressed a fluorescent reporter under the control of the *btl* enhancer (btl-enh-RFP-moe). The *btl* enhancer is widely used in the community for studies of the tracheal system, despite its well-known expression in the ventral midline [26] as well as other parts of the embryo. Importantly, we find similarly strong enrichment for RNAs for primarily tracheal genes (e.g. *trachealess*) and the midline marker *single-minded*, but also a strong transcriptional footprint for the amnioserosa and other tissues, for which thus far there was only anecdotal evidence for the activity of the *btl* enhancer. 

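The midline marker single-minded (sim) had a log2 fold change of 1.13 between control cells and control embryos of the mutant experiment (standard error 0.72, adjusted p = 0.347 from limma) and of 1.37 in the over-expression experiment (standard error 0.12, adjusted p = 0.000260 from limma). With each array left out in turn it stayed between 0.36 and 1.90 in the mutant controls. The difference between sim and trachealess was not tested. For btl the log2 fold change was 0.59 (adjusted p = 0.589 from limma) in the mutant controls, where it fell to −0.00280 without control embryo replicate 2, and 1.54 (adjusted p = 0.000135 from limma) in the over-expression controls. The tracheal gene dys had 1.14 (adjusted p = 0.209 from limma) and 0.33 (adjusted p = 0.0178 from limma). Srp had 2.64 (adjusted p = 0.106 from limma) and 0.83 (adjusted p = 0.000461 from limma). With each array left out in turn, dys stayed between 0.73 and 1.55 and Srp between 1.58 and 3.70 in the mutant controls. Over the other alternatives, dys ranged from 0.29 to 1.40 and Srp from 0.83 to 1.88 in the over-expression controls. Of a list of 7 amnioserosa genes 0 could be paired with a value by name, so the amnioserosa was not analysed here.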

We therefore conclude that non-visual analyses of the tracheal system should therefore avoid the *btl* enhancer if tracheal specificity is desired. Interestingly, we also found genes expressed in the purified cell population that according to the BDGP gene expression database should not be expressed in the embryo. By comparison to temporal expression profiles from modENCODE (data not shown), we inferred that many of these are false-negative results of the *in situ* hybridisation experiments. Despite technical limitations, we would like to point out that our gene expression catalogue of btl-enh-RFP-moe positive cells might represent a valuable entry point for further analysis. While the interpretation of the numerical data may not be as straightforward as the *in situ* hybridisation results obtained in high-throughput by the BDGP, the expression values of the purified cell population allow an initial judgment if a gene might be expressed in the trachea or not.

Although not pure, our analysis indicates that the expression profiles of the sorted cell population are at least enriched for tracheal targets and therefore very useful. Using our parameter combination to identify “significantly changed” transcripts after Ttk mis-expression, we determined an overlap of about 25% between the whole embryo versus the purified cell population datasets. Can this degree of overlap be expected? While one may naively expect a higher degree of overlap as the molecular mechanisms of transcription factor function should be conserved, we argue that a versatile transcription factor such as Ttk likely depends on a wide range of different co-factors to exhibit its different functions. We therefore argue that the observed degree of overlap in the transcriptional response reflects the different transcriptional background (of active genes) of whole embryos and sorted cells. In addition, the assayed cell population accounts for an estimated 5–10% of the whole embryonic cell mass, and transcriptional changes in these cells may therefore be too dilute to be picked up in the whole-embryo expression profile. Furthermore, variations due to technical reasons may also account for, although minor, differences in the transcriptome profiles. We observe cases were the transcriptional response is opposite in whole embryos and cells. Again, this is probably due to different co-regulators that dictate the directionality of an expression change. Although Ttk is widely believed to act as transcriptional repressor [3], [5], [9], [14], the analysis of genome-wide binding data has suggested alternative roles for many transcription factors, and a recent theoretical study implies that most transcription factors may act in different directions [27].

Using our criteria to select candidate genes, the screen of Reddy et al. on the S2 *Drosophila* cell line after *ttk* knockdown by RNA interference [21] yielded 1,380 candidate genes as compared to 600–800 genes in our *ttk* ^2D-50^ mutant conditions. The larger number of genes is at least in part owed to the fact that their dataset comprises many more replicates and, therefore, allows for a greater number of genes to fulfill the p-value< = 0.05 criterion. Quite reassuringly, however, the degree of overlap between our and their experiments is statistically significant although the absolute overlap between their candidate gene list and our lists is small (Table 1). For example, the 620 genes down-regulated in S2 cells overlap with 22 of the 246 genes up-regulated in cells after *ttk* over-expression (p = 9.7×10^−4^) and 21 of 254 genes down-regulated in our cell population experiments in *ttk* ^2D-50^ mutants (p = 3.3×10^−3^). The majority of experiments that are expected to be conversely correlated (e.g. up in *ttk* ^2D-50^ mutant, down after *ttk* over-expression, or vice versa) show significant overlap. However, it should also be noted that in a few cases results emerged that were not intuitive, e.g. the overlap of 30 genes up-regulated in both mutant and over-expressing cells (p = 4.7×10^−9^). It may be assumed that, while the majority of direct or indirect Ttk target genes respond appropriately to the experimental situation, the over-expression in particular provokes unexpected responses: the 246 up-regulated genes in cells after *ttk* over-expression overlap significantly with almost all other experimental conditions. We argue that the mutant situation is likely to represent the biologically better interpretable response, as the over-expression situation may see many more ectopic downstream effects.

### The microarray analysis validate previous functional analysis

Ttk plays multiple roles during *Drosophila* development. In the case of tracheal development we previously observed requirements for Ttk at several steps. Some of these requirements are particularly interesting from the morphogenetic point of view because they involve cellular responses downstream of cell fate specification [1]. Thus, we expected Ttk to control several target genes that impinge directly on cell behaviour, affecting, for instance, the cytoskeletal network, intracellular trafficking or cell junctions. In line with our previous assumptions, we find several Ttk-regulated genes that belong to the GO categories of “vesicle-mediated transport”, “cytoskeleton”, or “plasma membrane” (Table S6). Very interestingly, we find many genes involved in the Microtubule cytoskeleton, which has been involved in several tracheal events also affected by Ttk activity, like branch fusion, terminal branch formation, or luminal chitin deposition [28]–[32]. Immunostainings with several microtubule markers further indicate that the microtubule network is not properly organized in Ttk mutants (ML, unpublished data). Future work will help to determine how Ttk controls microtubule activity and organization, and how this contributes to Ttk phenotype. It is noteworthy that the broadest range of GO terms shared between genes that come up after *ttk* knockdown in cells and in the *ttk* mutant are involved in ‘female gamete generation’ (GO:0007292). Ttk has previously been implicated in ovarian follicle development [12], [33], and it appears that this function is probably linked to a gene set that may also exhibit broader functionality in the embryonic or cell culture context. This may also be true for an extensive list of genes involved in embryonic axis determination, one of the first functions described for Ttk [2].

Remarkably, our microarray results confirm previous observations and provide new data for the different Ttk tracheal requirements. For instance, we described that the transcription factor Esg, which plays a pivotal role in fusion cell identity specification [34], [35] is lost when Ttk is over-expressed, but still present in Ttk loss-of-function conditions [1]. The microarray data confirm this regulation, and in addition identifies other genes already shown to directly or indirectly modulate fusion fate as Ttk targets, like *hdc* [36], CG15252 [28], or *pnt* [37]. Similarly, we find that *polychaetoid* (*pyd*), which we identified as a Ttk target in *in situ* hybridisation analysis [1], is differentially expressed in our microarray conditions (it should be noted however that *pyd* is not formally a candidate due to inconsistencies between microarray replicates; in fact only splice variant *pyd*-RE shows a response), explaining in part the requirement of Ttk in tracheal cell intercalation. In addition, it is tempting to speculate about other candidate targets to mediate this function of Ttk in intercalation, like *canoe* (*cno*) for instance, which have been recently shown to act with *pyd* during embryogenesis [38].

We have focused on the role of Ttk in tube size to validate our experimental approach. To date, several factors have been shown to control tube growth, the septate junctions (SJs) and a transient intraluminal chitin filament being two key elements (review in [16]–[18]). Among Ttk-regulated genes in our screen we have identified several with known or potential functions in chitin metabolism (included in the GO term ‘chitin metabolism’) and SJ organisation. We confirmed by qPCR the predicted transcriptional regulation observed in the microarray analysis. Remarkably, the functional requirement of some of these genes in tube size regulation could also be confirmed in our or other's experiments. Our functional approach based on the expression in the tracheal tissue of RNAi lines of chitin metabolism and SJ organisation targets of Ttk identified 40% of these genes as modulators of tube size. For instance, we identify such a role in the chitin-binding protein Cda4 which might act as a chitin deacetylase. However, we did not observe an effect on tube size using RNAi lines of several genes with expected roles in this process, like for instance *Cht2* (BR and ML, unpublished data), which has been shown to generate tube size defects upon overexpression [39]. The lack of effect of several RNAi lines tested indicate that either the downregulation of the gene does not affect the control of tube size (because the gene is not required or due to functional redundancy), or that the strength of the interfering lines is not sufficient to generate a visible effect. Further experiments would be required to distinguish between these two possibilities. Nevertheless, the fact that some RNAi lines produce extra long tracheal tubes already establishes the link between Ttk and (at least some) tracheal tube size genes. Finally, it is important to note that besides the organisation and assembly of a transient luminal chitin filament other mechanisms have also been reported to regulate the size of the tracheal tubes (reviews in [18]). Importantly, we observe that Ttk may be also controlling some of these other mechanisms, like apical secretion through Gef64C [40], apical cell membrane growth through Mmp1 [41] or planar cell polarity through ft [42] (Supplementary Table S6). Thus, Ttk would feed into a general and complex program of tube size control involving different mechanisms.

Altogether our results validate previous functional analysis and identify several targets that we show or we propose can mediate the different activities of Ttk during tracheal development.

### Ttk and Notch interactions

Our microarray analysis pointed to a regulation of the Notch signalling pathway or its activity by Ttk, likely acting as a negative regulator. On the other hand, we had previously observed that Ttk acts as a downstream effector of N activity in the specification of different tracheal identitites [1]. Indeed, we showed that Ttk levels depend on N activity in such a way that when N is active, Ttk levels are high, whereas when N is not active, Ttk levels are low. Thus, we observed lower levels of Ttk in tracheal fusion cells due to the inactivity of N there [37], [43], [44]. Therefore, Ttk acts as a target of N in fusion cell determination. Now, the results of the microarray add an extra level of complexity to the Ttk-N interaction. The observation that in turn Ttk also transcriptionally regulates several N pathway components suggests that Ttk is involved in a feedback mechanism that could play a pivotal role in biasing or amplifying N signalling outcome.

Interactions between Ttk and N have been observed in different developmental contexts, emphasising the importance of such regulations. Several examples illustrate the regulation, either positive or negative, of Ttk expression by N activity [45]–[49]. In addition, a recent report provides evidence of a regulation of N activity by Ttk and proposes a mutually repressive relationship between N and Ttk which would also involve Ecdysone signalling [15]. Our results are consistent with many of these observations, indicating that they could represent general molecular mechanisms of morphogenesis. Thus, tracheal cell specification could serve as an ideal scenario to investigate the intricate, and often contradictory, interactions between N and Ttk and the complexity of N signaling.

## Materials and Methods

### *Drosophila* stocks

In this work we use the loss-of-function allele *ttk* ^D2-50^ balanced over a TM3 Twi-GFP balancer, which allows the identification of mutant embryos by the absence of fluorescence. All gain-of-function experiments were performed using the GAL4/UAS system [50]. All the *Drosophila* stocks used are described in FlyBase. We used a transgenic line containing the btl-enh-RFP-moe insertion [51] that enables the visualization of the shape of all *btl* positive cells *in vivo*. We generated recombinants carrying btl-enh-RFP-moe and the *ttk* mutant conditions, in particular: btl-enh-RFP-moe *ttk* ^D2-50^/TM3 Twi-GFP for the mutant, and btl-enh-RFP-moe UAS-*ttk69* for the over-expression condition. We used *btl*-GAL4 UAS-tau-GFP [52] to drive *ttk* over-expression.

### Embryo and cell sorting strategy

To obtain homogeneous-as-possible embryos for RNA extraction, we devised a two-step sorting strategy for first embryos and then cells. In order to enrich the embryo collection for embryos undergoing tracheal development, we allowed flies to lay eggs for 7,40 hr at 25°C, and subsequently let the embryos age for another 5,20 hr at 25°C. This enabled us to maximize the number of embryos at the appropriate developmental stages 11–16.

Embryos were first dechorionated and washed 3× with PBS-Triton (0.1%). They were then collected into an Eppendorff with cold Schneider's medium (S2) (GIBCO). We used a COPAS PLUS Embryo Sorter (Union Biometrica) following the manufacturer's recommendations to obtain homozygous mutants that were characterised by the absence of balancer-GFP. The appropriate embryo population was selected according to their extinction/absortion profile. The gated population was analysed and sorted according to the lack of GFP expression (blue excitation, green emission). Manual examination confirmed the success of this sorting step.

For several rounds, pools of 600–1000 sorted embryos were homogenised in cold S2 medium in a crystal douncer (KONTES Gerresheimer) with three strokes without rotating the pestle. Thereafter, 60 µl of trypsin-EDTA 9X (SIGMA) was added to 1.5 ml of S2 medium and shaken for 15 minutes at room temperature to the homogenised embryonic sample. 5 µl of Hoechst-33342 nuclear marker per 600–1000 embryos was added to the trypsinisation reaction. Subsequently, the reaction was stopped with a 1∶1 PBS∶BSA buffer.

Ultimately, dissociated cells were sorted using a FacsAria SORP sorter (Beckton Dickinson, San Jose, California). Excitation of the sample was done using a blue (488 nm) laser for forward-scatter (FSC) and GFP green fluorescence; green (532 nm) laser for RFP fluorescence, and a UV laser for Hoechst-33342 fluorescence. A combination of excitation wavelengths was used to distinguish autofluorescence from fats from actual cells. Those enriched for RFP (by their expression of the btl-enh-RFP-moe construct) were selected according to their forward-scatter/side-scatter (SSC) signal. The Hoechst-33342 signal was used to eliminate debris and broken cells. The gating strategy is shown in Figure S2.

### RNA extraction

Total RNA from pools of about 1,000 embryos from the four genotypes (control, *ttk* ^D2-50^ mutant, *btl*-GAL4; btl-enh-RFP-moe and *btl*-GAL4; btl-enh-RFP-moe UAS-*ttk69*) was extracted using the GibcoBRL Trizol protocol. RNA extraction from the purified cell samples from the four genotypes were performed using the RNeasy QIAGEN RNA Extraction Kit, starting with 100,000 isolated cells of each condition. RNA was quantified using the Nanodrop ND-1000 spectrophotometer (Fisher Scientific) and integrity was evaluated on the Bioanalyzer 2100 (Agilent) using the RNA 6000 Nano Kit.

### Microarray experiments

We pooled multiple RNA collections from different cell sorting runs from the same week to minimise the variation inherent among collections and to obtain adequate RNA from each genotype. 5 ng total RNA per sample was processed using the isothermal amplification SPIA Biotin System (NuGEN Technologies, Inc.).

2.2 µg of cDNA from each genotype and for each sample condition were hybridized to GeneChip 2.0 *Drosophila* Genome Arrays (Affymetrix, Santa Clara, CA) in triplicate. The Functional Genomics Core Facility at the IRB provided all the reagents, equipment and expertise for hybridisation and scanning.

Raw microarray data has been deposited in the MIAME compliant GEO database, series GSE30239.

### Computational analysis

Raw microarray data were processed in *R* and Bioconductor [53] using the Brainarray ENSEMBL Custom v12 CDF mapping [54]. For further details on normalisation and scaling see GEO [55] data series GSE30239. All other data analysis was performed using custom-written Perl scripts, using BDGP gene expression database (March 2007) [20] and BioGrid genetic interactions (early 2011) [56] for comparison. Gene lists were managed in FlyMine [57] and analysed for Gene Ontology-enrichment using their implementation of the hypergeometric test with Benjamini-Hochberg multiple testing correction. The Ttk chromatin immunopurification data was obtained from the modENCODE website and visualised using the Integrated Genome Browser (http://bioviz.org/igb/).

### Quantitative real time qPCR

Equal amounts of total RNA of embryos at stages 11 to 16 from each condition and genotype were used to synthesise complementary cDNA by random-hexamer-priming (RevertAid H Minus First Strand cDNA Synthesis FERMENTAS Kit) in triplicate. A LightCycler 480 Real-Time PCR System and the SYBR Green PCR Master Mix (Roche) were used to amplify cDNAs. Relative quantities were normalized to expression of CG13167, a mitochondrial ATPase that showed stable expression throughout all experimental conditions. All PCR reactions were carried out in triplicate in 20 µl reaction volumes containing 2 µl cDNA template. Samples were analyzed using the LightCycler 480 Real-Time PCR System software (Roche). All PCR primers were designed using the MacVector 11.1 software, aimed to amplify a product size of 75–150 bp, and are listed in Supplementary Table S5. Expression changes were deemed significant at p<0.05.

### Stage-specific qPCR

To compare the expression profile of embryos at different stages, we collected embryos at stages 11 to 13 and embryos at stages 14 to 16. For the collection of the younger embryos we allowed flies to lay eggs for 5,20 hr at 25°C and subsequently allowed embryos to develop for another 5 hr at 25°C. For the older embryo collection we allowed flies to lay eggs for 5,20 hr at 25°C and subsequently allowed embryos to develop for another 10,20 hr at 25°C.

Embryos were dechorionated and sorted by absence of GFP using the COPAS PLUS Sorter to obtain the homozygous mutants and control embryos. Total RNA from pools of about 1,000 embryos from each genotype (control and *ttk* ^D2-50^ mutant) at each developmental stage was extracted using the GibcoBRL Trizol standard protocol. RNA was quantified using the Nanodrop ND-1000 spectrophotometer (Fisher Scientific).

Equal amounts of total RNA were used to synthesise complementary cDNA by random-hexamer-priming (RevertAid H Minus First Strand cDNA Synthesis FERMENTAS Kit) in triplicate, to perform and analyse the qPCR experiments as we describe above.

### Immunohistochemistry

Embryos were stained following standard protocols. Immunostainings were performed on embryos fixed in 4% formaldehyde for 20′. The following primary antibodies were used: anti-GFP, 1∶600 (Molecular Probes and Roche) and anti-βGal, 1∶600 (Cappel and Promega). Cy2 and Cy3-conjugated secondary antibodies (Jackson ImmunoResearch) were used at 1∶300 in PBT+0.5%BSA. Chitin was visualised with Chitin-binding protein CBP (NEB) at 1∶500. Confocal images were obtained with a Leica TCS-SPE system. Images were imported into Adobe Photoshop and assembled into figures using the Adobe Illustrator software.

### Tube length measurements

*Drosophila* embryos from mid-late stage 16 and stage 17 were stained with CBP and GFP to visualise their tracheal system. Digital micrographs of dorsal trunks were used to measure their length adapting a previously published method [22]. The significance of tracheal length differences between controls, RNAi knockdown mutants and the available loss-of-function alleles, measured in ImageJ, was determined using Wilcoxon's test in *R*.

## Supporting Information

Figure S1 Quality control plots. Microarray quality control before normalization. Panel (A) shows histograms and panel (B) shows box plots, each grouped by experiment. The outcomes of cell sorting experiments are generally close to the corresponding whole-embryo outcomes. The MA plots in panel (C) indicate that the arrays are well comparable within each experiment.
(TIF) Click here for additional data file.

Figure S2 Gating strategy for FACS-assisted cell sorting. Examples for the isolation of RFP positive cells from a whole embryo cell suspension. Regions are drawn to include the population of interest. (Panel 1) Data for mutant control cell suspension. (1A) Region in A is drawn and placed to include most of the events that exhibit similar SSC and FSC values. (1B) P5 region is drawn and placed to include live cells with only 2C DNA content, which are the cells at G0/G1 cell cycle phase. (1C) P4 region is drawn and placed to distinguish RFP-positive from RFP-negative cells with respect to relative cell size and fluorescence. (Panels 2–4) show equivalent plots. (Panel 2) Data for *ttk* ^D2-50^ mutant cell suspension. (Panel 3) Data for control UAS-experiment cell suspension. (Panel4) Data for UAS-*ttk69* cell suspension.
(TIF) Click here for additional data file.

Figure S3 Spatial gene expression representation in microarray signal categories. Spatial gene expression pattern representation in different microarray signal strength categories. Gene expression profiles from enriched cell populations for the control group in the (A) mutant and (B) over-expression are shown. Within the signal intensity histogram (x-axis: bins of log_2_ signal strength, y-axis: number of genes), the proportion of genes falling into one of four different spatial gene expression categories is shown: genes with tracheal or midline expression (red), genes with ubiquitous expression (blue), genes with expression elsewhere (light gray), genes not expressed according to the BDGP *in situ* database (dark gray).
(TIF) Click here for additional data file.

Figure S4 Cluster diagram of genes involved in chitin metabolic processes. Genes are clustered according to the gene expression changes in response to Ttk-mis-expression (from bottom to top: over-expression in cells, over-expression in embryos, mutant cells and mutant embryos) as well as Ttk occupancy in the modENCODE dataset (ChIP enrichment> = lg2(1) over the gene body +/−1 kb; blue indicates occupancy and yellow non-occupancy).
(PDF) Click here for additional data file.

Table S1 Number of putative candidate genes after *ttk* mis-expression.
(XLS) Click here for additional data file.

Table S2 Comparison of raw signal intensities for selected marker genes.
(XLS) Click here for additional data file.

Table S3 Expression enrichment in FACS-sorted cell populations.
(XLS) Click here for additional data file.

Table S4 Over-represented Gene Ontology categories.
(XLS) Click here for additional data file.

Table S5 Real-time PCR primer sequences for target validation.
(DOC) Click here for additional data file.

Table S6 Selected Gene Ontology terms with putative involvement in tracheal development, and genes with that annotation which are mis-regulated either in our microarray dataset or in S2 cells.
(XLS) Click here for additional data file.

Table S7 Analysis of stage-specific regulation by quantitative PCR.
(DOC) Click here for additional data file.

Text S1 Quality control of microarrays.
(DOC) Click here for additional data file.

File S1 Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2.
(BZ2) Click here for additional data file.

## References

[1] Araújo SJ, Cela C, Llimargas M (2007). Tramtrack regulates different morphogenetic events during Drosophila tracheal development.. Development.

[2] Harrison SD, Travers AA (1990). The tramtrack gene encodes a Drosophila finger protein that interacts with the ftz transcriptional regulatory region and shows a novel embryonic expression pattern.. EMBO J.

[3] Brown JL, Sonoda S, Ueda H, Scott MP, Wu C (1991). Repression of the Drosophila fushi tarazu (ftz) segmentation gene.. EMBO J.

[4] Read D, Manley JL (1992). Alternatively spliced transcripts of the Drosophila tramtrack gene encode zinc finger proteins with distinct DNA binding specificities.. EMBO J.

[5] Brown JL, Wu C (1993). Repression of Drosophila pair-rule segmentation genes by ectopic expression of tramtrack.. Development.

[6] Guo M, Bier E, Jan LY, Jan YN (1995). tramtrack acts downstream of numb to specify distinct daughter cell fates during asymmetric cell divisions in the Drosophila PNS.. Neuron.

[7] Lai ZC, Li Y (1999). Tramtrack69 is positively and autonomously required for Drosophila photoreceptor development.. Genetics.

[8] Badenhorst P (2001). Tramtrack controls glial number and identity in the Drosophila embryonic CNS.. Development.

[9] Chen Y-J, Chiang C-S, Weng L-C, Lengyel JA, Liaw G-J (2002). Tramtrack69 is required for the early repression of tailless expression.. Mech Dev.

[10] Baonza A, Murawsky CM, Travers AA, Freeman M (2002). Pointed and Tramtrack69 establish an EGFR-dependent transcriptional switch to regulate mitosis.. Nat Cell Biol.

[11] French RL, Cosand KA, Berg CA (2003). The Drosophila female sterile mutation twin peaks is a novel allele of tramtrack and reveals a requirement for Ttk69 in epithelial morphogenesis.. Dev Biol.

[12] Althauser C, Jordan KC, Deng W-M, Ruohola-Baker H (2005). Fringe-dependent notch activation and tramtrack function are required for specification of the polar cells in Drosophila oogenesis.. Dev Dyn.

[13] Audibert A, Simon F, Gho M (2005). Cell cycle diversity involves differential regulation of Cyclin E activity in the Drosophila bristle cell lineage.. Development.

[14] Siddall NA, Hime GR, Pollock JA, Batterham P (2009). Ttk69-dependent repression of lozenge prevents the ectopic development of R7 cells in the Drosophila larval eye disc.. BMC Dev Biol.

[15] Boyle MJ, Berg CA (2009). Control in time and space: Tramtrack69 cooperates with Notch and Ecdysone to repress ectopic fate and shape changes during Drosophila egg chamber maturation.. Development.

[16] Wu VM, Beitel GJ (2004). A junctional problem of apical proportions: epithelial tube-size control by septate junctions in the Drosophila tracheal system.. Curr Opin Cell Biol.

[17] Swanson LE, Beitel GJ (2006). Tubulogenesis: an inside job.. Curr Biol.

[18] Schottenfeld J, Song Y, Ghabrial AS (2010). Tube continued: morphogenesis of the Drosophila tracheal system.. Curr Opin Cell Biol.

[19] Glazer L, Shilo BZ (1991). The Drosophila FGF-R homolog is expressed in the embryonic tracheal system and appears to be required for directed tracheal cell extension.. Genes Dev.

[20] Tomancak P, Berman BP, Beaton A, Weiszmann R, Kwan E (2007). Global analysis of patterns of gene expression during Drosophila embryogenesis.. Genome Biol.

[21] Reddy BA, Bajpe PK, Bassett A, Moshkin YM, Kozhevnikova E (2010). Drosophila transcription factor Tramtrack69 binds MEP1 to recruit the chromatin remodeler NuRD.. Mol Cell Biol.

[22] Laprise P, Paul SM, Boulanger J, Robbins RM, Beitel GJ (2010). Epithelial polarity proteins regulate Drosophila tracheal tube size in parallel to the luminal matrix pathway.. Curr Biol.

[23] Jiang L, Pearson JC, Crews ST (2010). Diverse modes of Drosophila tracheal fusion cell transcriptional regulation.. Mech Dev.

[24] Roy S, Ernst J, Kharchenko PV, Kheradpour P, Negre N (2010). Identification of functional elements and regulatory circuits by Drosophila modENCODE.. Science.

[25] Ghabrial A, Luschnig S, Metzstein MM, Krasnow MA (2003). Branching morphogenesis of the Drosophila tracheal system.. Annu Rev Cell Dev Biol.

[26] Ohshiro T, Saigo K (1997). Transcriptional regulation of breathless FGF receptor gene by binding of TRACHEALESS/dARNT heterodimers to three central midline elements in Drosophila developing trachea.. Development.

[27] Bauer DC, Buske FA, Bailey TL (2010). Dual-functioning transcription factors in the developmental gene network of Drosophila melanogaster.. BMC Bioinformatics.

[28] Jiang L, Rogers SL, Crews ST (2007). The Drosophila Dead end Arf-like3 GTPase controls vesicle trafficking during tracheal fusion cell morphogenesis.. Dev Biol.

[29] Gervais L, Casanova J (2010). In vivo coupling of cell elongation and lumen formation in a single cell.. Curr Biol.

[30] Lee M, Lee S, Zadeh AD, Kolodziej PA (2003). Distinct sites in E-cadherin regulate different steps in Drosophila tracheal tube fusion.. Development.

[31] Kakihara K, Shinmyozu K, Kato K, Wada H, Hayashi S (2008). Conversion of plasma membrane topology during epithelial tube connection requires Arf-like 3 small GTPase in Drosophila.. Mech Dev.

[32] Brodu V, Baffet AD, Le Droguen P-M, Casanova J, Guichet A (2010). A developmentally regulated two-step process generates a noncentrosomal microtubule network in Drosophila tracheal cells.. Dev Cell.

[33] Jordan KC, Schaeffer V, Fischer KA, Gray EE, Ruohola-Baker H (2006). Notch signaling through tramtrack bypasses the mitosis promoting activity of the JNK pathway in the mitotic-to-endocycle transition of Drosophila follicle cells.. BMC Dev Biol.

[34] Tanaka-Matakatsu M, Uemura T, Oda H, Takeichi M, Hayashi S (1996). Cadherin-mediated cell adhesion and cell motility in Drosophila trachea regulated by the transcription factor Escargot.. Development.

[35] Samakovlis C, Manning G, Steneberg P, Hacohen N, Cantera R (1996). Genetic control of epithelial tube fusion during Drosophila tracheal development.. Development.

[36] Steneberg P, Englund C, Kronhamn J, Weaver TA, Samakovlis C (1998). Translational readthrough in the hdc mRNA generates a novel branching inhibitor in the drosophila trachea.. Genes Dev.

[37] Llimargas M (1999). The Notch pathway helps to pattern the tips of the Drosophila tracheal branches by selecting cell fates.. Development.

[38] Choi W, Jung K-C, Nelson KS, Bhat MA, Beitel GJ (2011). The single Drosophila ZO-1 protein Polychaetoid regulates embryonic morphogenesis in coordination with Canoe/afadin and Enabled.. Mol Biol Cell.

[39] Tonning A, Hemphälä J, Tång E, Nannmark U, Samakovlis C (2005). A transient luminal chitinous matrix is required to model epithelial tube diameter in the Drosophila trachea.. Dev Cell.

[40] Massarwa R, Schejter ED, Shilo B-Z (2009). Apical secretion in epithelial tubes of the Drosophila embryo is directed by the Formin-family protein Diaphanous.. Dev Cell.

[41] Page-McCaw A, Serano J, Santé JM, Rubin GM (2003). Drosophila matrix metalloproteinases are required for tissue remodeling, but not embryonic development.. Dev Cell.

[42] Chung S, Vining MS, Bradley PL, Chan C-C, Wharton KA (2009). Serrano (sano) functions with the planar cell polarity genes to control tracheal tube length.. PLoS Genet.

[43] Steneberg P, Hemphälä J, Samakovlis C (1999). Dpp and Notch specify the fusion cell fate in the dorsal branches of the Drosophila trachea.. Mech Dev.

[44] Ikeya T, Hayashi S (1999). Interplay of Notch and FGF signaling restricts cell fate and MAPK activation in the Drosophila trachea.. Development.

[45] Guo M, Jan LY, Jan YN (1996). Control of daughter cell fates during asymmetric division: interaction of Numb and Notch.. Neuron.

[46] Okabe M, Imai T, Kurusu M, Hiromi Y, Okano H (2001). Translational repression determines a neuronal potential in Drosophila asymmetric cell division.. Nature.

[47] Ward EJ, Zhou X, Riddiford LM, Berg CA, Ruohola-Baker H (2006). Border of Notch activity establishes a boundary between the two dorsal appendage tube cell types.. Dev Biol.

[48] Sun J, Smith L, Armento A, Deng W-M (2008). Regulation of the endocycle/gene amplification switch by Notch and ecdysone signaling.. J Cell Biol.

[49] Mourikis P, Lake RJ, Firnhaber CB, DeDecker BS (2010). Modifiers of notch transcriptional activity identified by genome-wide RNAi.. BMC Dev Biol.

[50] Brand AH, Perrimon N (1993). Targeted gene expression as a means of altering cell fates and generating dominant phenotypes.. Development.

[51] Cabernard C, Affolter M (2005). Distinct roles for two receptor tyrosine kinases in epithelial branching morphogenesis in Drosophila.. Dev Cell.

[52] Cela C, Llimargas M (2006). Egfr is essential for maintaining epithelial integrity during tracheal remodelling in Drosophila.. Development.

[53] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M (2004). Bioconductor: open software development for computational biology and bioinformatics.. Genome Biol.

[54] Wang P, Ding F, Chiang H, Thompson RC, Watson SJ (2002). ProbeMatchDB–a web database for finding equivalent probes across microarray platforms and species.. Bioinformatics.

[55] Barrett T, Troup DB, Wilhite SE, Ledoux P, Evangelista C (2011). NCBI GEO: archive for functional genomics data sets–10 years on.. Nucleic Acids Res.

[56] Stark C, Breitkreutz B-J, Chatr-Aryamontri A, Boucher L, Oughtred R (2011). The BioGRID Interaction Database: 2011 update.. Nucleic Acids Res.

[57] Lyne R, Smith R, Rutherford K, Wakeling M, Varley A (2007). FlyMine: an integrated database for Drosophila and Anopheles genomics.. Genome Biol.

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985
**Supplement:** Table S5 — Real-time PCR primer sequences for target validation.

**Supplementary Table 5**

| **Real-time qPCR primer sequences** | | | | |
| --- | --- | --- | --- | --- |
| **Gene name** | **Gene symbol** | **FlyBase ID** | **Forward primer 5’-3’** | **Reverse primer 5’-3’** |
| *Chitinase 2* | *Cht2* | CG2054 | AACTATCCCCTTCTGCGGACC | GAATCTCGTTCTCGGAGTCATCC |
| *Cht5* | *Cht5* | CG9307 | ATCGGTCGCTATGGATTGGAG | AAACTTGCTGAAGCCACCCTG |
| *Chitin deacetylase-like4* | *Cda4* | CG32499 | TCACACATTGCCAACGGTAACTAC | TGGACAGCGGTTCAAATACGG |
| *Cuticular protein 78Cb* | *Cpr78Cb* | CG7663 | GCAAGTGTCCGTGAAGAAGGC | AGGGCAAGAAACATTTGGGC |
| *Imaginal disc growth factor 3* | *Idgf3* | CG4559 | GCTCCTGGAATCGGGACAAC | GCGTGGCTTATTTCTGGGAAG |
| *Cht9* | *Cht9* | CG10531 | ACTCGCTGTCCTCTGCCTTAGC | AACTTGCCATTGCCGCTGC |
| *CG7715* | *CG7715* | CG7715 | TACTATGTGTGCCCGAGCGTC | TCTGGAGGACAAAGGTGAAGACC |
| *CG8460* | *CG8460* | CG8460 | CGATTTGTTTTTGTGCGATTTATG | CAGTAGAAGCAGGAGAGCGACG |
| *Imaginal disc growth factor 1* | *Idgf1* | CG4472 | AGTTGTCGCAGAACGCATCC | CCATACGCCAAAATCTCCATTATC |
| *discs large 1* | *dlg1* | CG1725 | CATGCGCATCGAATCGGACAC | AGTCTGGGACCCGCTCCTCGA |
| *scribbled* | *scrib* | CG42614 | CAGTTGCTGTATCTGCCCTACTCG | ACACCTGTTCGCCCGTTTCC |
| *varicose* | *vari* | CG9326 | CCAGAAACAACAAAGTGAATGGC | CATCGTGGTCGGATAGGTCAGTC |
| *headcase* | *hdc* | CG15532 | TTCTTCAGGCGTCCTAATGGC | CCAGTTTGCGACAGTCTCCG |
| *scute* | *sc* | CG3827 | GCAATCAAAATCAACCCGCTG | TGGTCAGTGCCATACCCCTTG |
| *achaete* | *ac* | CG3796 | GCAATCTCCAACTGGCAGCAC | CGGTAGTCTTCAAAACTGGCTTCC |
| *Hairless* | *H* | CG5460 | CGGTTAGCGATGATAGCGAGTC | CATTCGTGATTCTGGGCAGC |
| *CG13167* | *CG13167* | CG13167 | CCTGCCCATCTTTCCATCCC | TTCCGCTTGAGGAGACCCAC |
| *branchless* | *bnl* | CG4608 | CGGTGTTCCCTACGGCTCGAAAG | GGCACCGTCTCCGTGATGGC |

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985
**Supplement:** Table S7 — Analysis of stage-specific regulation by quantitative PCR.

**Supplementary Table 7: Analysis of stage-specific regulation by quantitative PCR**

The table shows the values obtained in the microarray (embryos at stages 11-16) and in the stage-controlled qPCR experiments (embryos at stages 11-13 and at stages 14-16). The analysis was performed on selected genes in whole embryo conditions in *ttk*D2-50 mutants versus control. Note the resolution of the stage-specific qPCR experiments.

| **Gene symbol** | **Microarray logFC**  **(stage 11-16)** | **p-value** | **qPCR**  **(stage 11-13)** | **p-value** | **qPCR**  **(stage 14-16)** | **p-value** |
| --- | --- | --- | --- | --- | --- | --- |
| *ac* | 1.21 | 3.12E-01 | -5.20 | <0,05 | 3.83 | <0,05 |
| *bnl* | -0.27 | 1.82 E-01 | -1.62 | <0,05 | -2.32 | <0,05 |
| *Cda4* | -2.03 | 1.59 E-01 | -1.19 | <0,05 | -1.30 | <0,05 |

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985
**Supplement:** Text S1 — Quality control of microarrays.

**Text S1: Quality Control**

Mutant data

For the cell isolates it was expected that only a subset of the genes is expressed (of those which can be found in the whole embryo), and on the other hand genes specific to the purified tissues will appear to be expressed stronger, due to less dilution. Taking this into account, early normalization between groups was avoided, as this usually assumes that most genes are expressed at the same level. To judge overall microarray quality, metrics were preferred which averaged over large groups of genes. On the basis of these metrics we excluded two microarrays for the whole embryo material (arrays *BRJune09-474-2009-CON290508.CEL* and *BRJune09-475-TTK290509.CEL*) and one array from the cell specific material (*BRJune09-309-2009-TTK080509.CEL*) (data not shown). The remaining arrays were comparable within groups, with remarkably little difference between experiments in the histograms and the MA plots, except for lower signal values in the group of cell isolates, where there was considerably more noise than with whole embryos (see Supplementary Figure 1). This might be due to lower amounts of input material and thus stronger amplification. Also the cell isolates produced a somewhat weaker average signal than the whole embryos.

Over-expression data

Data from the IBMB Core Facility comprised 3 microarrays for each embryonic control and sample, and 2 microarrays for each sorted cell population (control and sample).

No arrays were discarded from the over-expression experiments. The arrays showed comparable similarity within and between groups to the arrays in the mutant experiments.

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in embryonic development via the syncytial blastoderm

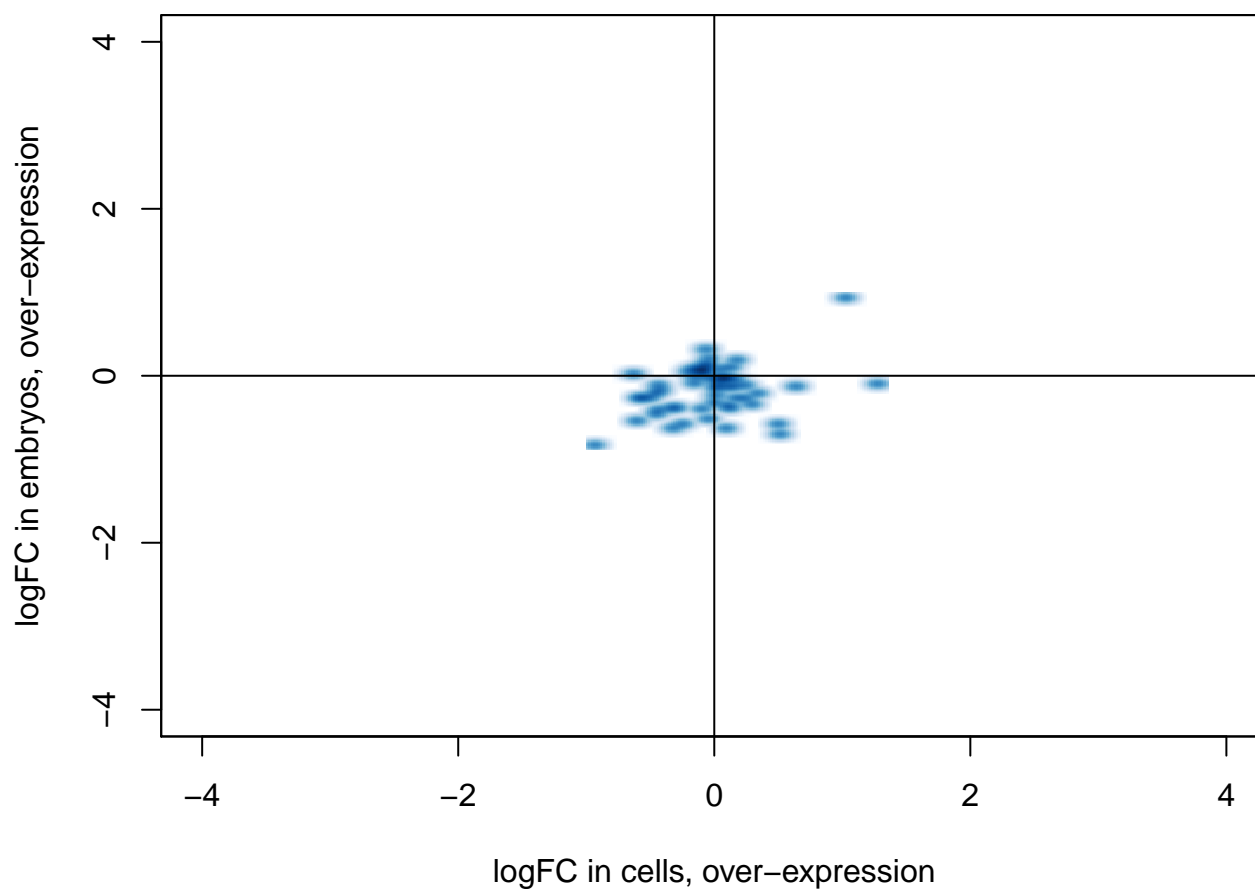

### genes in embryonic development via the syncytial blastoderm

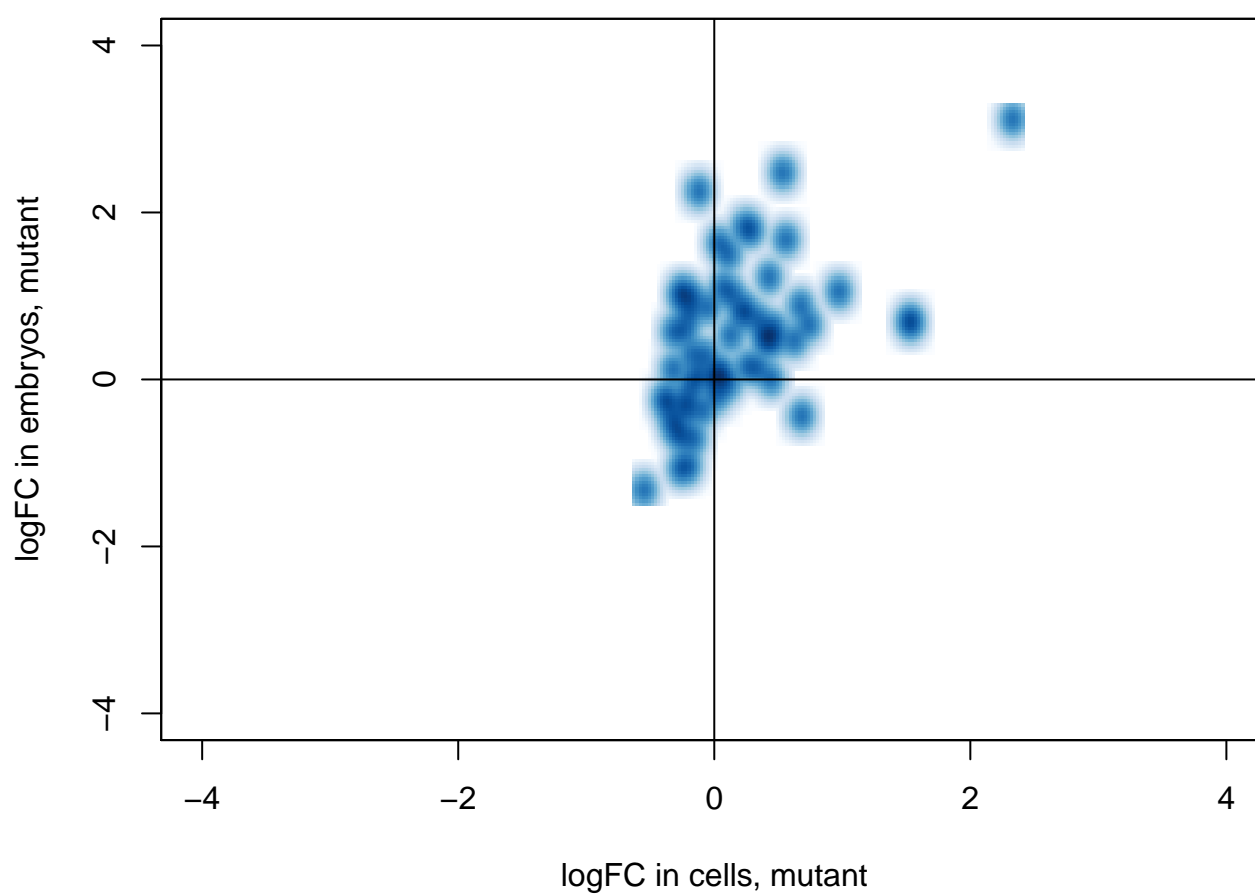

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in G-protein coupled receptor protein signaling pathway

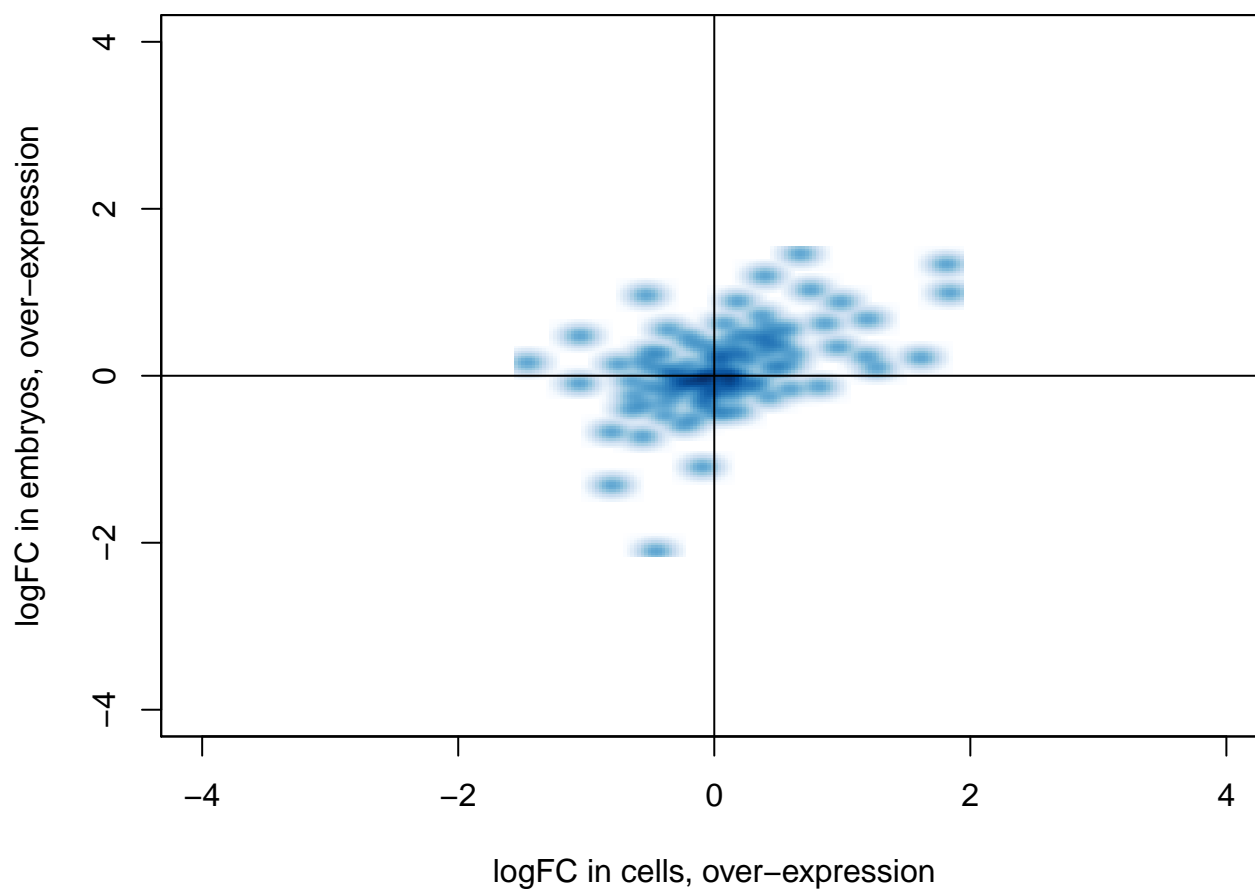

### genes in G-protein coupled receptor protein signaling pathway

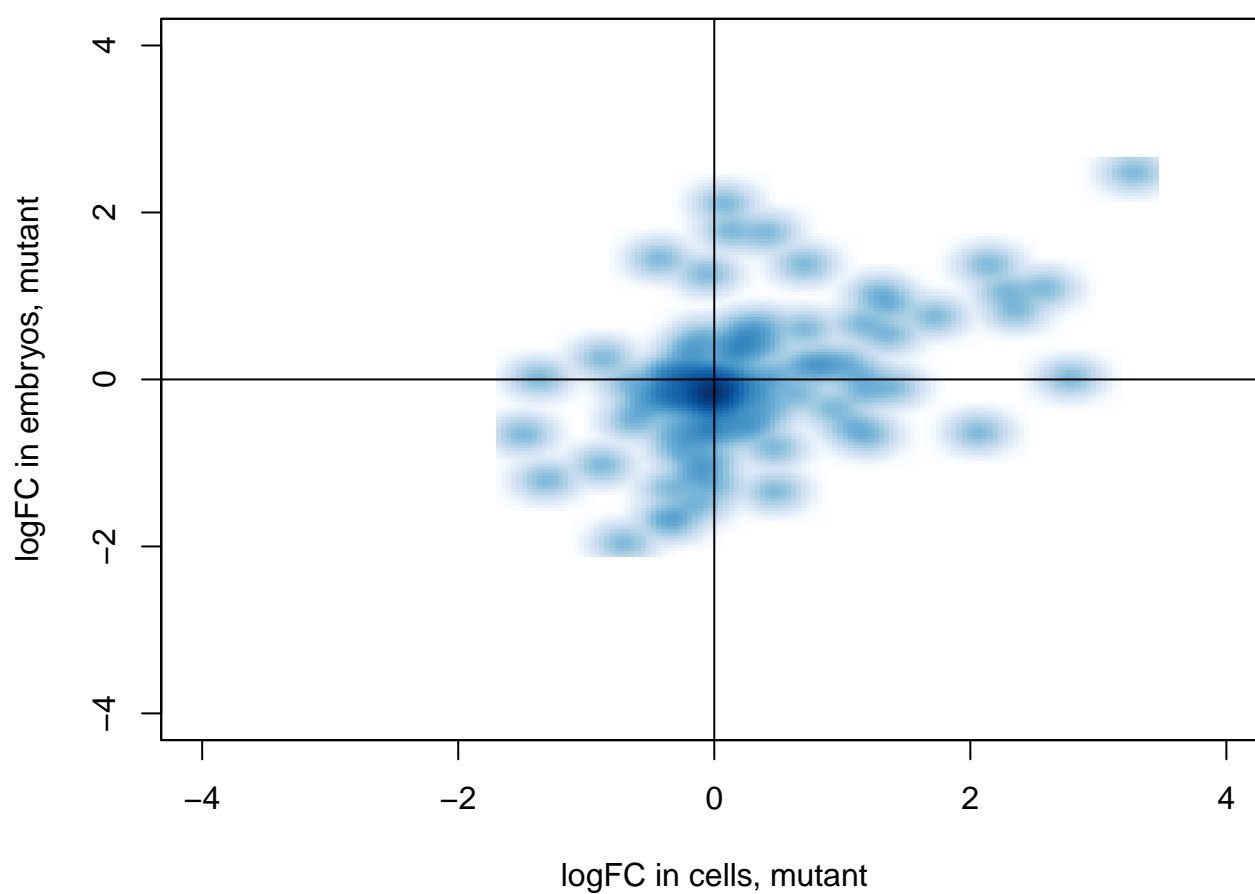

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in imaginal disc-derived wing morphogenesis

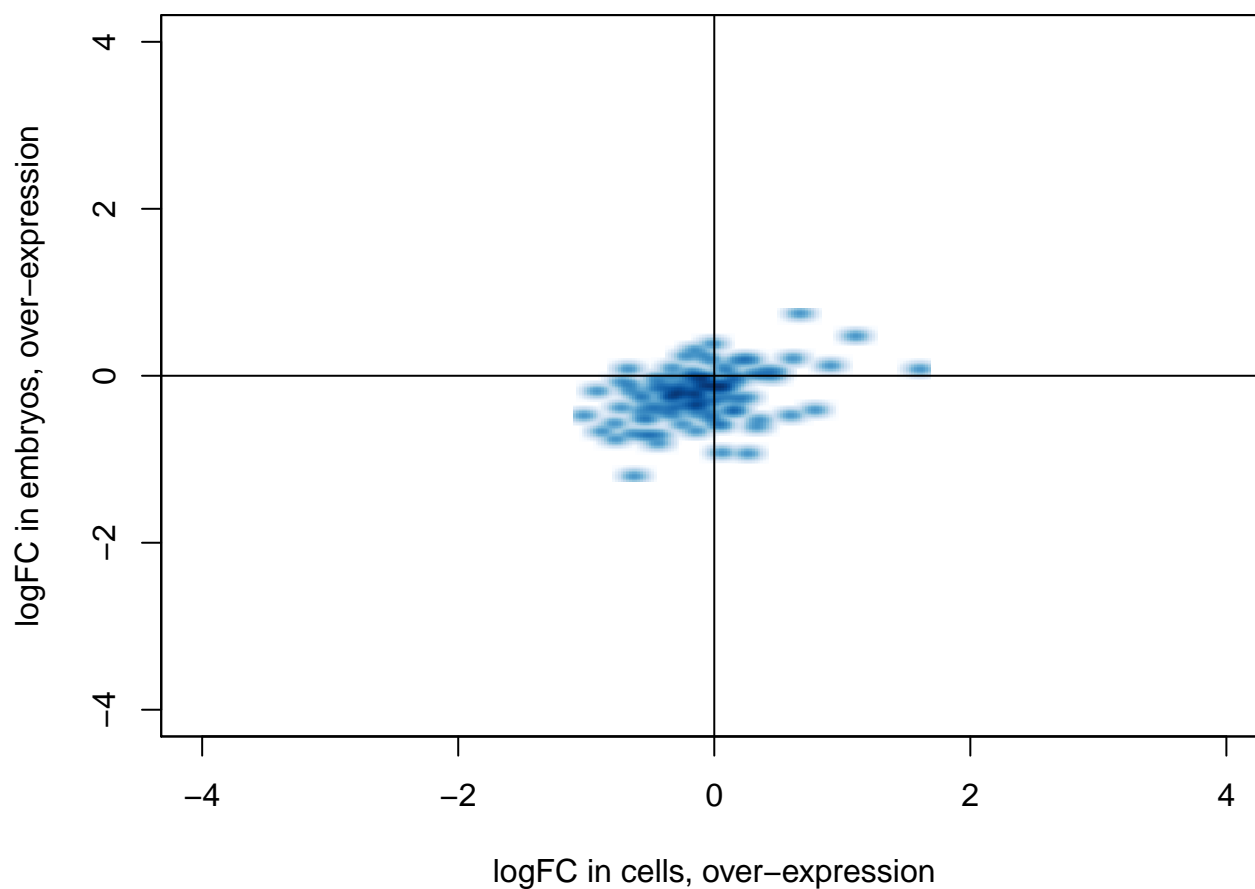

### genes in imaginal disc-derived wing morphogenesis

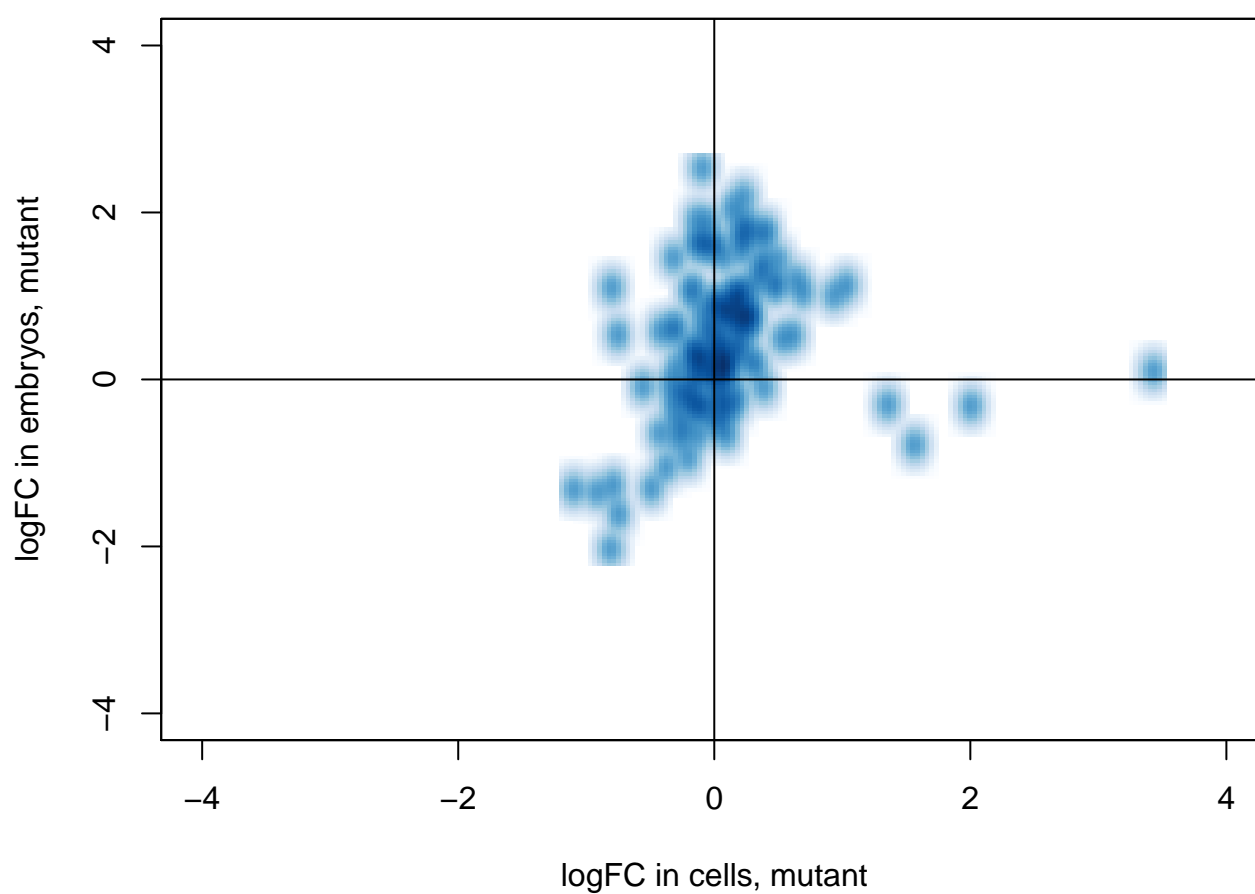

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in multicellular organism reproduction

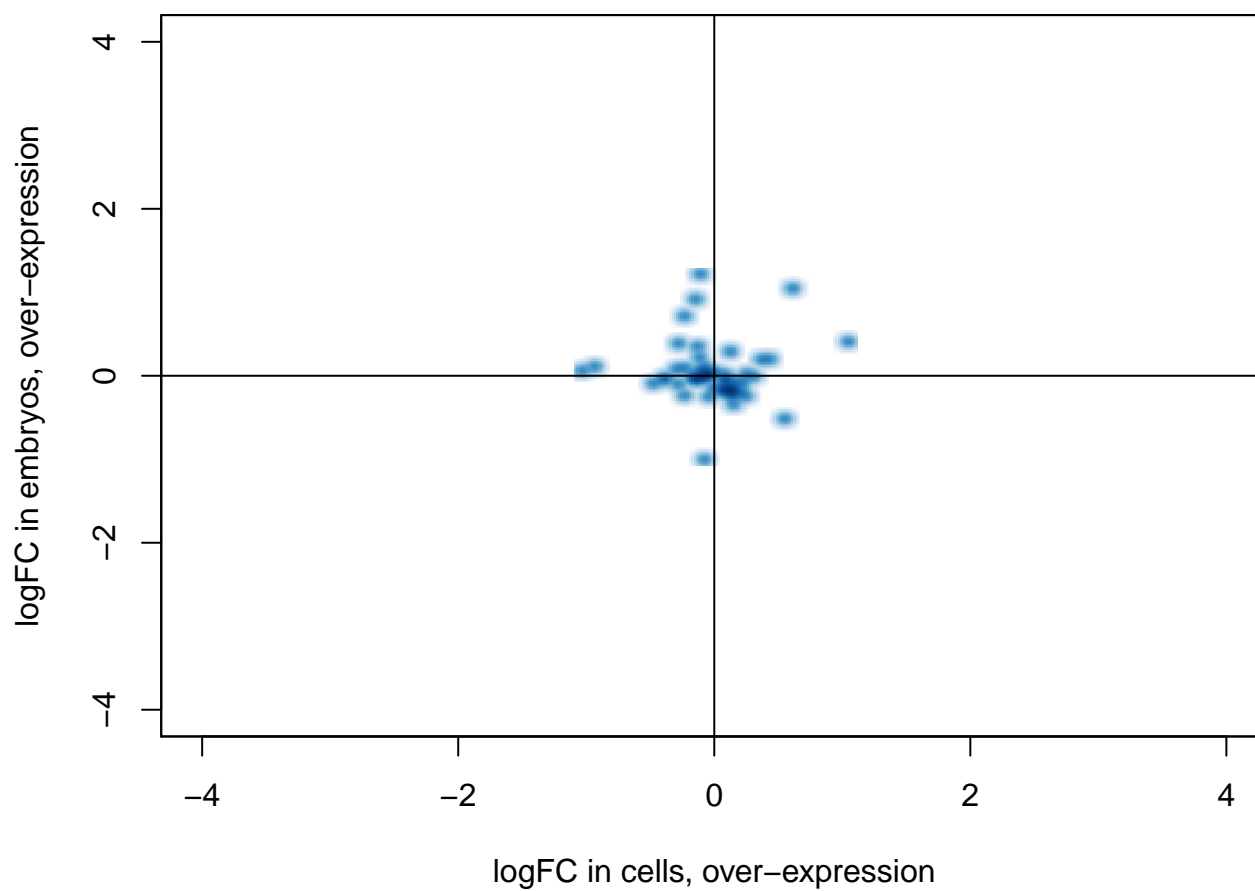

### genes in multicellular organism reproduction

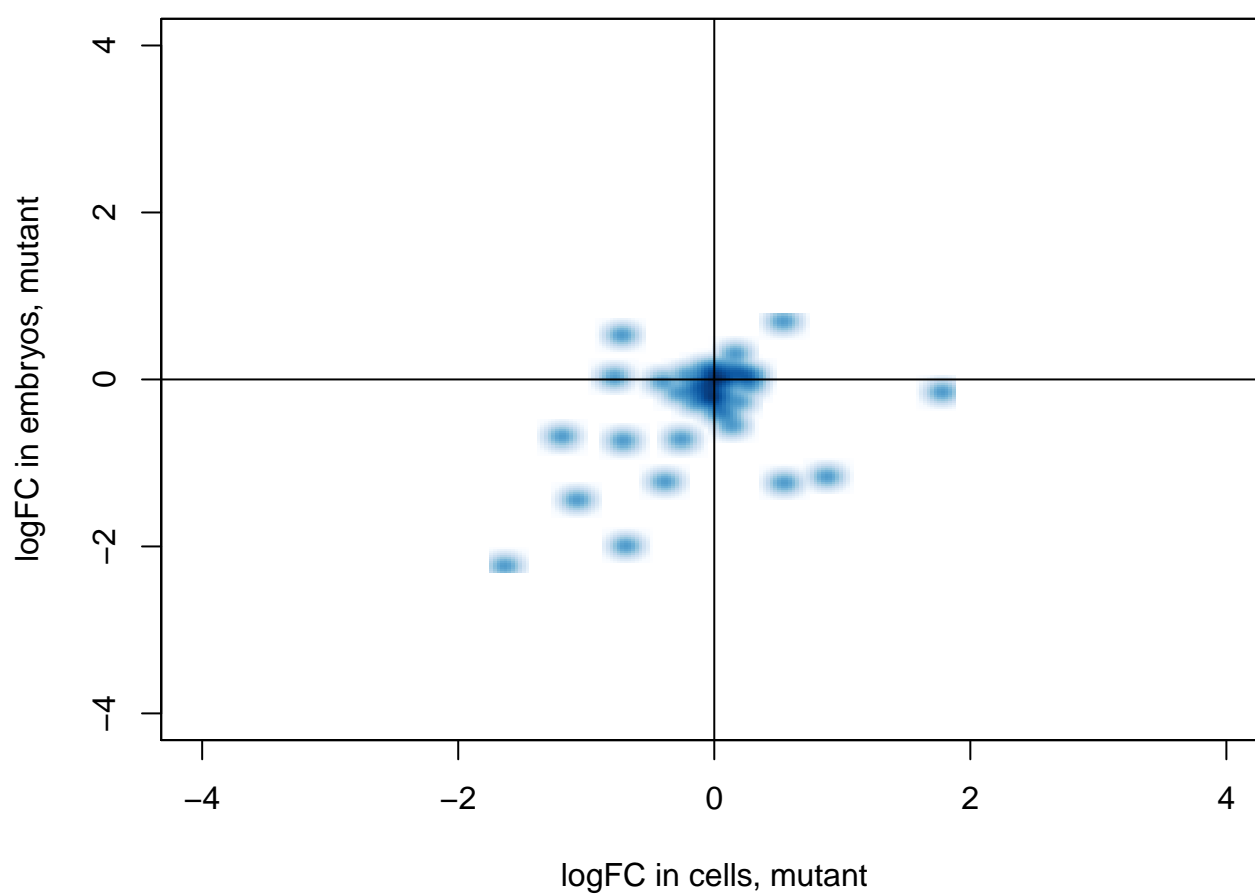

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

**genes in negative regulation of transcription from RNA polymerase II prom**

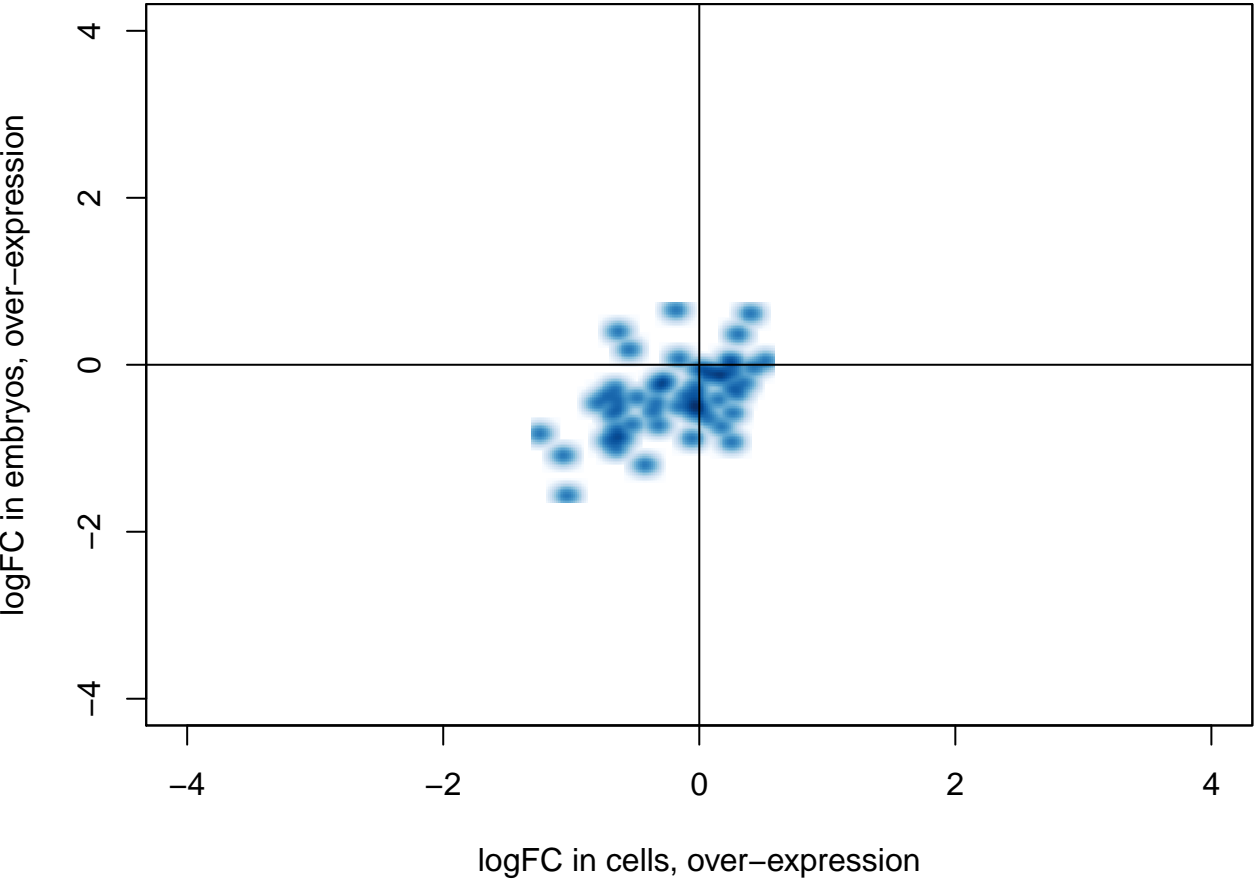

**genes in negative regulation of transcription from RNA polymerase II prom**

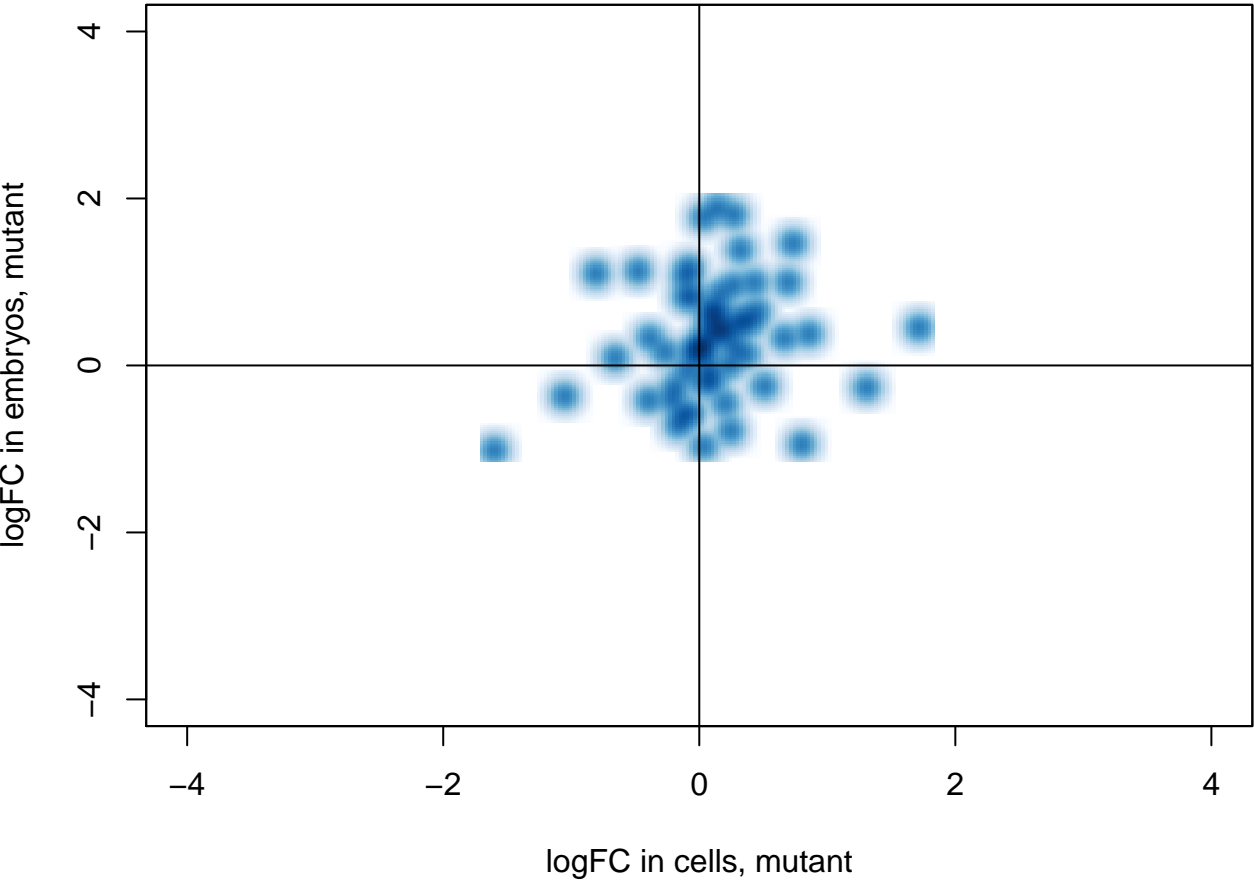

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

**genes in negative regulation of transcription, DNA-dependent**

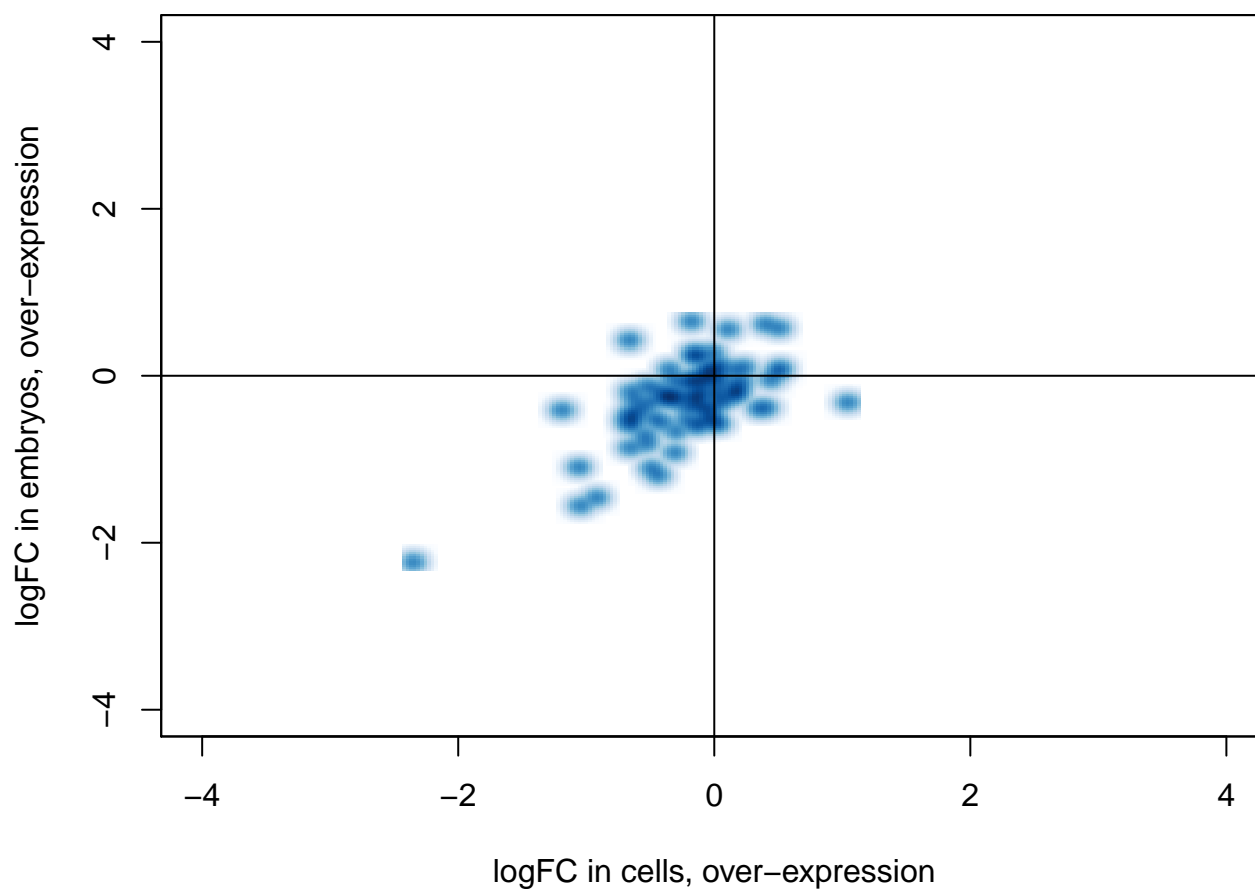

**genes in negative regulation of transcription, DNA-dependent**

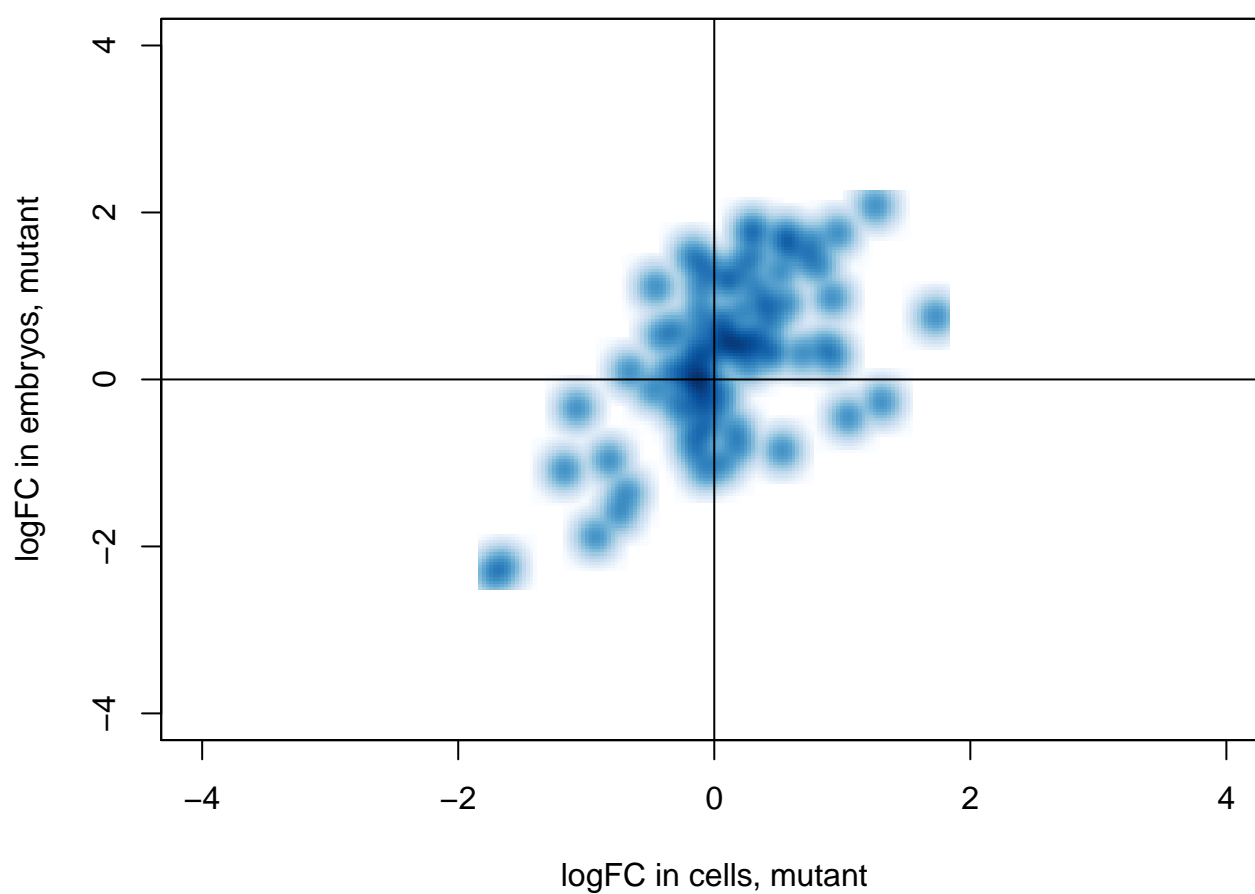

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in nuclear mRNA splicing, via spliceosome

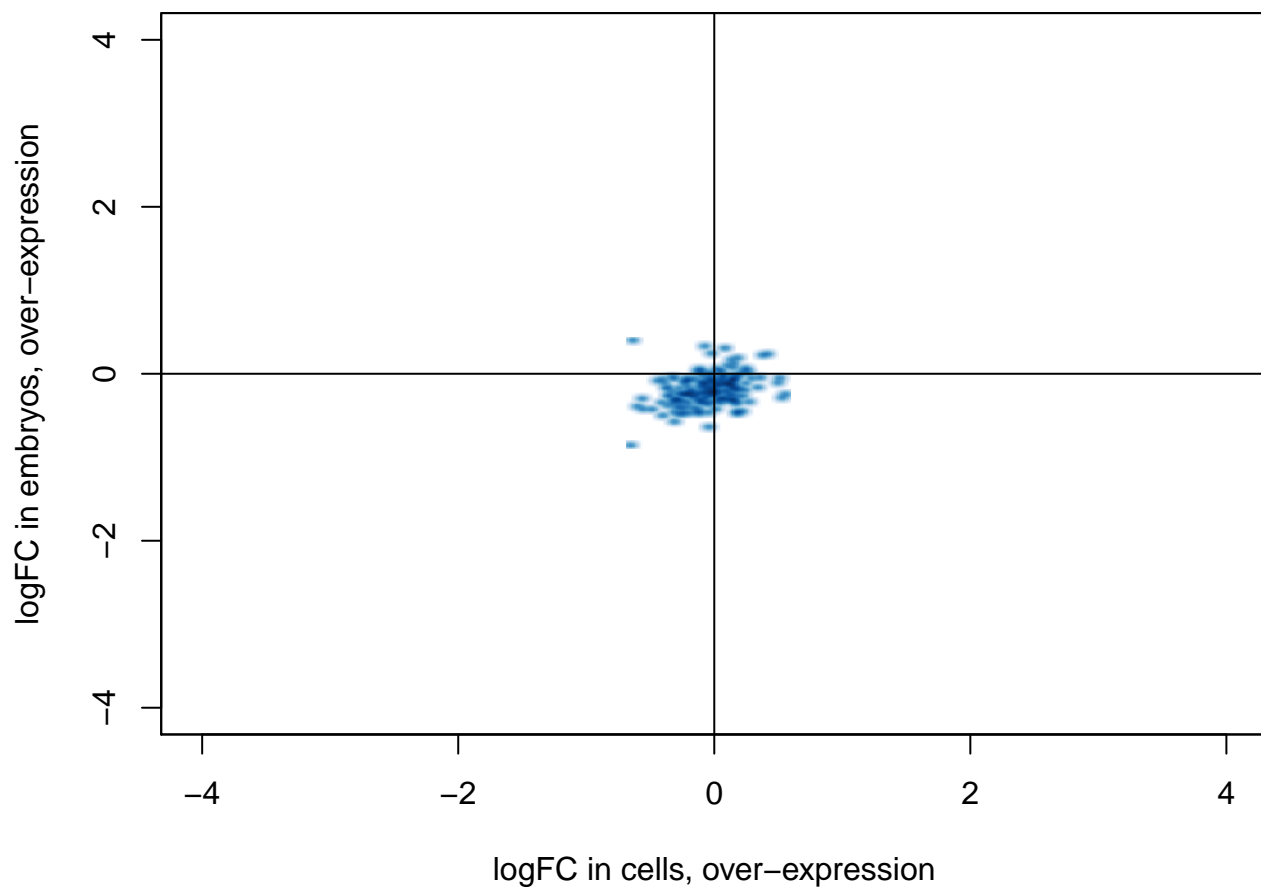

### genes in nuclear mRNA splicing, via spliceosome

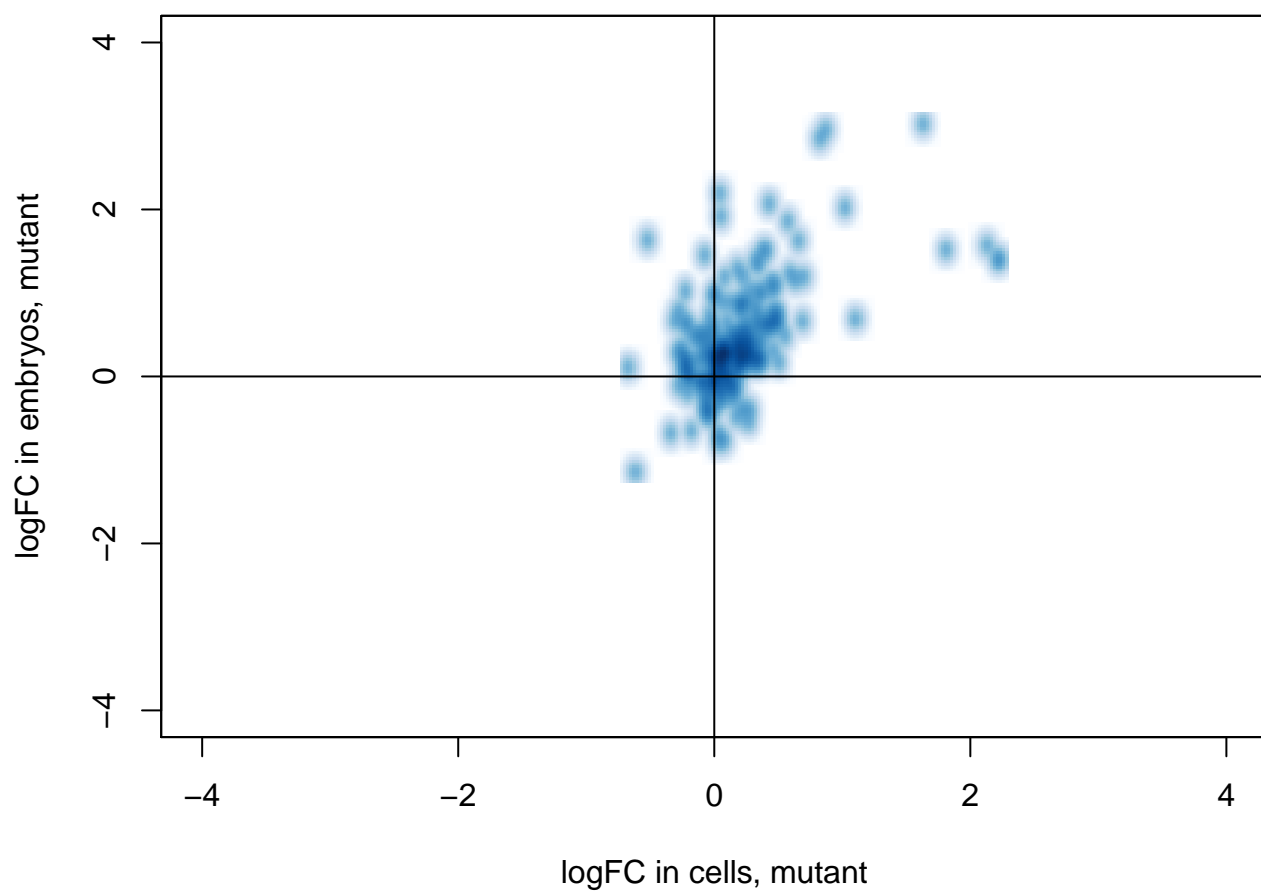

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in peripheral nervous system development

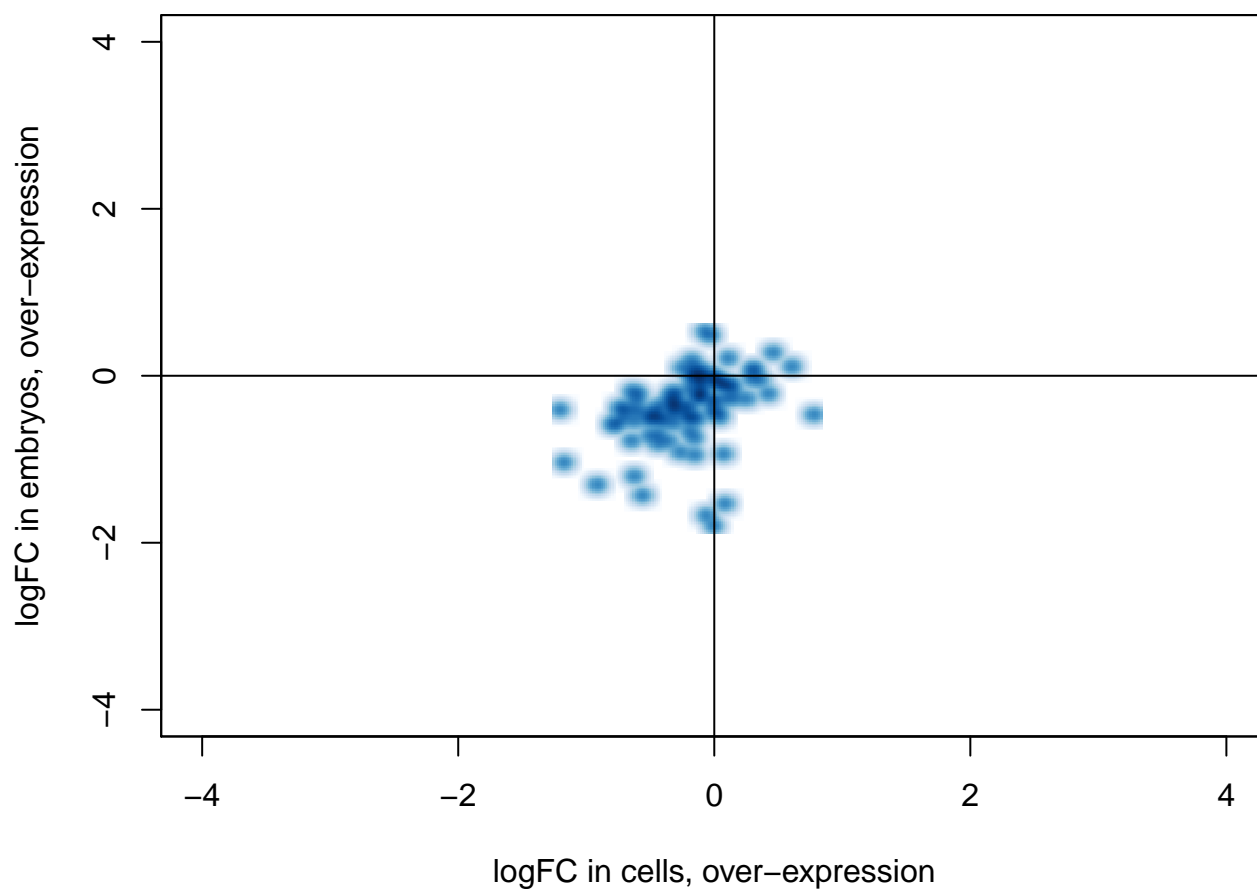

### genes in peripheral nervous system development

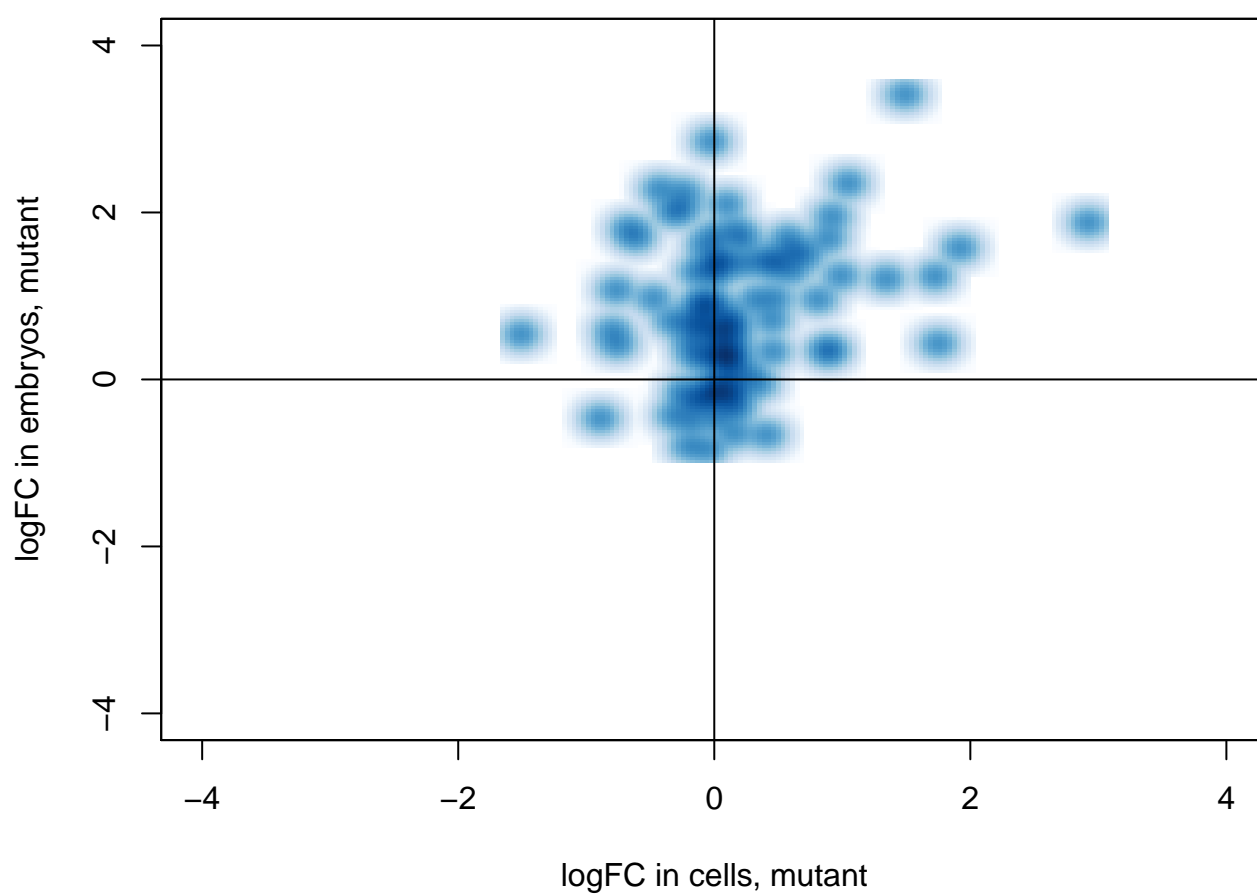

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

**genes in positive regulation of transcription, DNA-dependent**

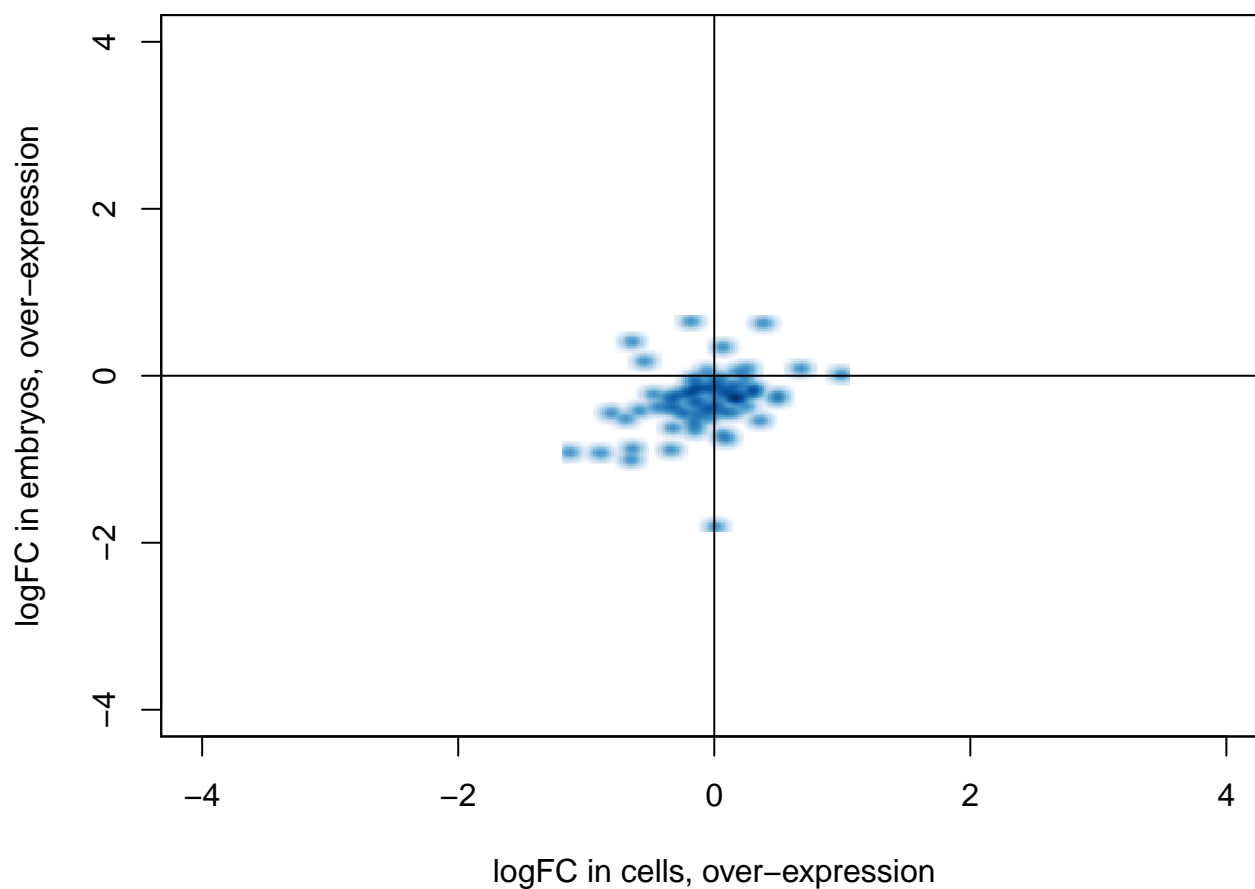

**genes in positive regulation of transcription, DNA-dependent**

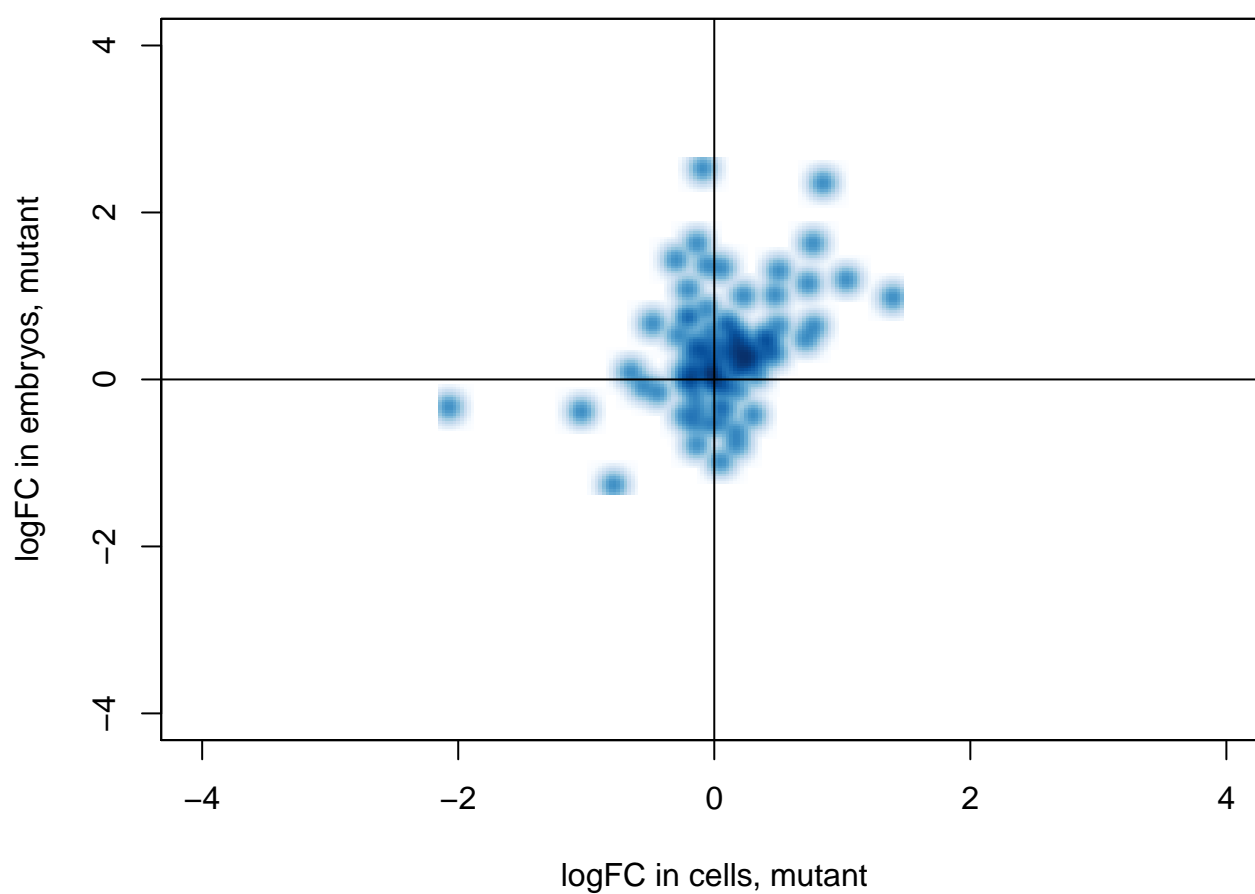

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

**genes in regulation of alternative nuclear mRNA splicing, via spliceosom**

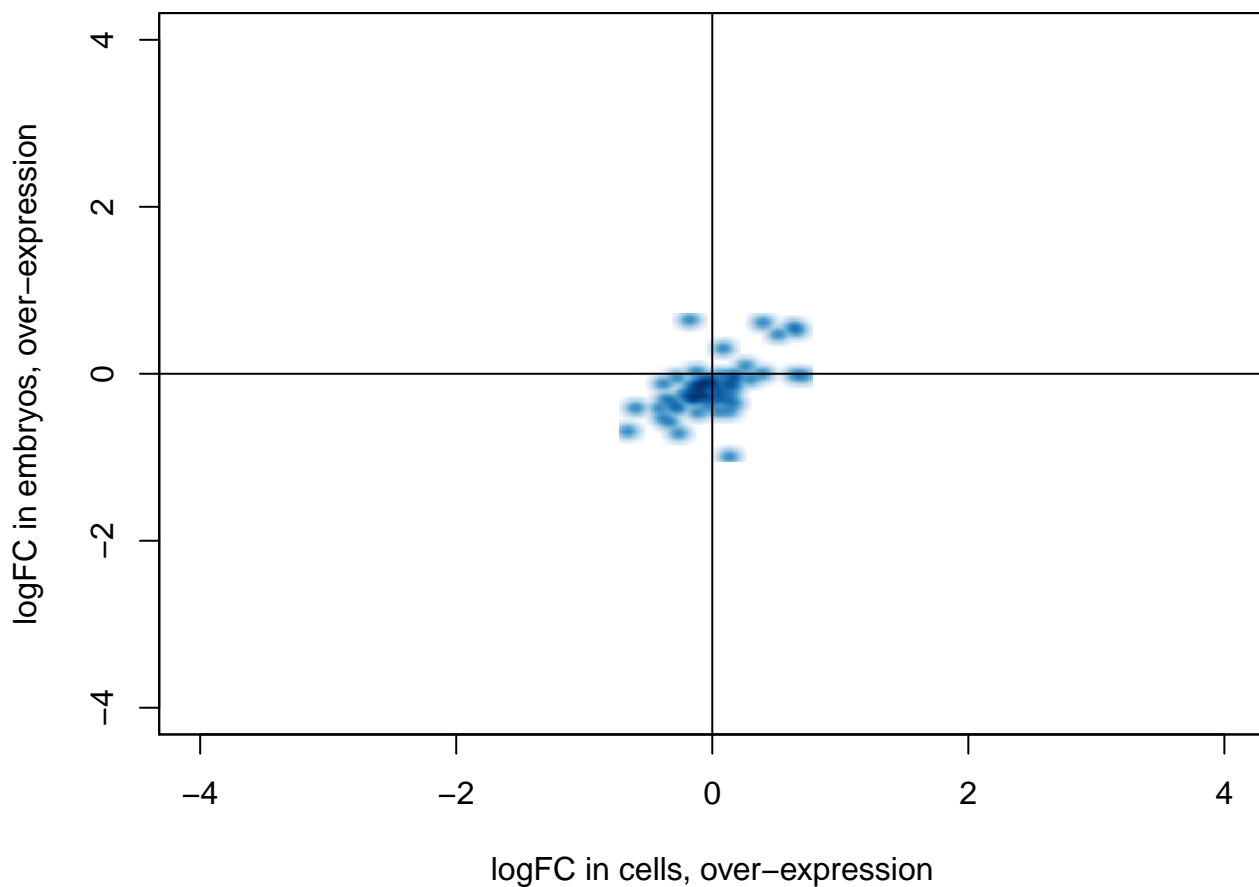

**genes in regulation of alternative nuclear mRNA splicing, via spliceosom**

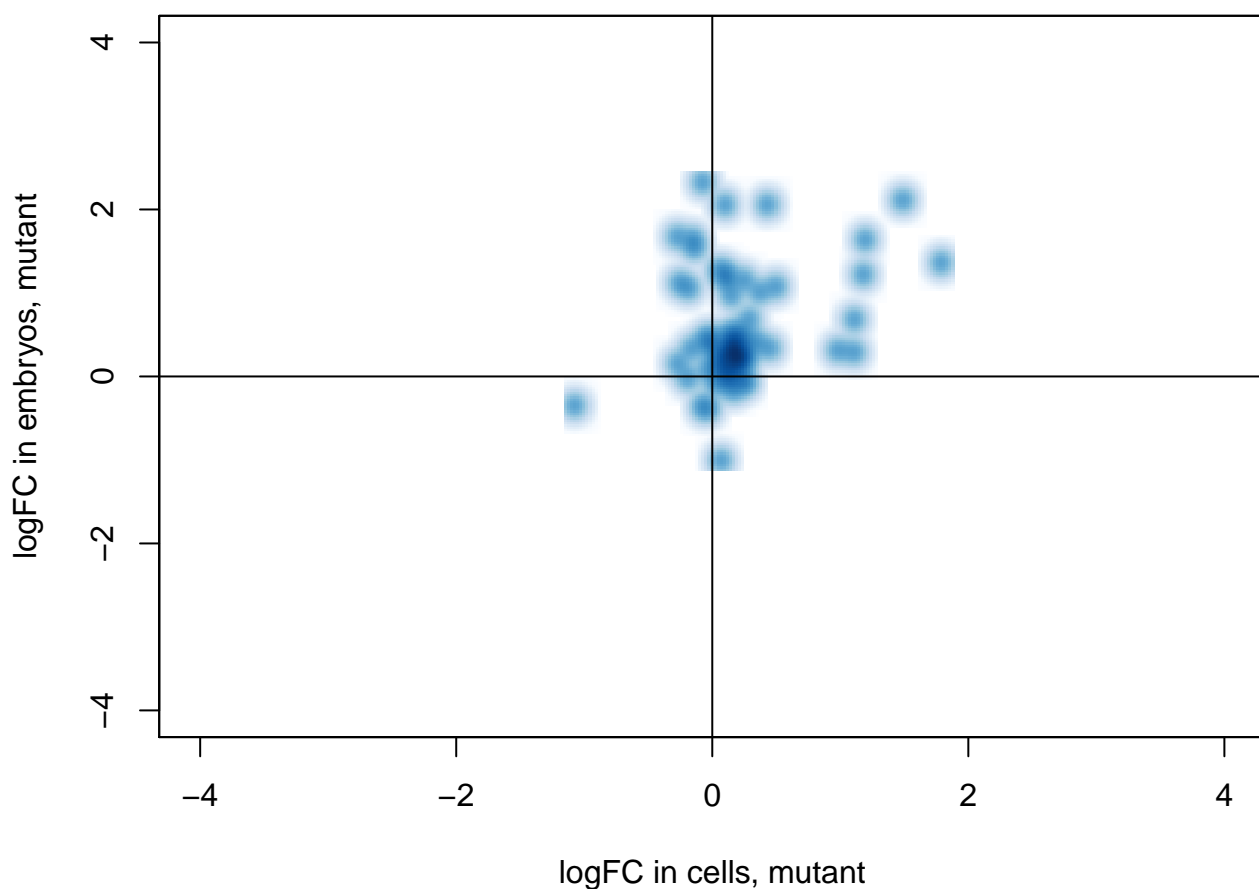

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

**genes in regulation of transcription from RNA polymerase II promoter**

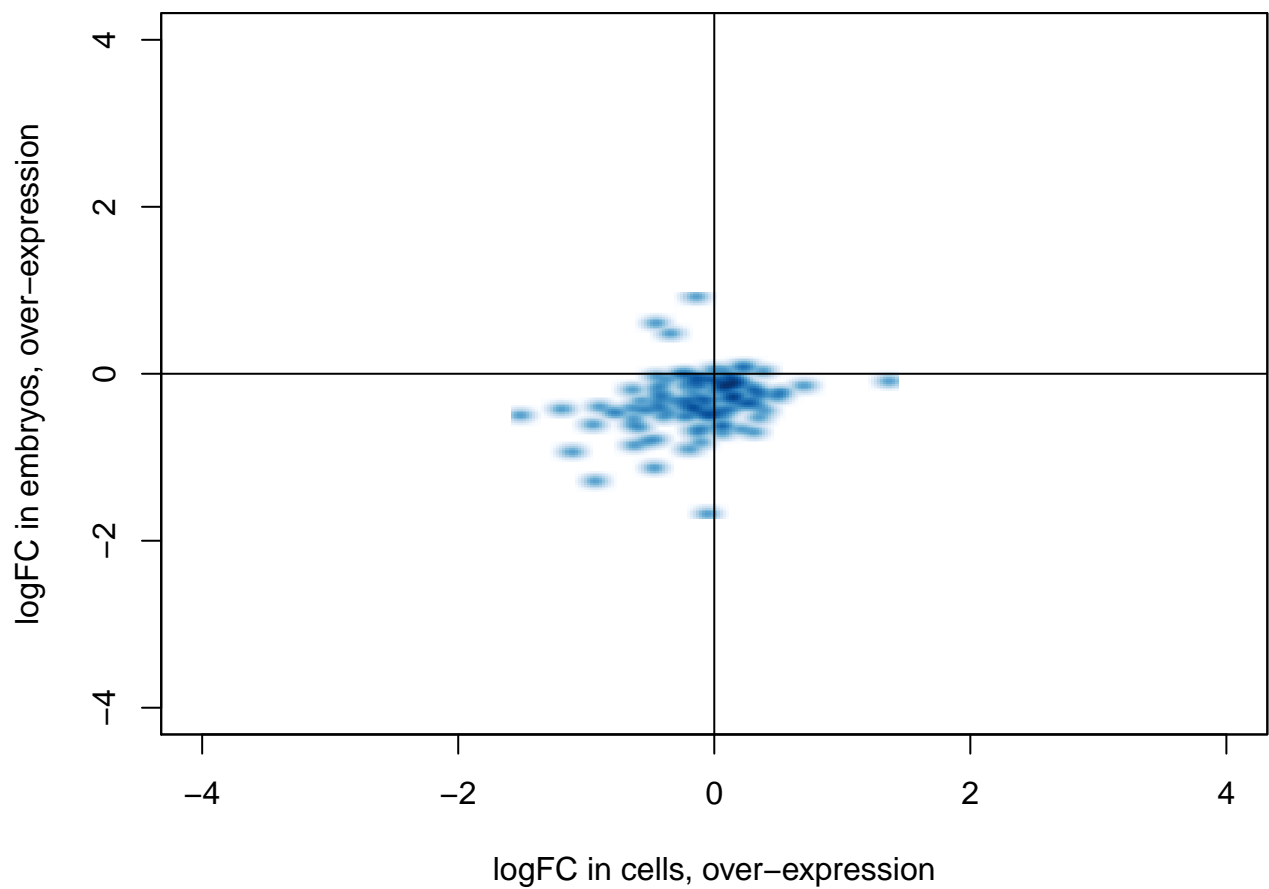

**genes in regulation of transcription from RNA polymerase II promoter**

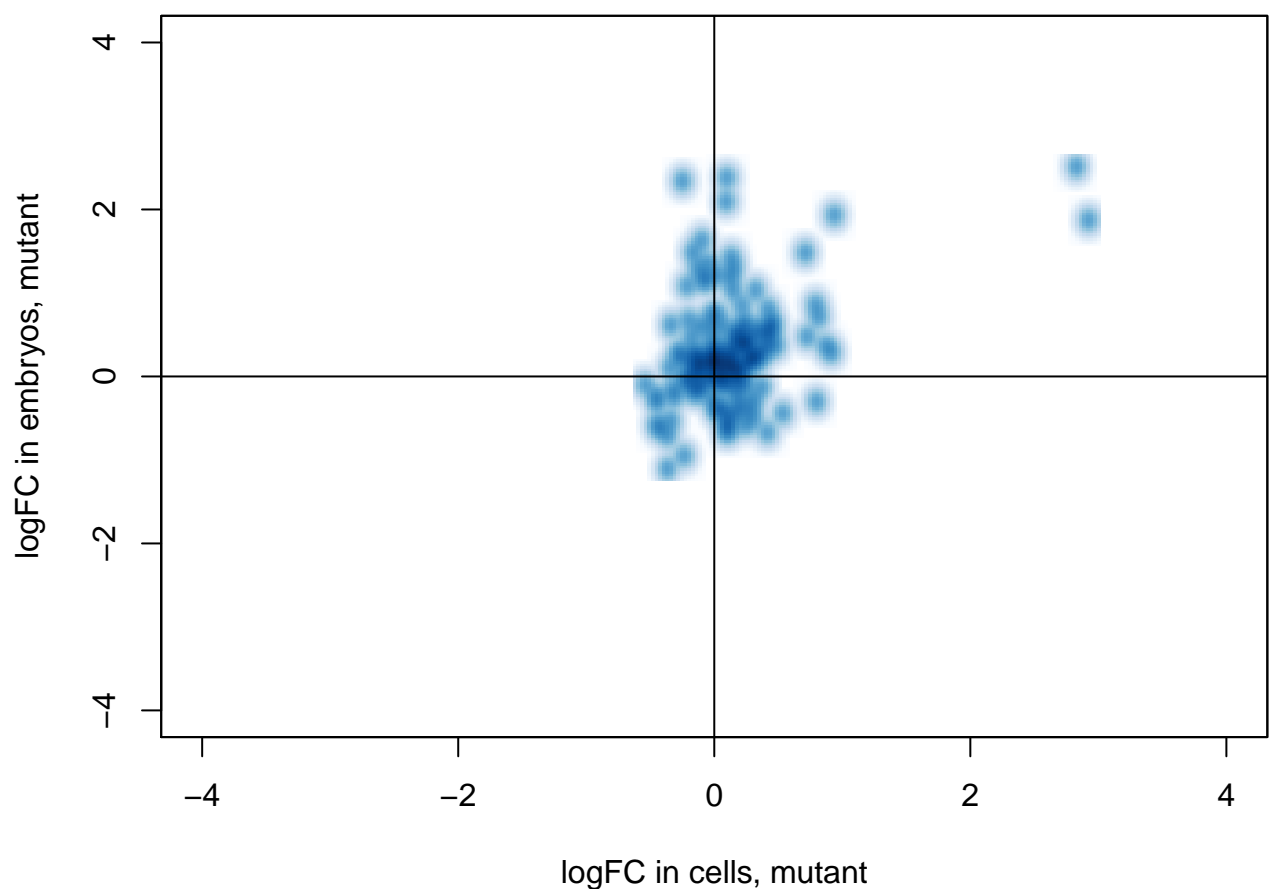

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

**genes in regulation of transcription, DNA-dependent**

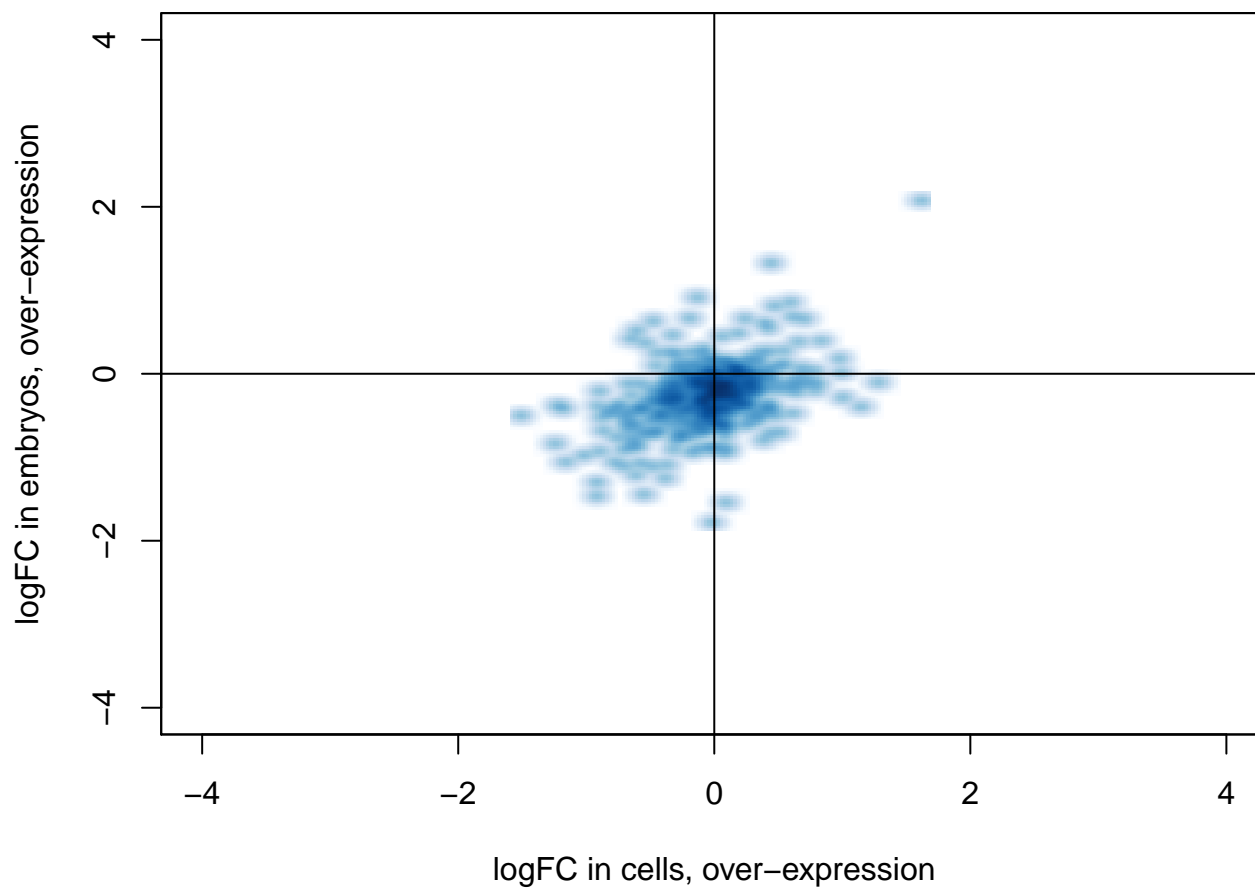

**genes in regulation of transcription, DNA-dependent**

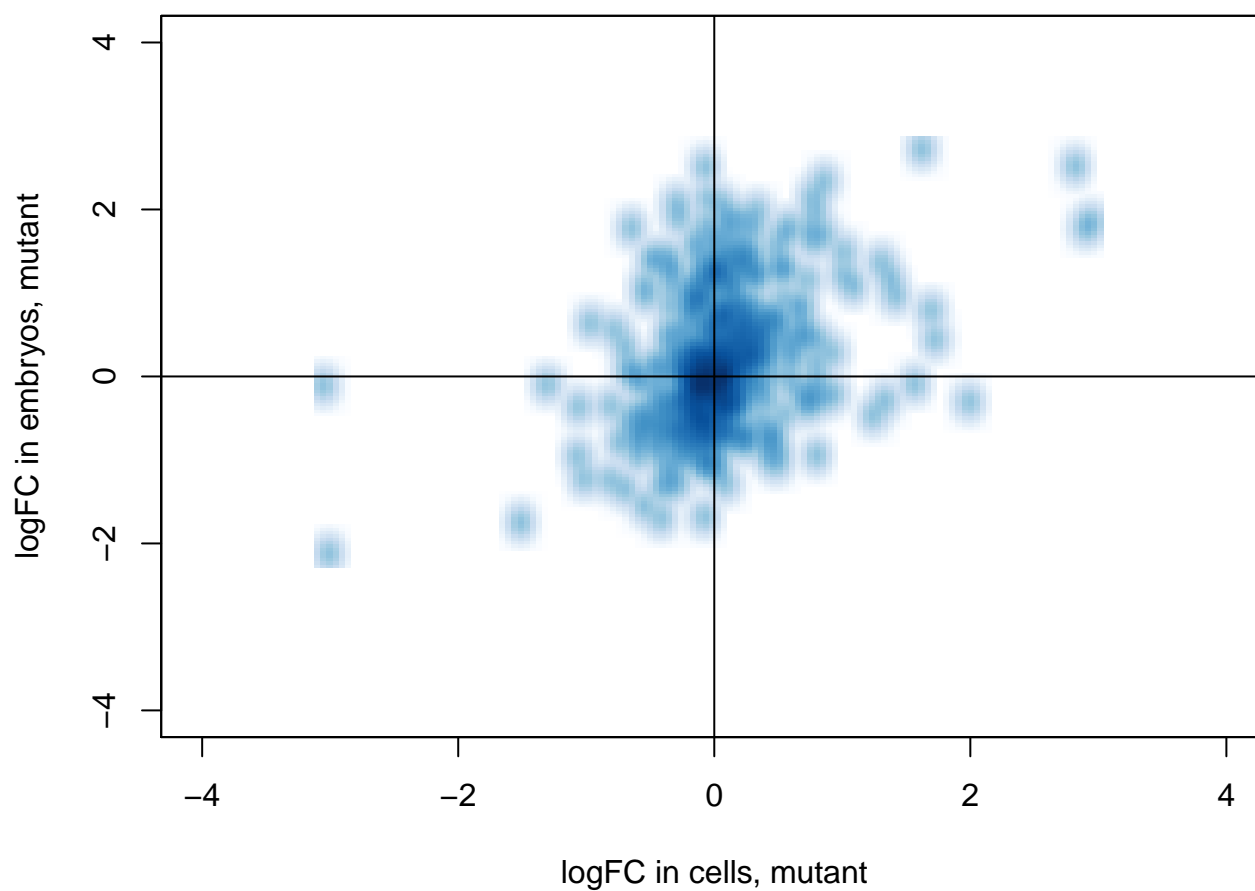

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in salivary gland cell autophagic cell death

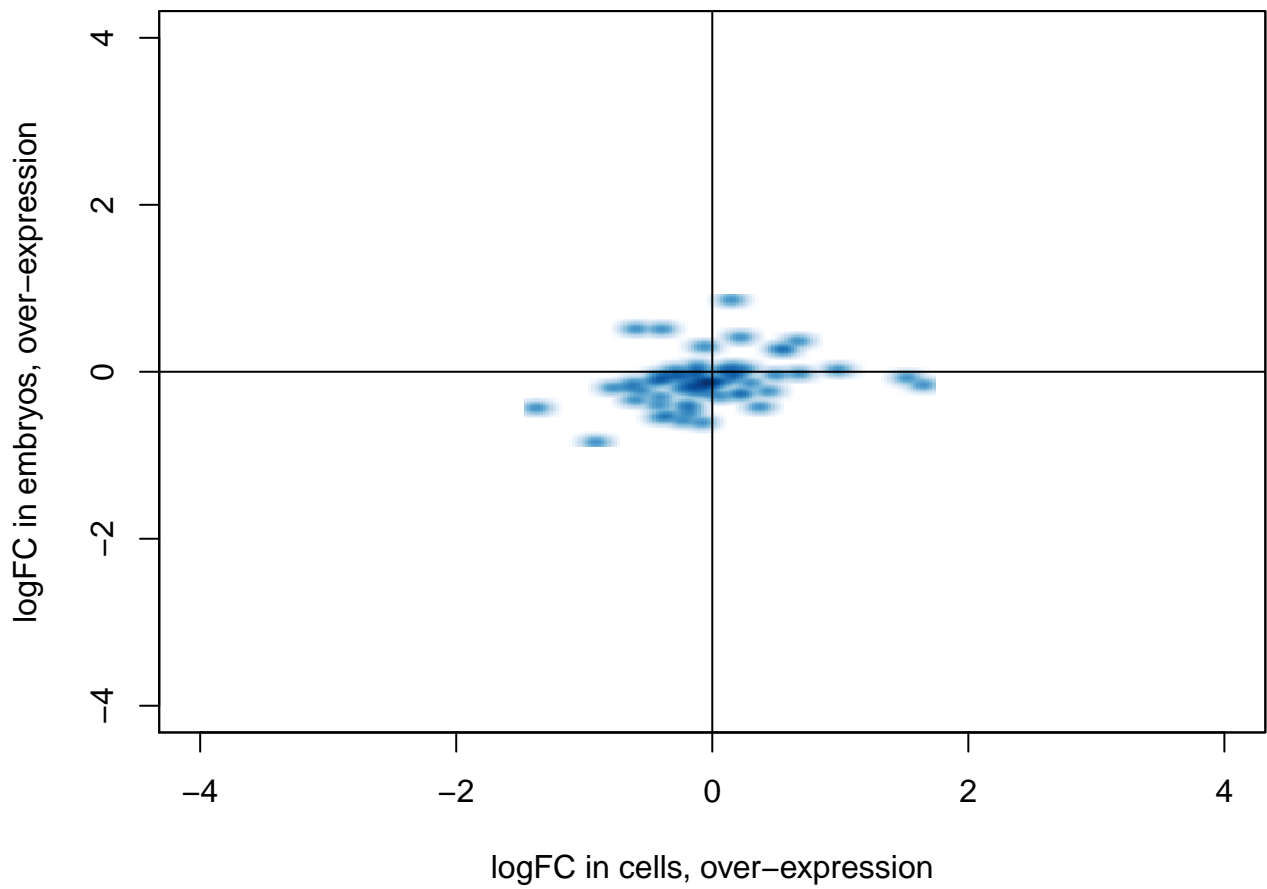

### genes in salivary gland cell autophagic cell death

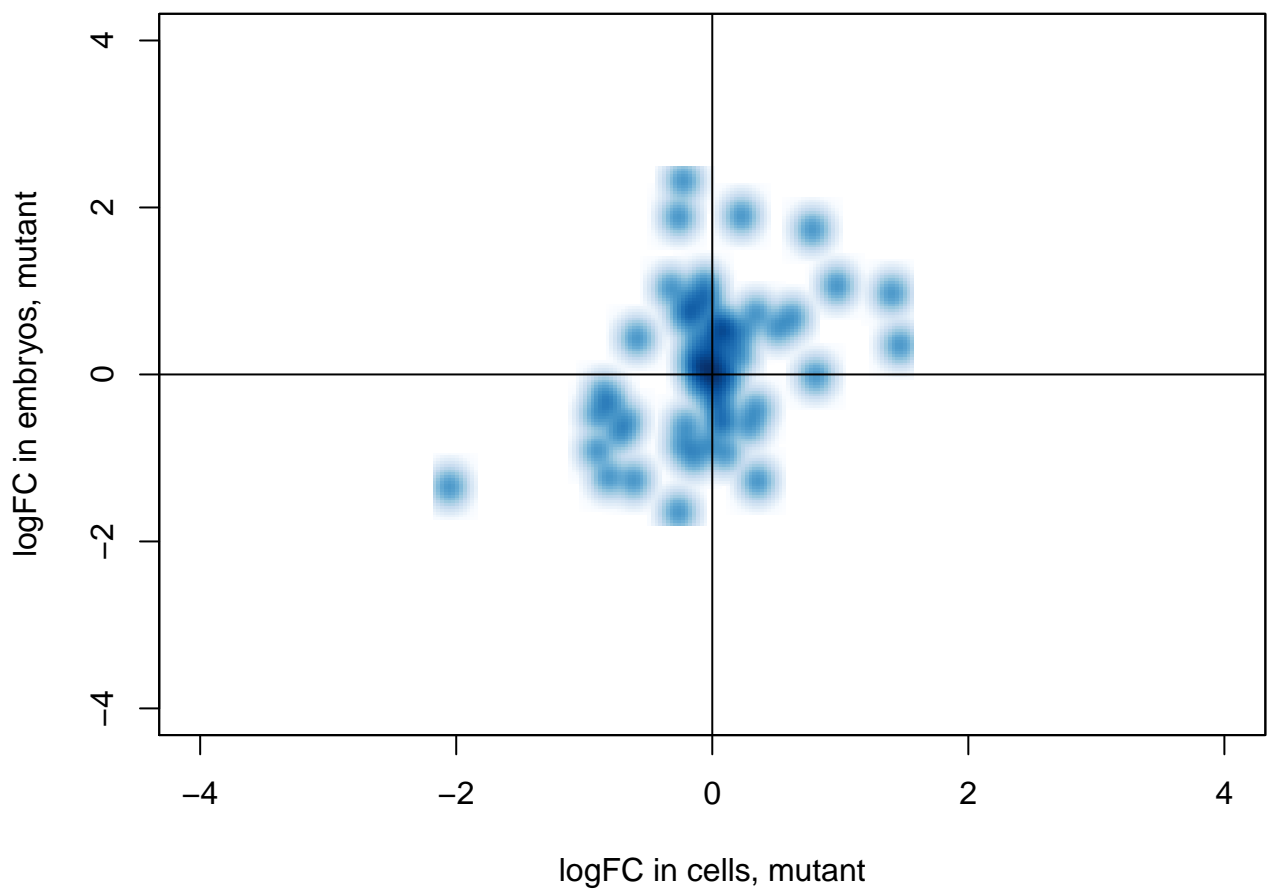

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in sensory perception of chemical stimulus

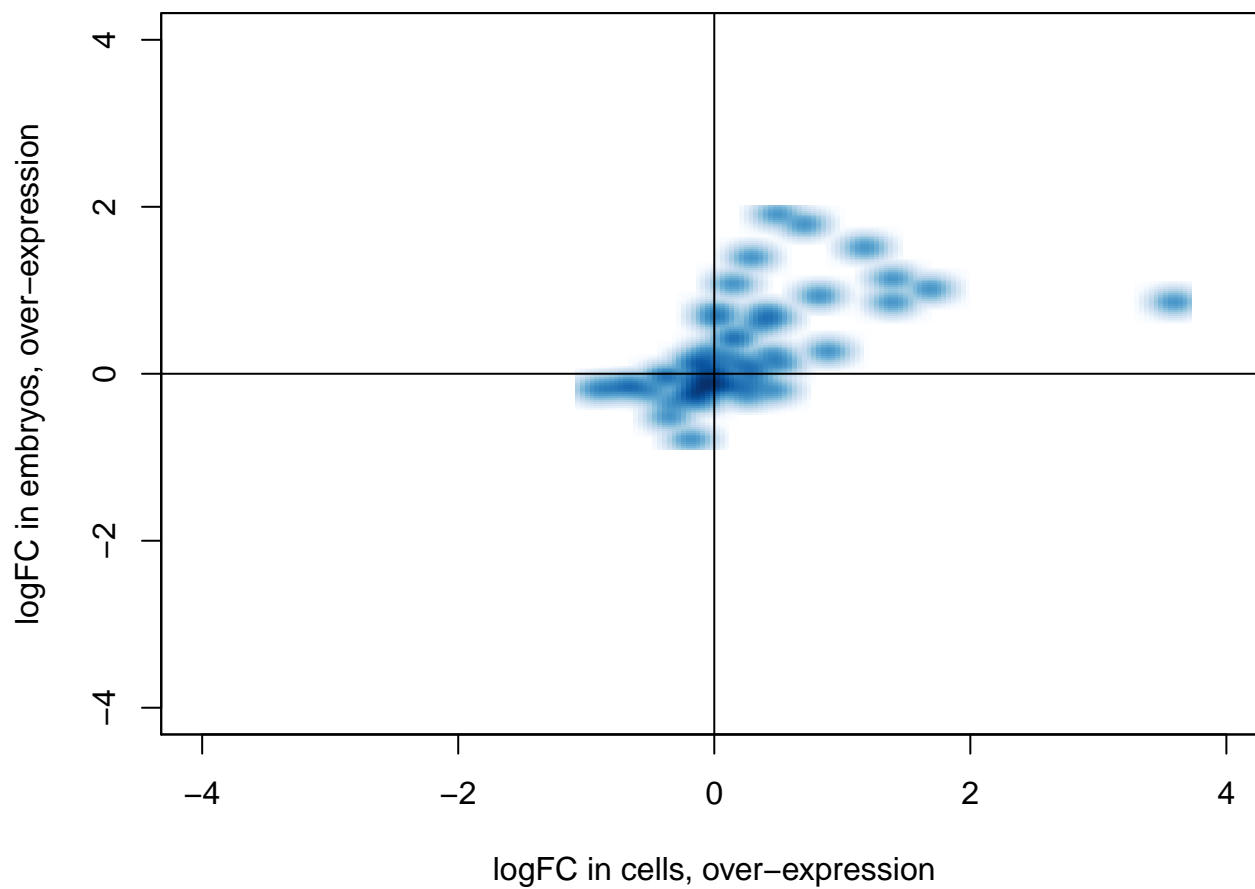

### genes in sensory perception of chemical stimulus

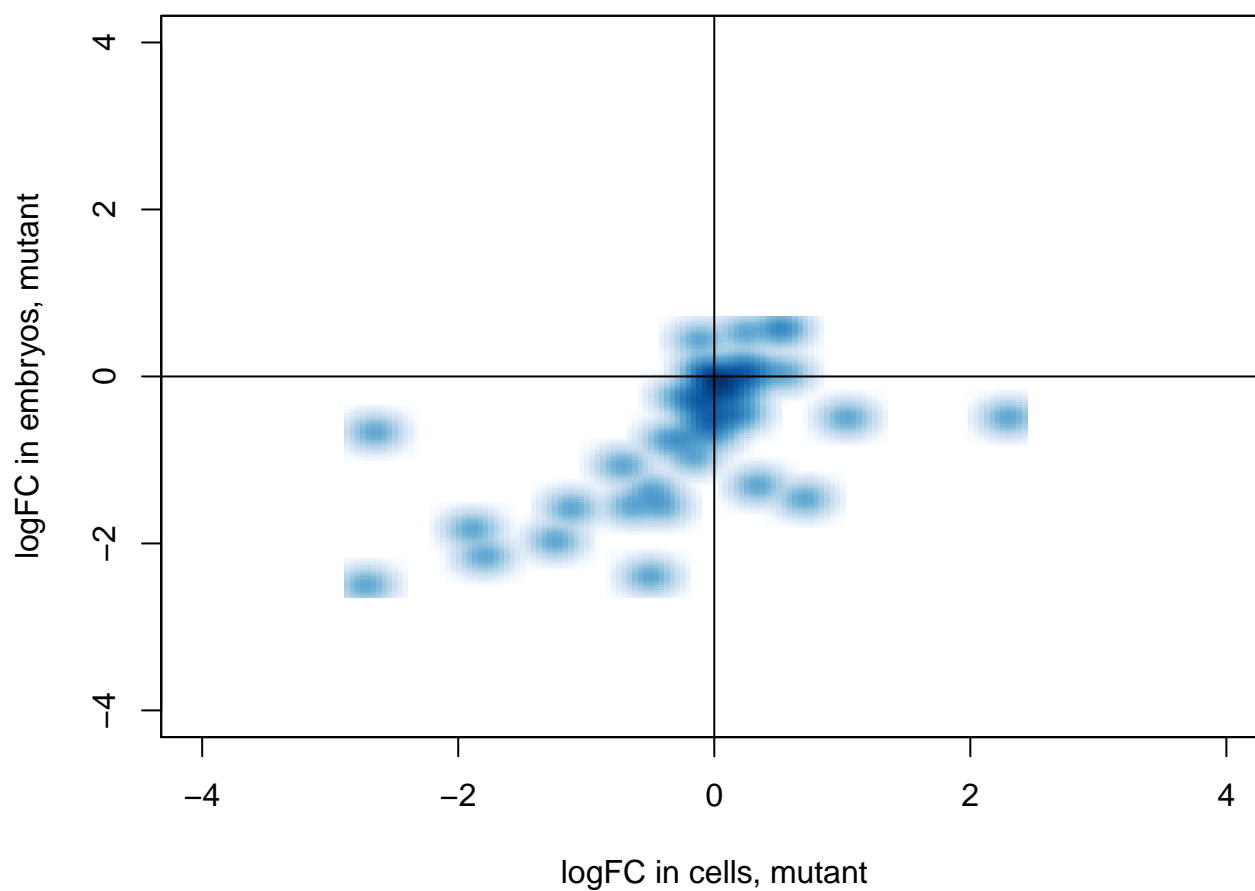

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in small GTPase mediated signal transduction

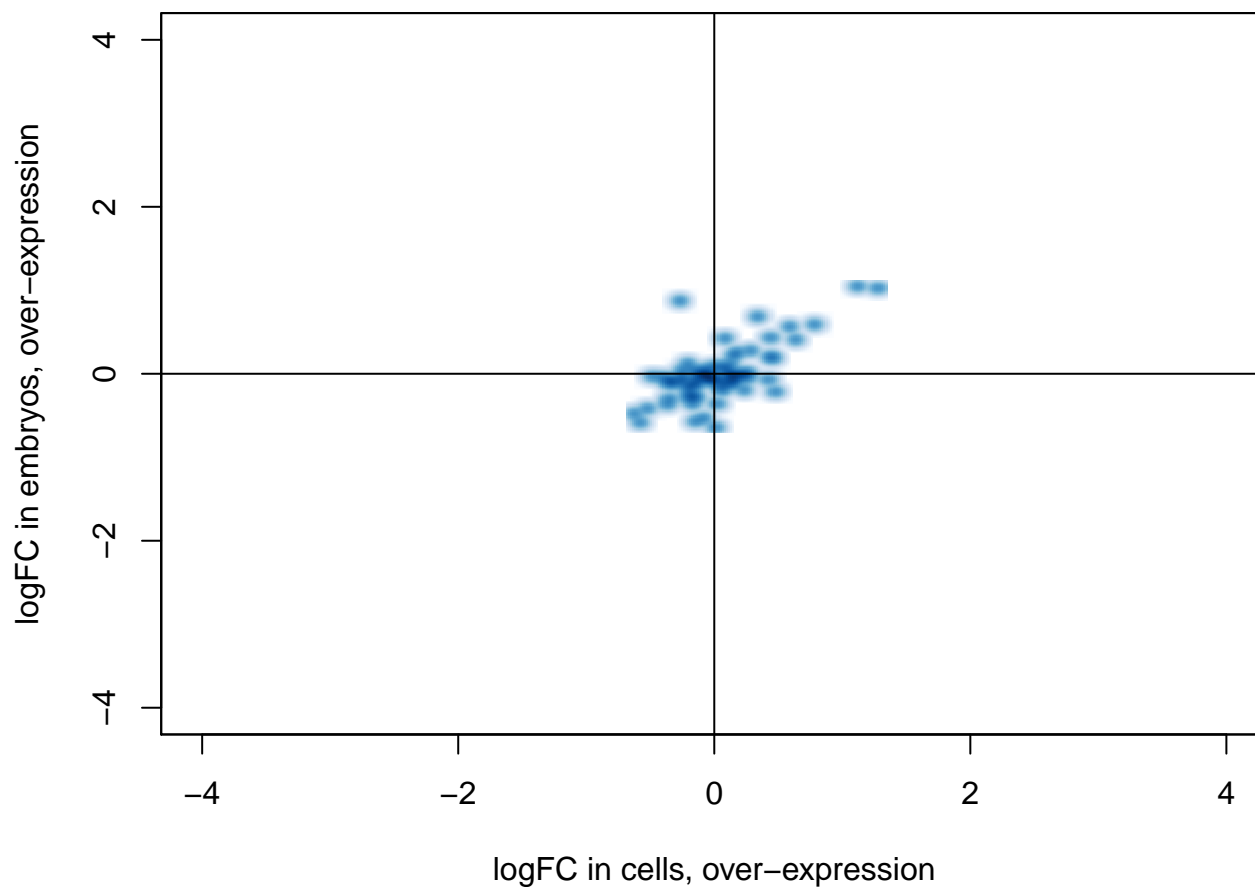

### genes in small GTPase mediated signal transduction

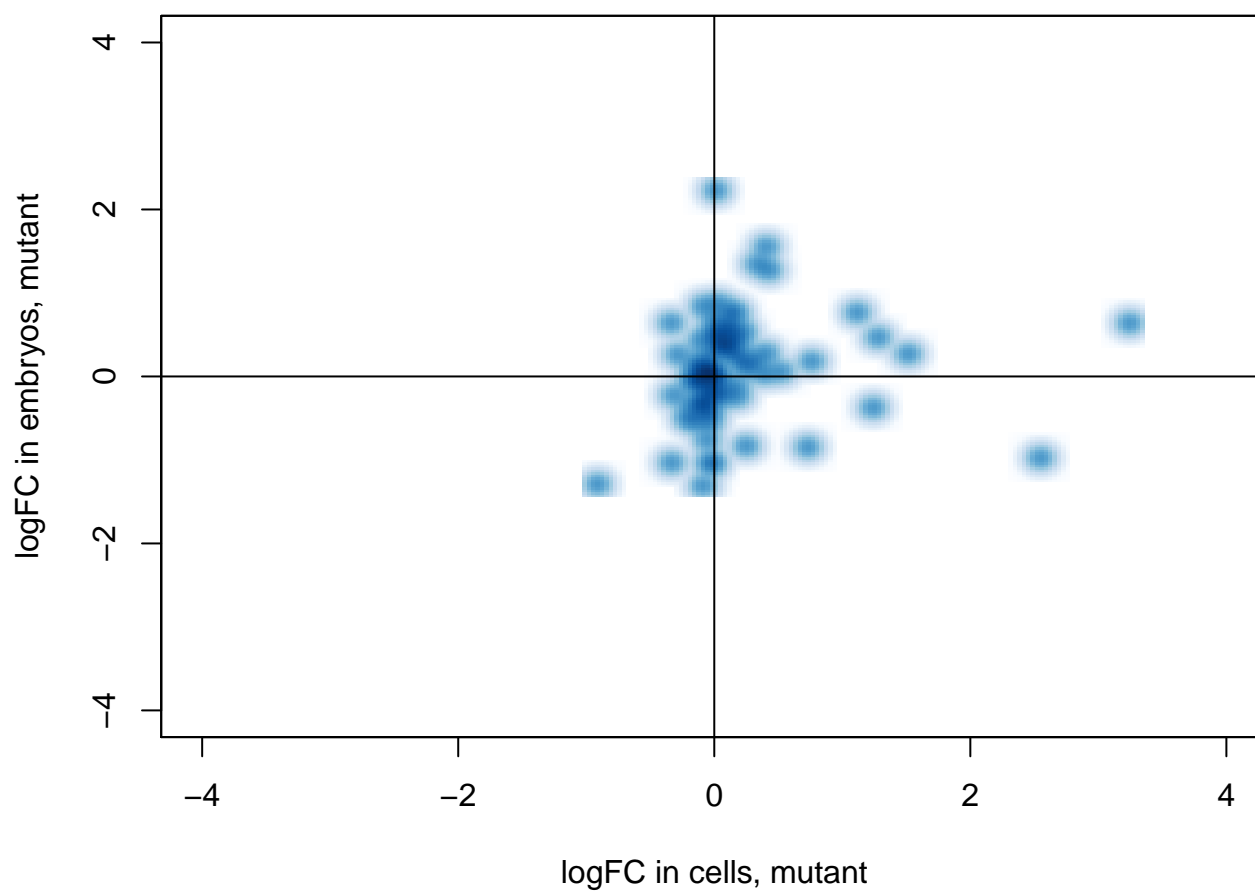

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in transcription initiation from RNA polymerase II promoter

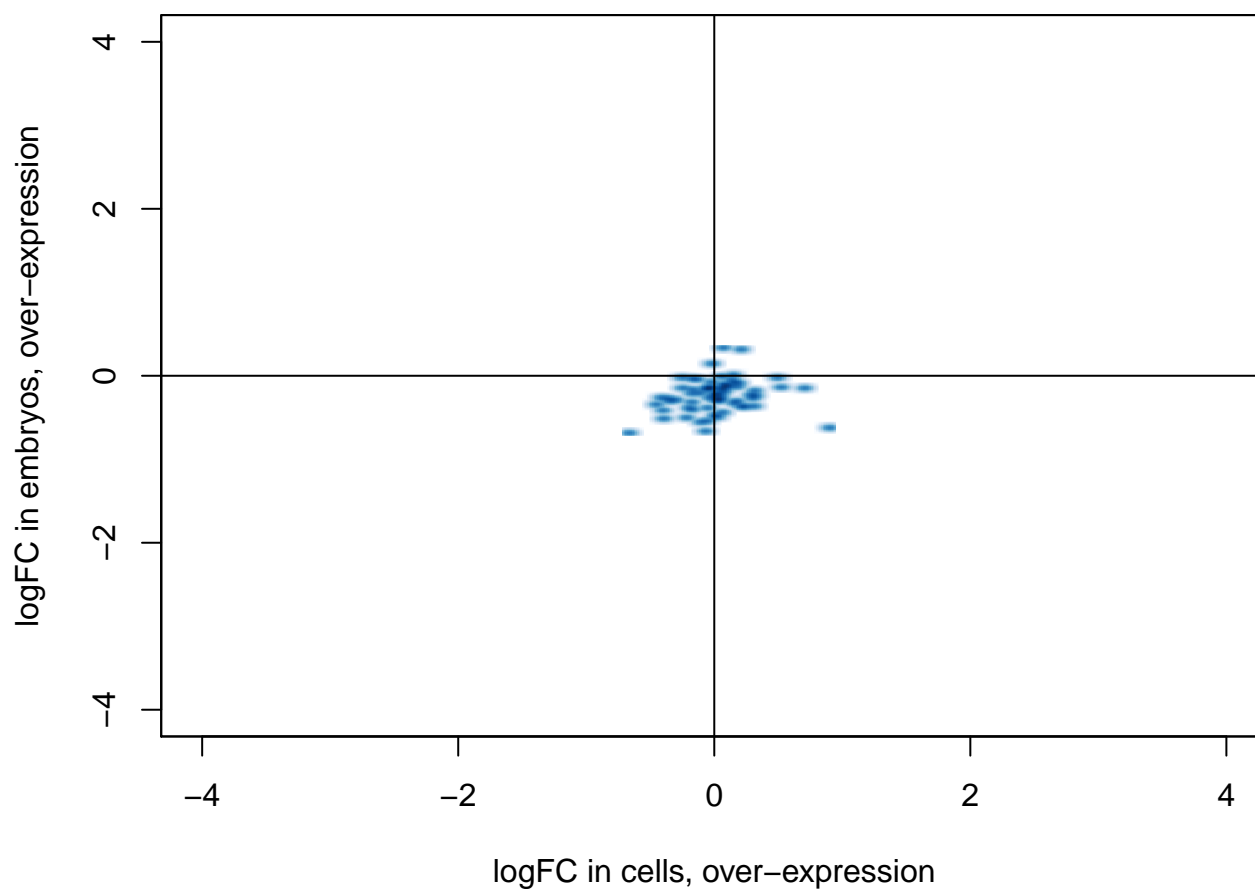

### genes in transcription initiation from RNA polymerase II promoter

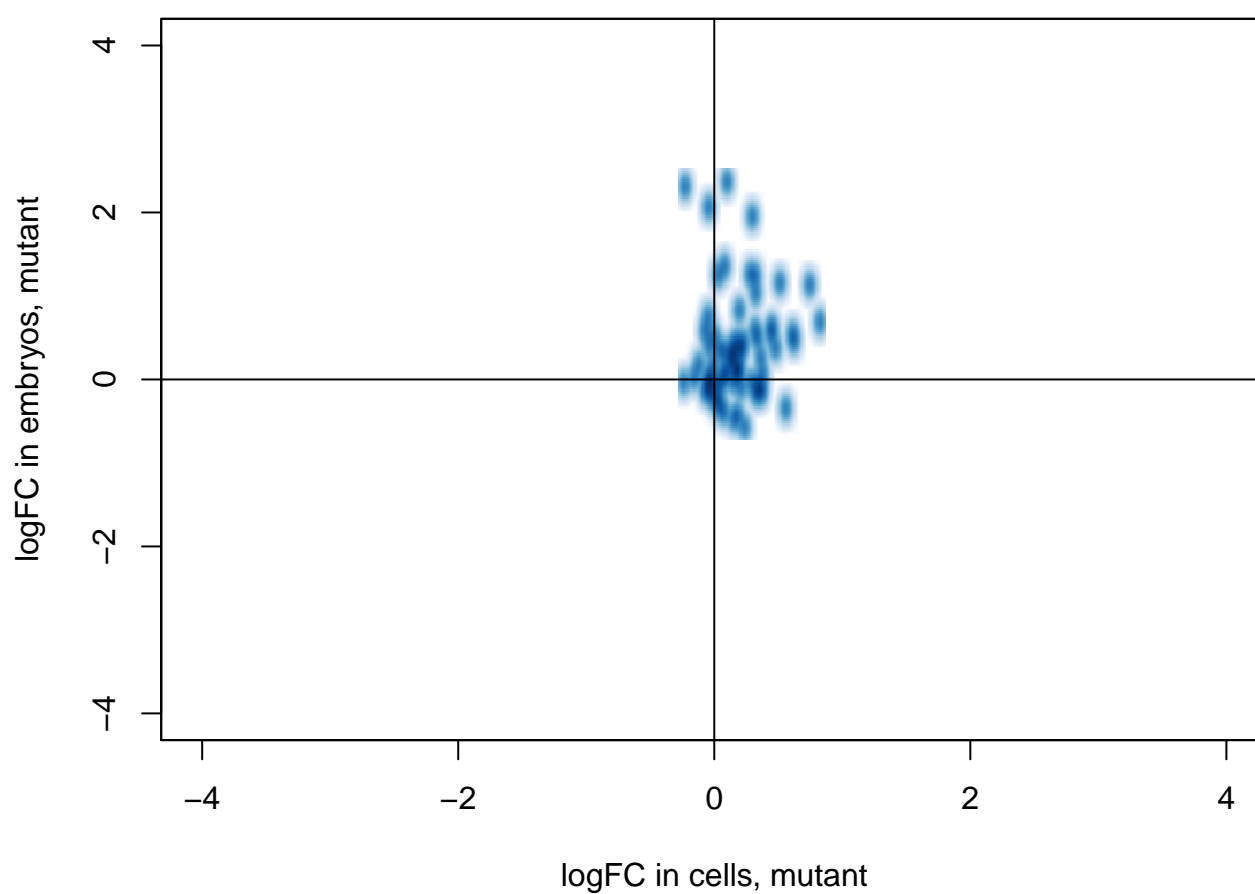

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

# Supplementary material for: Tramtrack Is Genetically Upstream of Genes Controlling Tracheal Tube Size in Drosophila
**Source:** PLoS One. 2011 Dec 22;6(12):e28985. doi: 10.1371/journal.pone.0028985

### genes in ubiquitin-dependent protein catabolic process

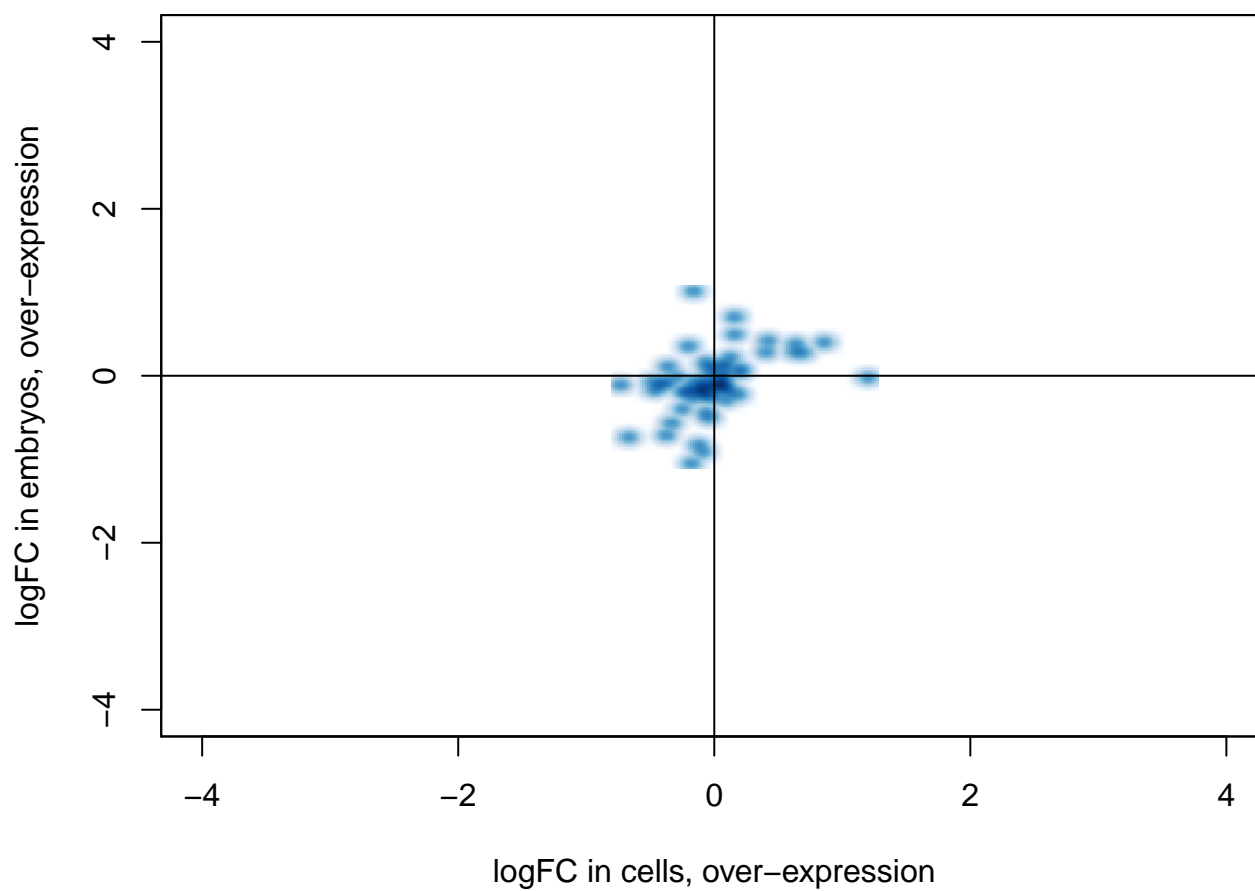

### genes in ubiquitin-dependent protein catabolic process

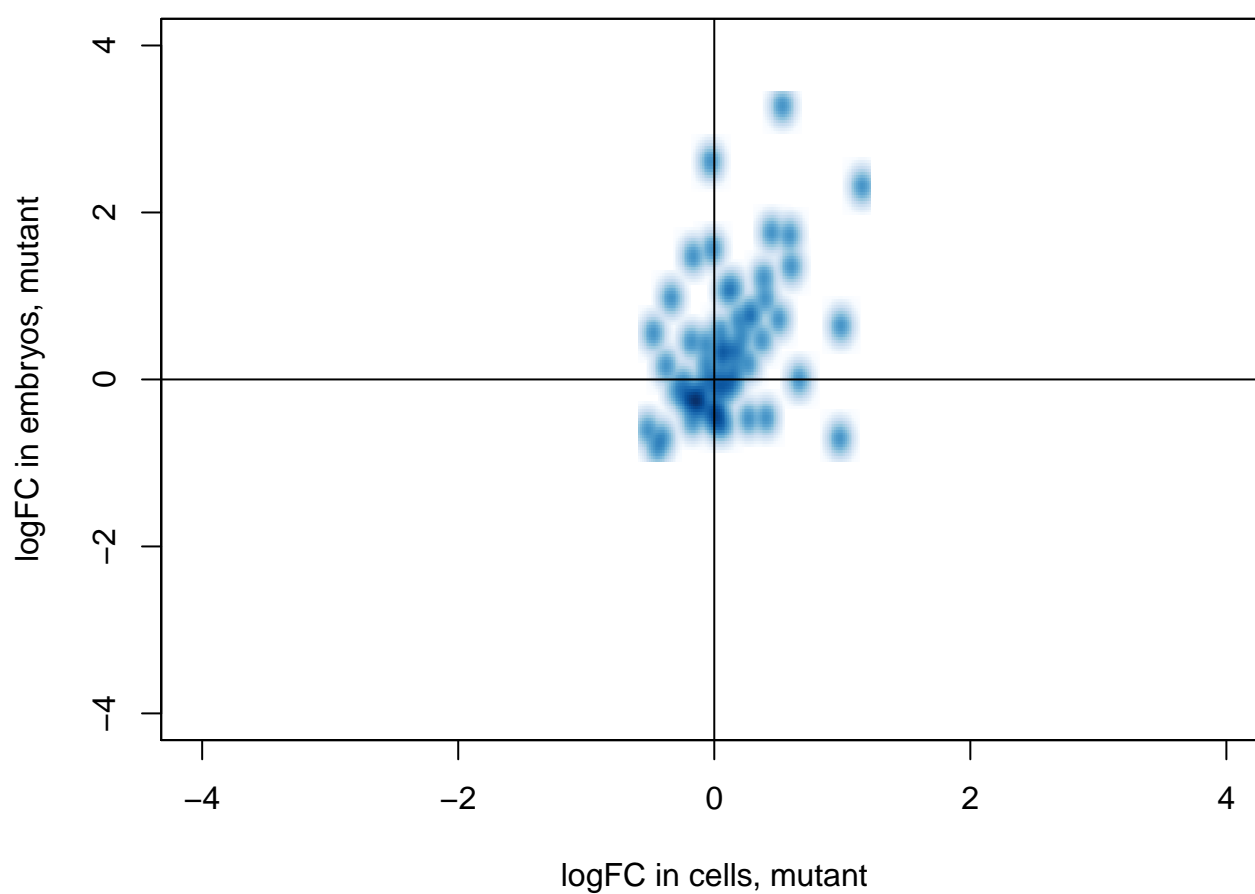

**Supplement:** File S1 — Archive (gzip2 compressed tar ball format) with 82 PDF files showing scatter plots for GO biological process terms with more than 50 annotated genes. Legend analogous to Figure 2. (BZ2)

How the deposited data were processed for this re-analysis (not part of the article)

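RNA from whole Drosophila embryos and from sorted cells with btl enhancer fluorescence was measured by the authors on 1-colour Affymetrix Drosophila Genome arrays. The mutant experiment has 9 arrays, 2 of control embryos, 2 of embryos labelled ttk mutant, 3 of control cells and 2 of cells labelled ttk mutant. The over-expression experiment has 10 arrays, 3 of control embryos, 3 of embryos labelled ttk over-expression, 2 of control cells and 2 of cells labelled over-expression. The groups were taken from the sample labels. The labels and the paper's methods differ in the amount of RNA, in the temperature and in the genotype of the over-expression control, and the strain given for both control cell samples of the over-expression experiment is that of the mutant. These samples were grouped by their titles, and their values for trh and twi lie close to those the paper gives for them.

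The authors processed the raw data in R and Bioconductor with an ENSEMBL based chip definition, so that the deposited table holds 1 value per array for each FlyBase gene. The deposited values were taken as log2 expression from their range, as the unit is not written beside them. The paper names no method of background correction or normalization for them, and Text S1 says that an early normalization between groups was avoided. Array medians lie close together within a group and apart between groups of the mutant experiment. Of the 19 columns, all are samples of the study. The 12679 genes were tested, and the 182 control features of the array were left out. No gene was filtered out for a low signal in the analysis given beside the claims.

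For each comparison, limma 3.58.1 in R 4.3.3 was fitted to the arrays of its 2 groups alone, with default empirical Bayes moderation and two-sided tests. Candidates follow the study's rule of an absolute log2 fold change of 1 or above and an unadjusted p of 0.05 or below, and Benjamini-Hochberg adjusted values over all genes are given beside them. The difference between the change in cells and in embryos was tested as a contrast of limma on all 4 groups of an experiment. Overlaps of candidate lists were tested with one-sided Fisher's exact tests against the 12679 genes, adjusted over the 16 pairs of lists. The lists of Table S4 that the copy held gives in full were tested with camera at a preset correlation of 0.01 between genes, in the comparisons on which they were not chosen, with adjustment over 9 tests. Correlations were taken across genes, without a p. With groups of 2 or 3 arrays, the smallest exact permutation p of a single value is above 0.05, so no such test was made.

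The named genes are those the paper's text, Tables 1 and 2, and Tables S2 and S7 name, where a name could be paired with a FlyBase number, and in each comparison the largest rises and falls among candidates whose groups do not overlap, at most 2 of each where no name can be given. Table S2 named 9 of them, and 105 FlyBase numbers could be matched to a locus in the gene table held, of which 2 had more than 1 symbol. Most genes of the paper's Table 2 could not be paired and are not reported here. Lists of marker genes for trachea, midline, mesoderm and muscle, haemocytes, amnioserosa, nervous system, fat body, endoderm and germ line were written. This was done after the paper's Table S3 was read, where haemocyte genes stand high, and before the deposited values were seen. A list was to be tested with at least 80% of its genes paired. Of the 9 lists 0 reached this, and the highest share was 28.6%. Outside this rule, and after the data were seen, the lists were counted by name among the lines of the paper's Table S3 that were held.

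The alternatives were centring each array on its median, quantile normalization over the arrays of the comparison, leaving out genes with a mean below the 25th percentile or below the median, all 4 groups in one fit, a Cyber-T style test with a window of 101 genes and a confidence of 10, a linear model without moderation, an intensity trend, the replicate number as a block, an adjusted p as threshold, a log2 fold change of 1.5 as threshold, fry and an estimated correlation in place of camera, all control arrays of both experiments together, and leaving out each array in turn. The comparisons, tests, thresholds, lists and these alternatives were chosen before the deposited values were examined. Keeping the control features in the fit, and fry on centred arrays, were added after the data were seen. A count under an alternative was taken as unchanged within 1.5 times the count given at the claim.

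The precision is set by 2 or 3 arrays per group. The pipeline was tested on simulated data in which 200 of the genes changed by 2 on the log2 scale. Each gene had a single moderated spread, pooled over the groups of the fit, and noise was independent between genes. These data hold neither an unequal spread of groups nor deviations shared between genes. Their counts without change are therefore no measure of chance in the real arrays. The over-expression embryos were also split in all 10 ways into 3 and 3 arrays. Expression-matched random lists, 10000 of them with a fixed seed, served to place the lists of Table S4 in the difference between the control embryo arrays.

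The S2 cell experiment, the quantitative PCR, the expression database used for the tissue annotation and the remaining lists of Table S4 were not analysed here. Of Table S3 the copy held gives the first 1996 of 18952 lines.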

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

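The tests with centred arrays and with each array left out were chosen before the result was seen, and the comparison of the sorted values of the groups was chosen after it.

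The change in arrays labelled ttk mutant differed between sorted cells and whole embryos for 1954 of 12679 genes (limma on all 4 groups, adjusted p of 0.05 or below), and drew attention because the same contrast had different effects in the materials by a test of the difference itself. Of these, 59 changed more positively and 1895 more negatively in cells, 5118 genes had an unadjusted p under 0.05, and the median difference over all genes was −0.87. With each array centred on its median 31 genes remained, 25 more positive and 6 more negative, all of them among the 1954, and after quantile normalization 63 were called, 58 of them among the 1954. This is consistent with a shift common to most genes of a group as the source of most of the difference. The sorted values of mutant and control cells lie a median of 0.713 apart, against a median of at most 0.0761, and a largest distance of 0.277, between arrays within these groups, which fits a normalization within each group that leaves differences in labelled RNA between the groups. The count also rests on single arrays. It was 0 without mutant embryo replicate 1, control cell replicate 1, control cell replicate 3 or mutant cell replicate 1, where 3307, 4014, 4079 and 3512 genes had an unadjusted p under 0.05. It was 5 without mutant cell replicate 2, 34 without mutant embryo replicate 2, 1119 without control cell replicate 2, 3784 without control embryo replicate 2 and 4794 without control embryo replicate 1. In simulated data 12.5% of the genes with a difference of 2 on the log2 scale were found, so that genes not called may still differ. A difference between the materials in the response to ttk stays open for the 31 genes and was not tested further. A true shift of total RNA in the mutant cells cannot be read from these arrays. The paper's methods take the same amount of RNA and cDNA for every sample.

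The change in arrays labelled ttk over-expression differed between cells and embryos for 9 genes by the same test, 8 more positive and 1 more negative in cells, with 1296 genes at an unadjusted p under 0.05. The gene with the lowest adjusted p was FBgn0039307, with a log2 fold change of −2.74 in cells and −5.63 in embryos (adjusted p of the difference 0.0232 from limma). The gene that was more negative in cells was FBgn0034582, with 0.28 in cells and 2.38 in embryos (adjusted p 0.0310), which was singled out after its values were seen. The lowest count with 1 array left out was 0, and this was reached without control embryo replicate 1, replicate 2 or replicate 3, or control cell replicate 2, where 957, 888, 939 and 921 genes had an unadjusted p under 0.05. It was 1 without over-expression embryo replicate 3, 5 without replicate 1 and 90 without replicate 2, and 36 and 58 without over-expression cell replicate 1 and replicate 2. Without control cell replicate 1 it was 11, but 2 of these were more positive and 9 more negative in cells, and 2 were among the 9 genes. A source in single arrays is consistent with these values, though no 1 array alone stands out and each array left out also lowers the power of the test. With centred arrays 4 genes were called and with an intensity trend 25, which hold all 9. Under quantile normalization and without moderation limma and the linear model called 0, with 1239 and 1380 genes at an unadjusted p under 0.05. A difference between the materials is named by the design and stays open as untested. In simulated data 76% of the genes with such a difference of 2 were found.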

How the results depend on the processing

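Only fry on centred arrays and the fit with control features were chosen after the data were seen. Over the alternatives, summary results were unchanged in 208 cases, moved in 115, weaker in 18, stronger in 4 and reversed in 3. For single genes the numbers were 522 unchanged, 41 weaker, 11 stronger and 8 reversed. The cause was not tested, except where the construction of an alternative gives it, as fewer genes tested with dim genes left out, a stricter threshold, or fewer arrays.

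With each array centred on its median, candidates in mutant cells numbered 1235, the same-direction share of mutant candidates was 81.6%, enrichment in the mutant controls 74 genes, and the differences between cells and embryos 31 genes in the mutant and 4 in the over-expression experiment. The cell fate list then passed in mutant embryos (adjusted p 0.0464) and no longer in mutant cells (0.150). Adp reversed to 0.24 in the mutant controls and 0.79 in the over-expression controls, and the ttk enrichment in the over-expression controls to 0.60. Quantile normalization gave 1179, 81.0%, 62 genes, and 63 and 0 genes in the same order, the cell fate list in mutant cells an adjusted p of 0.129, and Adp 0.14 and 0.59.

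Without genes below the 25th percentile, over-expression embryos had 258 candidates, the mutant same-direction share was 61.2%, mutant enrichment 117, the differences 74 and 3 genes, and the oocyte list in over-expression embryos an adjusted p of 0.0699. Without genes below the median, candidates fell to 586 in mutant embryos, 1254 in mutant cells, 47 in over-expression embryos and, rounded, to 1.0e+02 in over-expression cells, where 70 were higher and 31 lower, shared candidates to 92 and 12, the same-direction shares were 54.4% and 78.7%, pairs of lists past the threshold 5, enrichment 36 and 5542, and differences 313 and 21.

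All 4 groups in one fit gave 1988 candidates in mutant embryos, 485 shared mutant candidates, a same-direction share of 53.1% and a mutant enrichment of 2355. The Cyber-T style test gave 2067 candidates in mutant embryos, 652 in over-expression embryos and 512 in over-expression cells, 657 and 175 shared, and a mutant enrichment of 1213. Without moderation the counts were 582, 252 and 164, with 127 and 33 shared, 60.6% of the same direction, 3 pairs of lists, a mutant enrichment of 483 and 0 over-expression differences. An intensity trend gave a mutant enrichment of 824 and 25 over-expression differences. All controls of both experiments in one fit gave an enrichment of 6509 genes.

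The replicate numbers are shared between groups by number alone. Deviations of arrays with the same number correlated across genes with r of 0.463 in mutant embryos, 0.132 and −0.383 in mutant cells, −0.320, 0.353 and 0.412 in over-expression embryos and 0.111 in over-expression cells, and between cells and embryos with 0.164 and 0.435 in the mutant controls and −0.127 and 0.0521 in the over-expression controls. As the signs differ between comparisons, the numbers were not taken as pairs, though in mutant embryos and in the mutant controls they are positive and pairs are not excluded. With the number as a block, mutant embryos had 2028 candidates, 591 were shared, limma called 0 genes in mutant cells after adjustment (4908 genes at an unadjusted p under 0.05) instead of 5984, the mutant enrichment was 0 with limma (2516 genes at an unadjusted p under 0.05) and the differences 0 (3886 genes) and 2, and the cell fate list in mutant embryos had an adjusted p of 0.0171.

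An adjusted p as the threshold left 0 candidates in mutant embryos and 0 in over-expression cells with limma, where 1697 and 1485 genes had an unadjusted p under 0.05, 39 in over-expression embryos, 0 and 0 shared, 0 pairs of lists, and same-direction shares of 65.9% and 92.3%. A log2 fold change of 1.5 left 595 and 1119 candidates in mutant embryos and cells, 227 and 134 in over-expression embryos and cells, 123 and 32 shared, 2 pairs and a mutant same-direction share of 70.5%.

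Under fry the adjusted p was 0.560 for the chitin list in mutant embryos, 0.120 and 0.120 for the oocyte list in mutant cells and over-expression embryos, and 0.888 and 0.120 for the cell fate list in mutant and over-expression cells. With the estimated correlation these were 0.622, 0.111, 0.298, 0.298 and 0.298. On centred arrays fry gave 0.351, 0.0301, 0.286, 0.305 and 0.160.

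With each array left out in turn, the ranges were 219 to 4648 candidates in mutant embryos, 2053 to 3228 in mutant cells, 251 to 687 in over-expression embryos and 314 to 953 in over-expression cells. Shared candidates ranged from 76 to 1227 and from 53 to 135, same-direction shares from 51.7% to 65.8% and from 61.4% to 81.6%, and pairs of lists from 4 to 10. Enrichment ranged from 0 to 3777 and from 9138 to 9705, and the differences from 0 to 4794 and from 0 to 90. Adjusted p ranged for the chitin list from 7.05e-05 to 0.0179 in mutant embryos, 0.541 to 0.885 in mutant cells and 0.00675 to 0.736 in over-expression cells, for the oocyte list from 9.89e-07 to 0.00106 in mutant cells, 0.000764 to 0.110 in over-expression embryos and 0.295 to 0.740 in over-expression cells, and for the cell fate list from 0.000842 to 0.558 in mutant embryos, 8.03e-06 to 0.0222 in mutant cells and 1.50e-05 to 0.00174 in over-expression cells. The chitin list reversed in over-expression cells without over-expression replicate 1 (0.0251) and control replicate 2 (0.736), and the cell fate list in mutant embryos without control replicate 2 (0.558). In the mutant controls Adp ranged from −0.67 to 0.0604, btl from −0.00280 to 1.18 and ttk from −0.97 to 1.48, each reversing without control embryo replicate 2. Where a group is left with 1 array, that array is assumed to vary like the other group.

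A pseudocount and a choice of 1 feature per gene were not run, since the values are log2 and 1 per gene, and the marker lists had too few genes paired. No measure of background was used, so what the signal over background limits was not tested apart from the dim genes left out.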

Differences from the paper's values

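The comparisons with alternatives name those chosen before the data were examined, and those not named in a sentence gave values that still differed. Values of the paper are marked as such.

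A count at a threshold of 1.5 is set against the paper's count at a threshold of 1 and is lower by construction, as are counts with an adjusted p or with fewer genes, so these settings do not show that the values meet. At 1.5 in both, the paper's Table S1 counts 460 candidates in mutant cells and 326 in mutant embryos, against 1119 and 595 here.

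The paper counts 761 candidates in mutant cells, against 2840 here, and a log2 fold change threshold of 1.5 comes within range with 1119. In mutant embryos the paper counts 676, against 1246 here, within range after quantile normalization (1005), without genes below the 25th percentile (972) or the median (586), without moderation (582) and at a threshold of 1.5 (595). The paper's shared count is 182, against 312 here, within range without genes below the 25th percentile (250), without moderation (127), at a threshold of 1.5 (123), and without mutant embryo replicate 2 (136), control cell replicate 1 (271), mutant cell replicate 1 (237) or mutant cell replicate 2 (245).

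In Table 1 the paper's count of genes higher in mutant cells is 515, against 293 here, within range with centred arrays (656) and quantile normalization (658). Its count of genes lower in mutant cells is 254, against 2547 here, and no alternative comes within range. The paper thus has more genes higher than lower in mutant cells, and the values as deposited the reverse, while the order is the paper's with centred arrays (656 higher and 579 lower) and after quantile normalization (658 higher and 521 lower). Its count higher in mutant embryos is 422, against 1070 here, within range after quantile normalization (599), without genes below the median (525), without moderation (530), at a threshold of 1.5 (517) and without mutant embryo replicate 2 (287). For genes lower in mutant cells and embryos the paper gives 35, against 102 here, within range without genes below the median (41), without moderation (26), at a threshold of 1.5 (40) and without mutant embryo replicate 2 (41).

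The following pairs of lists from Table 1 differ as well. For genes lower in over-expression cells and lower in mutant cells the paper has 7 and the count here is 21, within range after quantile normalization (10) and without genes below the median (6). For lower in over-expression cells and higher in mutant cells the paper has 13 against 7 here, within range with centred arrays (15), quantile normalization (15) and the Cyber-T style test (13). For lower in over-expression cells and lower in mutant embryos the paper has 4 against 2 here, within range with all 4 groups in one fit (3). For lower in over-expression cells and higher in mutant embryos the paper has 7 against 12 here, within range without genes below the 25th percentile (7). For higher in over-expression cells and lower in mutant cells the paper has 17 against 66 here, within range after quantile normalization (25) and at a threshold of 1.5 (21). For higher in over-expression cells and higher in mutant cells the paper has 30 against 15 here, within range with centred arrays (23), quantile normalization (26) and the Cyber-T style test (25).

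Genes lower in over-expression embryos and lower in mutant cells number 4 in the paper and 14 here, within range without genes below the median (3) and with an adjusted p as the threshold (4). Genes lower in over-expression embryos and higher in mutant cells number 10 in the paper and 6 here, within range with centred arrays (15), the Cyber-T style test (10) and the replicate number as a block (9). Genes lower in over-expression embryos and higher in mutant embryos number 2 in the paper and 9 here, within range at a threshold of 1.5 (2). Genes higher in over-expression embryos and lower in mutant cells number 18 in the paper and 93 here, within range after quantile normalization (23), without genes below the median (16) and at a threshold of 1.5 (21). Genes higher in over-expression embryos and higher in mutant embryos number 7 in the paper and 20 here, within range at a threshold of 1.5 (9).

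For Idgf3 the paper's Table 2 gives a fall in mutant embryos of 1.96 on the log2 scale, against a fall of 1.28 here, within range with centred arrays (1.48), quantile normalization (1.49), without control embryo replicate 1 (1.72) and without mutant embryo replicate 2 (1.57). For Mef2 the paper's Table S2 gives a log2 signal of 10.15 in mutant control embryos and 9.87 in mutant control cells, against 6.74 and 6.01 here, and no alternative was run for these signals. The line of Table S2 for ttk holds the same values in the opposite order, 9.87 in embryos and 10.15 in cells, against 10.05 and 10.30 here.

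The paper states that the diagonal trend of changed genes is less pronounced with over-expression. The share of candidates that changed in the same direction in cells and embryos was 58.2% in the mutant and 75.1% in the over-expression experiment, the other order, while it was 81.6% in the mutant experiment with centred arrays, and r across genes, 0.490 and 0.380, follows the paper's order. It states that most genes lie around the origin in both experiments, and the median log2 fold change here was −0.67 in mutant cells. It describes genes of chitin metabolism as having significant changes throughout, and of the 27 chitin genes of Table S4, which are part of its list, 1 was a candidate in mutant embryos, 5 in mutant cells, 26 in over-expression embryos and 0 in over-expression cells. The paper describes the arrays as ttk mutant and ttk over-expression, and ttk RNA had a log2 fold change of 1.26 and 0.15 in the former and of −0.45 and −0.69 in the latter. In Table S3 the column named as a ratio is the quotient of log2 signals (largest gap 1.19e-05), which is not a fold change.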

Other observations

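In this part the tests chosen before their result was seen are those of the array control features for a factor common to a group, of 3′ and 5′ features for degraded RNA, and of the splits of the over-expression embryos. The tests of lost dim transcripts, of shared deviations, of the chitin list without 1 array, of exchanged labels, of marker genes, of developmental age, of the sorted values and of equal values were chosen after it.

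The median of all genes was lower in cells labelled mutant than in control cells, by 0.67 on the log2 scale (log2 fold change −0.67). The hybridisation control features of the array changed by 0.100 in the other direction (medians of 11.53 to 12.24 on the control cell arrays and 11.88 to 12.29 on the mutant cell arrays), while 198 genes at their level changed by −0.51. The hybridisation medians of the control cell arrays lie further apart than the changes of 0.100 and −0.51 do. A factor applied to all features of a group alike can therefore be neither shown nor excluded by these features. The sorted values of the groups lie a median of 0.713 apart, against a median of at most 0.0761, and a largest distance of 0.277, between arrays within the groups, which is consistent with a normalization within each group only, leaving differences in labelled RNA. Whether less RNA was labelled stays open. The paper's methods give the same amount of RNA to amplify and of cDNA to hybridise for every sample. RNA per cell can therefore not be read from these values, and no biological explanation was tested.

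In the mutant experiment every group had genes with exactly the same value on different arrays, at least 119 genes per pair of arrays of a group, and arrays of different groups had 0. This is consistent with arrays of each group being summarised together and apart from the other groups. In the over-expression experiment a pair of embryo arrays had at most 9 such genes, with pairs of control and treated arrays included, so that there the groups may have been processed in another way. No biological explanation was tested. Where it holds, differences between groups of the mutant experiment carry the differences between separate processing runs. Centring and quantile normalization can remove a shift common to the arrays of a group. Whether other differences between runs remain after them was not tested.

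Control embryo replicate 2 of the mutant experiment lay far from replicate 1. Against a loss of dim transcripts, the deviation had a Spearman's rho of −0.169 across genes with the level of the gene, and the dim chitin list was raised (0.88, percentile 99.82 of expression-matched random lists, whose median was 0.22). The difference between 3′ and 5′ control features changed from replicate 1 to replicate 2 by a median of −0.0146 over 5 pairs, which went both ways, from −0.63 to 0.35, so that degraded RNA cannot be told apart from other causes by these few features. A cause shared with single arrays of other groups is consistent with the correlation of 0.513 across genes between this deviation and that of over-expression embryo replicate 2, which shares no library with it, with −0.520 for over-expression embryo replicate 3. A more advanced age of the embryos on that array may give a raised chitin list and a lowered cell fate list. The cell fate list deviated by −2.45, at percentile 0 of the random lists, and the oocyte list by −0.76, at percentile 0.19. The lists were known to move with this array when the test was chosen, and embryos of stages within the collected range differ in age by design, so age cannot be told apart from other causes. The log2 fold changes of the mutant embryos had an r of −0.742 across genes with this deviation, in part because they share the array, and those of the over-expression embryos 0.384.

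The chitin list was lower in mutant embryos also without control embryo replicate 2 (camera, unadjusted p = 0.00993, adjusted p 0.0179 within 7.05e-05 to 0.0179 over the arrays left out, 20 of 27 genes lower), which argues against that array alone as the cause. With all arrays and an estimated correlation the adjusted p from camera was 0.622, so the call depends on the preset correlation. Under fry, which does not set the list against the other genes, the adjusted p was 0.560.

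The oocyte list was higher in mutant embryos and cells and the chitin list lower in mutant embryos. A less advanced age of the mutant material might give both. The cell fate list, chosen on other arrays, was higher in both mutant materials, with a larger unadjusted p of 0.0735, in embryos, and its direction in embryos reversed without control embryo replicate 2 (adjusted p 0.558). Age and an effect of ttk cannot be told apart, because age was not recorded apart from the genotype.

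The mean RNA of ttk was not lower with the mutant label and not higher with the over-expression label. An exchange of labels in embryos or in cells alone is argued against, since 77.6% of the shared candidates in the mutant experiment and 97.2% in the over-expression experiment had the same direction in both materials. For an exchange in embryos and cells together, the change of ttk in the over-expression cells was −0.69, and no other gene with a direction fixed by the genotype could be paired. By the genes paired here, an exchange and correct labels cannot be told apart. The paper reports less escargot in sorted cells with over-expression, and its earlier work found Esg lost there, which goes with the labels. Escargot itself could not be paired here. Other explanations stay open as untested. The mutant allele may leave the transcript in place, and the over-expressed transcript could lack the part of the gene that the array measures, or feedback could lower the endogenous RNA. The changes of ttk, 1.26 in embryos and 0.15 in cells with the mutant label and −0.45 and −0.69 with the over-expression label, bear on these and do not part them.

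Srp was higher in sorted control cells, by 2.64 in the mutant and 0.83 in the over-expression experiment. In the deposited values, of the 24 genes in the lists for haemocytes and fat body 1 could be paired, Srp itself. The paper's Table S3, which ranks control cells against control embryos of both experiments, is held for its 1996 highest ratios of 18952. The marker lists were written after Table S3 was read, where haemocyte genes stand high, so the tests on its lines are not independent evidence. Of the haemocyte list without Srp, 8 of 15 genes (53.3%) are among these, against 8 of 57 (14.0%) for the lists other than haemocytes and fat body (one-sided Fisher's exact test, p = 0.00293), with 3 of 7 for midline and 3 of 15 for trachea, where btl is expressed. The ranking is by a quotient of log2 signals, but a log2 difference of 2 or more falls among the lines held at any signal up to 18.4, and 7 of the 15 haemocyte genes had one, against 0 of the 57 (one-sided Fisher's exact test, p = 4.37e-06). The signals in Table S3 are higher in cells by 5.48 for He, 4.61 for Hml, 3.66 for eater and 3.07 and 2.88 for Pxn on the log2 scale, genes of that list singled out after their values were seen. These signals go with haemocytes among the sorted cells, but the Fisher tests add no independent evidence of them. Expression of these genes in the cells sorted for was not tested and stays open. Of the fat body list 0 of 8 genes are among the lines held, and as the other lines are not, fat body cells cannot be told apart from their absence. The genes paired in the deposited values were 3 of 15 for trachea, 2 of 7 for midline, 2 of 10 for mesoderm and muscle, 1 of 16 for haemocytes, 0 of 7 for amnioserosa, 0 of 8 for nervous system, 0 of 8 for fat body, 0 of 5 for endoderm and 0 of 6 for germ line, and none of these lists was tested there.

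Of the 10 splits of the 6 over-expression embryo arrays into 3 and 3, 1 gave as many candidates as the real one, which is the real one itself with 396, and the others gave 1 to 39. So few splits cannot exclude chance by their count alone. By other tests, limma called 44 genes at an adjusted p of 0.05, and 69 candidates and 0 genes at that adjusted p (4.97% of genes at an unadjusted p under 0.05, limma) were found in data simulated with no change. Noise in those data was independent between genes, so they do not measure chance in the real arrays.

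The counts of the paper's Table S1 were compared at each threshold. For the over-expression experiment 103 of 140 counts were equal to those found here, and 140 of 140 when the 182 control features were kept in the fit, an alternative chosen after seeing the values that gives 397 candidates in embryos and 322 in cells. For the mutant experiment 0 of 144 were equal, also with control features kept, and 28 were within 1.5 times. In Table S2, 12 of 12 over-expression signals lay within 0.05 of the values here (largest gap 0.0113) and 1 of 18 mutant signals did. The deposited mutant values may therefore not be those behind the mutant counts of the paper, for which the fit that gave 397 and 322 with over-expression is the only setting compared at every threshold. In Table S2 the adjusted cell signal is 1.10 times the raw one in every line.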
